# Purification and Transcriptomic Characterization of Hypertrophied Hepatic Stellate Cells From CDAHFD Mouse Liver

**DOI:** 10.1096/fj.202502655RR

**Published:** 2026-04-23

**Authors:** Marion Heckmann, Nour‐El‐Houda Djerir, Keola Greliche, Pierre‐Henri Commere, Julien Fernandes, Guillaume Sarrabayrouse, Bernard Hainque, Pascal Bigey, Virginie Escriou, Céline Hoffmann

**Keywords:** hepatic fibrosis, hepatic stellate cell, murine model, retinoid, transcriptomic

## Abstract

Hepatic stellate cells (HSC) are known for their major role in hepatic fibrosis. It is well established that upon liver injury, they undergo a transition from a quiescent state to an activated state and transdifferentiate into proliferative, fibrogenic myofibroblasts. Recently, it has been shown that different subpopulations of HSC co‐exist during fibrogenesis and play different roles in the establishment of fibrosis. We previously highlighted, in murine model and human biopsies, a specific subpopulation of hypertrophied HSC (hypHSC) which exhibits exacerbated retinoid droplets and were closely associated with collagen fibers. The present study focuses on the molecular characterization of hypHSCs isolated from a murine model of metabolic liver fibrosis thanks to an experimental strategy we developed and described here. Liver dissociation followed by density gradient and fluorescence assisted cell sorting allowed us to obtain highly pure hypHSC preparations. Then, a transcriptomic analysis (bulk RNAseq) of hypHSCs versus quiescent HSCs purified from healthy mouse liver was performed. This showed that hypHSCs' molecular signature differs from HSC subtypes already described in the literature, with a “hybrid” profile involved in the regulation of the immune system, the remodeling of extracellular matrix and exhibiting a deregulation of lipid metabolism. Our study highlights that a phenotype‐to‐molecular approach can provide complementary elements to single‐cell molecular approaches and provides additional insights into the plasticity of hepatic stellate cells in a context of hepatic fibrosis.

**Abbreviations**
αSMA: alpha smooth muscle actin
ASGPR: asialoglycoprotein receptor
BDL: bile duct ligation
CaHSCs: central vein‐associated HSCs
CCl_4_
: carbon tetrachloride
CD: cluster of differentiation
CDAHFD: choline deficient amino acid defined high fat diet
cDNA: complementary DNA
cRBP1: cellular retinol binding protein 1
DEGs: differentially expressed genes
DMEM: Dulbecco's modified eagle's medium
dNTP: deoxyribonucleoside triphosphate
EGTA: ethylene glycol‐bis‐(beta‐aminoethylether)‐N, N, N′, N′‐tetraacetic acid
FACS: fluorescence‐activated cell sorting
FBS: fetal bovine serum
FPKM: Fragments Per Kilobase Million
FSC: forward scatter
GBSS: Gey's balanced salt solution
GO: gene ontology
HEPES: acide 4‐(2‐hydroxyethyl)‐1‐piperazine ethane sulfonique
HF: high fat
HSC: hepatic stellate cell
hypHSC: hypertrophied hepatic stellate cell
IL7r: interleukin 7 receptor
LRAT: lecithin retinol acyltransferase
MAFLD: metabolic dysfunction‐associated fatty liver disease
MASH: metabolic dysfunction‐associated steatohepatitis
MCD: methionine and choline deficient
MMP: metalloproteinase
NASH: non‐alcoholic steatohepatitis
NGS: next generation sequencing
PaHSCs: portal vein‐associated HSCs
PAMP: pathogen‐associated molecular pattern
PBS: phosphate buffered saline
PDGFR‐β: platelet derived growth factor receptor beta
QC: quality control
qHSC: quiescent HSC
qPCR: quantitative polymerase chain reaction
RIN: RNA integrity number
SD: standard diet
sc‐RNAseq: single‐cell RNA‐seq
SSC: side scatter
TLR: toll‐like receptor
TNFα: tumor necrosis factor alpha
UV: ultraviolet

## 1 Introduction

Hepatic fibrosis, which corresponds to the excessive accumulation of extracellular matrix proteins in the liver parenchyma, is a major consequence of chronic liver diseases such as viral hepatitis, alcoholism, and metabolic dysfunction‐associated steatohepatitis (MASH, previously NASH) [1].

Hepatic fibrosis is a critical step in the course of the disease, as it can evolve into cirrhosis and hepatocellular carcinoma, which is one of the most serious cancers [2]. No specific treatment for hepatic fibrosis and its consequence is available; the only therapy is liver transplantation when the disease has reached its endpoints.

Among the liver cells, hepatic stellate cells (HSCs) are the major cells responsible for the synthesis of the extracellular matrix, mainly composed of collagen in liver tissue, during fibrosis [3]. Upon liver injury, HSCs are known to become activated and transdifferentiate into proliferative, fibrogenic myofibroblasts and it is now well established that they are a central driver of fibrosis in experimental models and in human liver injury [4]. Recent studies based on single cell RNA sequencing (sc‐RNAseq) highlighted the co‐existence of different HSC subtypes during fibrogenesis with different activated ‘profiles’ such as inflammatory, proliferative or extracellular matrix producing, revealing the complexity of HSC activation and the phenotypic plasticity of HSC [5, 6, 7, 8]. These different subpopulations have been identified in different mouse models of fibrosis associated with MASH, CCl_4_ exposition or cholestasis (BDL model) as well as in human.

Moreover, the existence of two subpopulations of quiescent HSCs (qHSCs) expressing different genes depending on their location in the hepatic lobule, central vein‐associated HSCs (CaHSCs) and portal vein‐associated HSCs (PaHSCs), has recently been revealed in a murine model of fibrosis as well as in human liver [5, 6, 7, 8, 9].

In this context, we previously discovered in 4 murine models of liver fibrosis (dietary‐ or chemically‐induced) as well as in human liver biopsies with hepatic fibrosis due to different etiologies (alcoholism, MASH, or hepatitis C), the existence of a specific phenotype of hepatic stellate cells associated with collagen accumulation zones [10]. These cells exhibit a hypertrophied phenotype, with exacerbated accumulation of cytosolic droplets containing retinoids as we demonstrated that they emit vitamin A‐specific fluorescence. We called these cells hypertrophied hepatic stellate cells (hypHSC) and demonstrated that they express both markers of quiescent (desmin, cRBP1) and activated HSC (α‐SMA) [10]. Using a combination of fluorescent and non‐linear microscopies and the specific intrinsic retinoid droplet fluorescence, we were able to identify hypHSC in murine and human liver slices and determine their association with collagen deposition. In particular, we demonstrated a significant positive correlation between the stage of hepatic fibrosis and HSC hypertrophy in a cohort of obese patients with hepatic fibrosis.

We therefore hypothesize that hypHSCs constitute one of the hepatic stellate cell subpopulations that could play a direct or indirect role in liver fibrosis. Further characterization of these cells, such as analysis of their gene expression, appears necessary. So far, hypHSCs have been identified by microscopy analysis of murine liver slices and human liver biopsies with fibrosis. The next step is to produce a purified preparation of these cells for their molecular characterization.

The aim of this paper is to perform a transcriptomic analysis of hypHSCs isolated from fibrotic murine liver thanks to an experimental strategy we developed and described here. For this work, we have chosen the CDAHFD (choline deficient amino acid defined high fat diet) murine model we had previously used, since it is a murine model of MASH that recapitulates all the stages of the disease with steatosis, inflammation, progressive fibrosis associated with HSC hypertrophy with a very high reproducibility.

The hypHSC isolation strategy consists of two main steps: (1) hepatic dissociation and enrichment in HSCs by density gradient followed by (2) fluorescence‐activated cell sorting (FACS) thanks to hypHSCs or qHSCs intrinsic fluorescence. We also describe a characterization of hypHSCs at protein‐level marker expression, followed by transcriptomic analysis (bulk RNA‐seq), comparing their gene expression profile with that of qHSCs.

## 2 Materials and Methods

### 2.1 Animals and Experimental Design

C57BL/6 mice (Janvier Labs, France) were housed in cages (5 per cage) and were kept at 23+/−3°C with a 12:12 h light/dark cycle. Male 6‐month‐old (former breeders) or 6‐week‐old mice were fed a standard diet (SD, Specific Diet Services, England 841 201, vitamin A content 8000 IU/kg) for up to 6 months. After 5 days of acclimation, male 6‐week‐old mice were fed a choline‐deficient, 0.1% methionine, high‐fat diet (CDAHFD, Safe Diets, France U8958P Version 0247, vitamin A content 5280 IU/kg) for up to 20 weeks. Mouse weight, behavior and appearance were monitored weekly. All animal experiments have been approved by the Ethics Committee for Animal Experimentation and authorized by the French Ministry of Higher Education and Research (APAFiS #33532–2 022 030 115 518 551 v3 and #46428–2 023 092 921 282 299 v4).

### 2.2 HSC Isolation

#### 2.2.1 In Situ Enzymatic Dissociation of the Liver

Mice (SD or CDAHFD fed) were anesthetized with a mixture of ketamine/xylazine (180/20 mg/kg) by intraperitoneal injection. After checking for deep anesthesia by absence of paw withdrawal, a laparotomy was performed followed by lifting of costal plastron quickly after respiratory arrest. Perfusion of the liver through the inferior vena cava was then performed with a 21G needle (Venofix A, B. Braun) connected to pre‐heated (42°C) perfusion buffer (25 mM HEPES, 1.2 mM KH_2_PO_4_, 2.3 mM KCl, 86 mM NaCl, 0.5 mM EGTA, pH 7.6) at a rate of 4 mL/min. Then the portal vein was cut and perfusion continued with 45 mL of perfusion buffer at a flow rate of 4 mL/min. Liver perfusion was followed with 25 mL (SD mice) or 50 mL (CDAHFD mice) of pre‐heated (42°C) digestion buffer (25 mM HEPES, 2.3 mM KCl, 86 mM NaCl, 5 mM CaCl_2_, pH 7.6) containing Collagenase type I (Gibco 17 100–017) at 205 U/mL for (SD mice) or 375 U/mL (CDAHFD mice) and Dispase (Gibco 17 105–041) at 1 U/mL (SD mice) or 2 U/mL (CDAHFD mice) at a rate of 4 mL/min (SD mice) or 6 mL/min (CDAHFD mice). The liver was then removed, cut into small pieces, and incubated in 25 mL of digestion buffer, complemented with 250 μL DNAse I (2 mg/mL, Roche, 10 104 159 001), at 37°C for 20 min (SD mice) or 25 min (CDAHFD mice). The digested liver suspension was filtered through a 70 μm cell strainer (Falcon 352 350) and centrifuged at 600 g at 4°C for 15 min. Cells were then washed with 50 mL PBS complemented with 120 μL DNAse I, centrifuged at 600 g at 4°C for 15 min, and resuspended in 32 mL of Gey's Balanced Salt Solution (GBSS/B, 0.4 mM Na_2_HPO_4_, 2.7 mM NaHCO_3_, 0.2 mM KH_2_PO_4_, 137 mM NaCl, 5 mM KCl, 1 mM MgCl_2_, 0.3 mM MgSO_4_, 5.5 mM Glucose, 2 mM CaCl_2_, pH 7.4) complemented with 120 μL DNAse I. Antibiotics were added to buffers (except for perfusion buffer) of all steps of cell preparation from CDAHFD‐mouse liver (dissociation, gradient step, sorting, and immunolabeling): penicillin (200 U/mL), streptomycin (200 μg/mL) (Gibco, 15 140–122), and gentamicin (70 μg/mL) (Gibco, 15 710–049).

#### 2.2.2 HSC Isolation Using a Density Gradient

Cells suspended in GBSS/B were mixed with 16 mL Nycodenz solution (Serumwerk, 18 003; 0, 3 g/L in GBSS/A) and then divided into 4 × 15 mL‐tubes, each containing 12 mL of the cell/Nycodenz mixture. GBSS/A buffer has the same composition as GBSS/B buffer without addition of NaCl. A volume of 1.5 mL of GBSS/B buffer was gently added on top of the cell/Nycodenz mixture, using a syringe connected to 26G needle. The tubes were centrifuged at 1380 g at 4°C for 17 min without brake. HSCs were collected at the interface formed between GBSS/B and GBSS/A washed in PBS, centrifuged at 600 g for 15 min at 4°C and resuspended in 500 μL PBS supplemented with 1% FBS (Fetal Bovine Serum). Cells were counted using a Malassez cell.

#### 2.2.3 HSC Sorting Using FACS

The cell concentration was adjusted to 10^7^ cells/mL in PBS‐FBS 1% and cell sorting was performed with the MoFlo Astrios (Beckman Coulter, France) at 25 PSI with a 100 μm nozzle at approximately 4000 events per sec. The FSC and SSC were read logarithmically with the 488 nm laser and the threshold has been set on the FSC. For hypHSC sorting, green fluorescence was read with the 488 laser (513/26 band pass classically used for FITC or GFP) and for qHSC sorting, blue fluorescence was read with the 405 nm laser (448/59 band pass classically used for BV 421). The sorting gate of hypHSC was defined on SSC‐561 on linear scale vs. green fluorescence 488 laser (513/26 band pass) plot for better definition.

In our experience, the number of sorted events given by sorter was always greater than the number of cells, meaning that this number corresponded rather to the number of elements detected by the device than the actual number of cells. Thus, a first sorting of 100 000 events was carried out, to count the number of cells obtained using a Mallassez cell. A % of events corresponding to cells was then obtained and made it possible to determine the number of events to be collected to actually have the number of cells required. For example, if cell sorter indicated that 100 000 events were sorted, and we counted 40 000 cells, we assumed that 40% of the events detected by the sorter corresponded to actual cells. NB: We observed that a % greater than 60% of events corresponding to cells gave a good quality cell preparation.

For qPCR analysis, between 100 000 and 300 000 sorted HSCs were suspended in RNA later (Invitrogen, AM7020), flash‐frozen in dry ice and stored at −80°C. For immunofluorescent labeling experiments, sorted HSCs were suspended in PBS‐FBS 10% or DMEM containing 10% FBS.

For RNA‐seq analysis, 20 000 sorted HSCs were harvested directly from the cell sorter in lysis buffer (Buffer RL #51800, Norgen Biotek Corp.), flash‐frozen in dry ice, and stored at −80°C.

### 2.3 Microscopic Analysis of Cells After Gradient or After Sorting

HSC quantification was performed by counting fluorescent cells on images acquired with an emCCD camera Retiga 2000 (Photometrics) mounted on an Axiovert (Zeiss, Germany) microscope and analyzed using ImageJ software. Filter set configuration was as follows: blue fluorescence for qHSCs from SD‐mouse liver: excitation: 365/12 nm and emission long pass starting at 397 nm; green fluorescence for hypHSCs from CDAHFD‐mouse liver excitation: 470/40 nm and emission: 540/50 nm. Objectives used were 32X/NA 0,4 and 20X/NA 0,3 (Zeiss, Germany).

The number of total cells was counted under phase contrast illumination and the number of HSCs was determined by counting cells containing droplets emitting blue‐only (qHSC) or blue and green (hypHSC) fluorescence on at least 5 microscope's fields corresponding to 100–200 cells for each condition. The purity of hypHSCs was determined by calculating the ratio of cells containing green fluorescence droplets to total cells. The purity of qHSCs was determined by calculating the ratio of cells containing blue fluorescence droplets to total cells. For sorted hypHSCs, the number of intact hypHSCs was determined by counting green fluorescent cells with fluorescence contained in intact cytoplasmic droplets, and the number of opaque hypHSCs was determined by counting the number of cells showing fluorescence throughout the cell cytoplasm. The percentage of intact hypHSCs was determined by calculating the ratio of the number of intact hypHSCs counted to the number of total cells, and the percentage of opaque hypHSCs was determined by calculating the ratio of the number of opaque hypHSCs counted to the number of total cells.

#### 2.3.1 Immunostaining of Sorted Cells

Sorted HSCs were resuspended in DMEM medium (10% FBS) and seeded in microwells mounted on a polymer coverslip (Ibidi) and covered with collagen gel (Collagen type I, 1.5 mg/mL final in NaOH 6.7 mM) at a density ranging from 20 000 to 50 000 cells/cm^2^. Cells were incubated at 37°C and 5% CO_2_ for 1–2 days, to enable their adhesion to the collagen gel and avoid cell loss during the next steps. The cells were then fixed with 4% para‐formaldehyde for 30 min at room temperature (RT), rinsed with 1% PBS‐BSA, permeabilized (only in the case of intracellular protein labeling) with 0.1% PBS‐Triton X100 for 10 min at RT. After rinsing with 1% PBS‐BSA, cells were incubated for at least 1 h in 1% PBS‐BSA and then incubated with primary antibodies diluted in 1% PBS‐BSA and 0.05% Triton X100 overnight at 4°C. After rinsing with 1% PBS‐BSA, cells were incubated with secondary antibodies and DAPI (Sigma‐Aldrich, D1388, 1/1000) diluted in 1% PBS‐BSA and 0.05% Triton X100 for 1 h at RT. Primary antibodies were used at the following dilutions: cRBP1 (abcam ab154881; 1/50), anti‐desmin conjugated to AlexaFluor647 (Santa Cruz Biotechnology sc‐23 879; 1/10); LRAT (ab166784; 1/20), αSMA (A5228; 1/10), anti‐CD36 (Miltenyi 130–122‐091, 1/50) and anti‐CD68 (Miltenyi 130–112‐857, 1/50) and secondary antibody Goat anti‐rabbit IgG conjugated to Alexa Fluor 647 (Invitrogen, A‐21244; 1/200). Cells were then rinsed with 1% PBS‐BSA and mounted in mounting medium (Fluoromount‐G; Invitrogen) up to 24 h at 4°C. Microscopy acquisitions were performed with laser scanning fluorescent microscope SP8 (Leica Microsystems, Germany) using a 40×/NA 1,3 oil immersion objective. Images were acquired using the software Leica Acquisition System X (Leica Microsystems, Germany) and treated using open source FiJi software.

### 2.4 Analysis of Cells After Gradient Using Flow Cytometry

Cells recovered after the gradient were suspended in PBS‐FBS 10% at a density of 30 000 to 50 000 cells/100 μL and fixed with 2% PBS‐PFA for 15 min at RT. After washing by adding 200 μL PBS‐FBS 10% and centrifugation at 600 g at 4°C for 15 min, they were resuspended at the same density in 10% PBS‐FBS and primary and secondary antibodies were added. If the antibody targets an intracellular protein, cells were previously permeabilized by adding 0.05% Triton X100. Tubes were gently shaken by rotation for 40 min at RT. Cells were then washed by adding 200 μL of 10% PBS‐FBS, centrifuged at 600 g at 4°C for 15 min and were resuspended in 10% PBS‐FBS at an average of 30 000 cells/100 μL for flow cytometry analysis. The following antibodies were used: at 1/50 dilution, anti‐ASGPR 1/2 FL‐291; (sc‐28 977), anti‐RBP1 (ab154881), anti‐Desmin (ab15200), anti‐CD36 (Miltenyi, 130–122‐091) and anti‐CD68 (Miltenyi, 130–112‐857), and at 1/200 dilution, anti F4/80 (CI:A3‐1) (sc‐59 171) and anti‐CD31 (MEC 13.3) (BD Pharmingen, 550 274). The following secondary antibodies were used: Goat anti‐rabbit IgG, Alexa Fluor 488, (Invitrogen, A‐11008) at 1/200 and Goat anti‐rat IgG, Alexa Fluor 488, (Invitrogen, A‐11006) at 1/400. Labeling controls were performed using the same protocol, without addition of primary antibody and only addition of secondary antibody at the corresponding step. Cell suspensions were analyzed on a flow cytometer Guava Easycyte cytometer (Millipore) equipped with two lasers (excitation 488 nm and 640 nm). The percentage of labeled cells was calculated as the percentage of positive cells minus the percentage of nonspecific labeling found in the secondary antibody control (see Figures S3 and S4 for illustration of flow cytometry raw data). Unstained cells recovered after gradient were analyzed on a LSRII BD FACS Fortessa flow cytometer (BD Biosciences, Cybio facility, Cochin Institute) equipped with 4 lasers (excitation 355 nm, 405 nm, 488 nm and 640 nm). Data were processed using FlowJo software (version 10, Tree Star Inc.).

### 2.5 Analysis of Hepatic and Fecal Bacterial Load in SD and CDAHFD Mice

Mouse fecal pellets were collected at 0, 3, 6, 9 and 12 weeks of diet from CDAHFD fed mice (*n* = 4 to 8) and SD fed mice (*n* = 5), flash‐frozen and stored at −80°C. Liver frozen samples were lysed for 2 h in solution containing 25 μL of proteinase K (Qiagen) and 180 μL of ATL lysis buffer (Qiagen). Genomic DNA (gDNA) from fecal samples and liver tissue lysates was extracted according to the recommendations of the International Human Microbiome Standards (IHMS: http://www.human‐microbiome.org/). Briefly, aliquot of each sample was suspended in 250 μL of guanidine thiocyanate, 40 μL of 10% N‐lauroyl sarcosine, and 500 μL of 5% N‐lauroyl sarcosine. Genomic DNA was extracted by mechanical disruption of the microbial cells with glass beads (0.1 mm, Sigma‐Aldrich) using a TissueLyser III (QIAGEN), and nucleic acids were recovered from clear lysates by alcohol precipitation as previously described [11]. The concentration and purity of each gDNA sample obtained were assessed using a nanodrop (Nanodrop One, Thermo Fisher Scientific) and the quality of the DNA was assessed by means of a genomic gel (1% agarose, 100 V, 1 h) as recommended by the IHMS. Any sample showing poor purity or excessive degradation was excluded from the study.

Extracted genomic DNA was used to amplify the V4 region of the 16S rRNA gene by standard and quantitative real‐time PCR, using universal primers for counting the microbial load. Universal primers located in highly conserved sequences targeting the V4 hypervariable region of the 16S rRNA genes (290 bp) were used: V4F_517_17 (5‐GCC AGC CGC GGT AA‐3) and V4R_805_19 (5‐GAC TAC CAG GGT ATC TAA T‐3).

Standard PCR 0.15 units of Taq polymerase (AmpliTaq Gold, Life Technologies) and 20 pmol/μL of the forward and reverse primers (IDT Technologies) was run in a Mastercycler gradient (Eppendorf) at 94°C for 3 min, followed by 35 cycles of 94°C for 45 s, 56°C for 60 s, 72°C for 90 s and a final cycle of 72°C for 10 min.

In order to assess the microbial load, the extracted DNA was used to amplify the V4 region of the 16S rRNA gene by quantitative real‐time PCR (qPCR) using universal primers for counting microbial load as previously described [12]. The PCR was performed in a volume of 25 μL using Power SYBR green PCR master mix (Fisher Scientific) containing 100 nM (each) primer. The reaction conditions were 50°C for 2 min, 95°C for 10 min, and 40 cycles of 95°C for 15 s and 60°C for 1 min. All samples were analyzed in triplicate and mean values were calculated. Reading and analysis of results was evaluated using Bio‐Rad CFX Manager 3.1 software (Bio‐Rad).

### 2.6 Transcriptomic Analysis

#### 2.6.1 Bulk RNAseq

RNA was extracted from sorted qHSC or hypHSC using the Single Cell RNA purification (kit #51800, Norgen Biotek Corporation, Thorold, ON, Canada) according to the manufacturer's protocol and eluted in 23 μL. After extraction, RNA concentrations were obtained using the fluorometric Qubit RNA assay (Life Technologies, Grand Island, New York, USA). The quality of the RNA (RNA integrity number) was determined on the Agilent 2100 Bioanalyzer (Agilent Technologies, Palo Alto, CA, USA) as per the manufacturer's instructions using pico chip kit.

To construct the libraries, 2.5 ng of high‐quality total RNA sample (RIN > 6) was processed using NEBNext low input RNA library prep kit (NEB) according to manufacturer instructions. Briefly, total RNA molecules were reverse‐transcribed using oligo dT primers and template switching oligos. cDNA was then amplified with 3 and 5 adapters and QC controlled. After fragmentation, amplified cDNA was then end repaired and ligated with NEBNEXT adapters. PCR enrichment with single barcode was then realized to obtain the final library. Libraries were then quantified with Qubit HS DNA assay (Life Technologies, Grand Island, New York, USA) and library profiles assessed using the DNA High Sensitivity LabChip kit on an Agilent 2100 Bioanalyzer (Agilent Technologies, Palo Alto, CA, USA). Libraries were sequenced on an Illumina Nextseq 2000 instrument using 59 base‐lengths read V2 chemistry in a paired‐end mode.

RNA‐Seq data analysis was performed by GenoSplice technology (www.genosplice.com). Analysis of sequencing data quality, reads repartition (e.g., for potential ribosomal contamination), inner distance size estimation, genebody coverage, strand‐specificity of library were performed using FastQC v0.11.2, Picard‐Tools v1.119, Samtools v1.0, and RSeQC v2.3.9. Reads were mapped using STAR v2.7.5a [13] on the Mouse mm39 genome assembly and read count was performed using featureCount from SubRead v1.5.0 and the Mouse FAST DB v2022_1 annotations. Gene expression was estimated as described previously [14]. Only genes expressed in at least one of the two compared conditions were analyzed further. Genes were considered as expressed if their FPKM value was greater than FPKM of 98% of the intergenic regions (background). Analysis at the gene level was performed using DESeq2 [15]. Genes were considered differentially expressed for log2FC ≥ 1 and adjusted *p ≤* 0.05. Overrepresented analyses were performed using WebGestalt v0.4.4 [16] merging results from up‐regulated and down‐regulated genes only, as well as all regulated genes. Pathways and ontologies were considered significant with *p ≤* 0.05.

#### 2.6.2 qPCR

Cells sorted and recovered in RNA later were centrifuged at 5000 g at 4°C for 10 min. RNA was then extracted using the RNeasy kit (Qiagen, 741 004) according to provider's recommendations and eluted in 30 μL of RNAse‐free water. Extracted RNA was first treated with DNAse I (Takara, 2270A) to remove genomic DNA, and complete removal was controlled by PCR. RNA concentration was then determined using the Quant‐iT RiboGreen RNA kit and reagent (Invitrogen, R11490). 10 pg to 5 μg of RNA were mixed with 1 μL of 50 μM random primers, 1 μL of 10 mM dNTP and RNAse‐free water to give a final volume of 13 μL and incubated at 65°C for 5 min to allow primer hybridization, then on ice for 1 min. 4 μL of SSIV Buffer, 1 μL of 100 mM DDT, 1 μL of RNAse OUT (Invitrogen, 10 777 019), and 1 μL of Reverse Transcriptase SuperScript IV enzyme (SSIV, Invitrogen, 18 090 010) were added to the mixture, which was then incubated at 23°C for 10 min, then at 55°C for 10 min to allow cDNA synthesis, and finally at 80°C for 10 min to inactivate the enzyme. cDNAs were stored at −80°C.

For qPCR analysis, 1 μL of diluted cDNA (1:10 in RNAse‐free water) was deposited in 384‐well microplate to which was added 19 μL of a mixture containing: 10 μL of Power SYBER Green Master Mix (Thermo Fisher Scientific, 10 219 284), 0.1 μL of the sense strand primer, 0.1 μL of the anti‐sense strand primer (See Table S3), and 8.8 μL of RNAse‐free water. qPCR was performed on the BIO‐Rad CFX 384, according to the following steps: enzyme activation by heating the plate at 95°C for 10 min, followed by 40 cycles of denaturation at 95°C for 15 s and hybridization and elongation at 60°C for 1 min. Results were analyzed using Bio‐Rad CFX Maestro software. The stability of housekeeping genes was assessed on samples of sorted hypHSCs and qHSCs, using the GeNorm algorithm of the “Reference Gene Selection” tool in Biorad's CFX software. This analysis validated 18S, HPRT1, Actin, and PGK1 as the 4 reference genes for studying the expression of genes of interest in different HSC populations.

## 3 Results

### 3.1 Enriched hypHSC Preparation From CDAHFD‐Mouse Liver

#### 3.1.1 Protocol Design

Our starting point for hypHSC isolation relied on the well‐described isolation protocol described by Mederacke et al. (Figure 1). This method consists of in situ dissociation of the liver by enzyme perfusion, followed by excision of the liver to recover the cells as a suspension and by density gradient for separation of high‐lipid‐content cells [17, 18, 19] (Figure 1).

**FIGURE 1:**
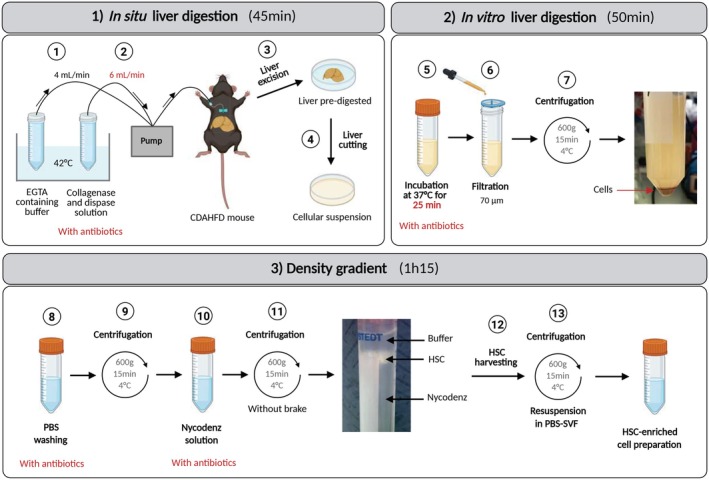
Schematic representation of the steps involved in the purification of hypertrophied HSCs from CDAHFD mice. Changes in conditions compared with the purification of quiescent HSCs from SD mice are highlighted in red. (1) Perfusion of the inferior vena cava by insertion of a 21G needle connected to a pump with perfusion buffer (containing EGTA) at 4 mL/min. (2) Perfusion of the liver with a buffer containing enzymes (collagenase and dispase) buffer and antibiotics (penicillin, streptomycin and gentamicin) and increased perfusion rate to 6 mL/min. (3) Excision of the digested liver and transfer to a Petri dish containing buffer with enzymes and antibiotics. For experiments requiring sterile conditions, manipulate within a biosafety cabinet from this stage onwards. (4) Cutting of the liver to release the cells. (5) Incubation of the resulting cell suspension at 37°C for 25 min to continue in vitro digestion. (6) Filtration of the cell suspension through a 70 μm‐filter to remove undigested liver pieces. (7) Centrifugation to pellet the cells and to remove enzyme buffer. (8) Rinsing with PBS containing antibiotics. (9) Centrifugation to pellet the cells and remove PBS. (10) Mixing of the cell suspension with a Nycodenz solution. (11) Centrifugation to form the density gradient to separate HSCs, thanks to their low density, from other liver cells. (12) Harvesting HSCs floating on the gradient. (13) Centrifugation to remove buffer and resuspend the cells in PBS‐FBS 1%. Created in BioRender. Hoffmann, C. (2025) https://BioRender.com/im0zs9r.

In CDAHFD‐murine model, hypHSCs start to be detected from 6 weeks of CDAHF diet (see Figure S1). At this point, the liver exhibits stage F1 fibrosis and stage 3 steatosis, requiring adaptation of the protocol to this collagen‐ and lipid‐laden pathological microenvironment. Isolation of hypHSCs was performed from the liver of CDAHFD‐fed mouse for at least 9 weeks of diet, as the hypHSC content is stable from this point onwards. Quiescent HSCs, that were considered as control cells, were isolated from the liver of mouse fed with a standard diet (SD), between 6 and 10 months old to recover sufficient HSCs, as qHSC level increases with aging [20, 21].

Firstly, the conditions of CDAHFD‐mouse liver digestion were adapted from the qHSC isolation protocol, by increasing (i) the enzyme concentrations (×1.5 for collagenase, ×2 for dispase), (ii) the perfusion flow rate (from 4 to 6 mL/min), (iii) the digestion buffer volume (×1.5) and (iv) the post‐perfusion incubation time (+5 min). Secondly, the centrifugation steps were adjusted by resuspending the cells in PBS for washing before resuspending them in GBSS/B buffer for the gradient step, as we observed a loss of cells when washing in GBSS/B directly. Remarkably, after the first centrifugation step, we observed for CDAHFD‐mouse liver cell suspension the formation of a fat layer on the surface of the supernatant that is not observed for SD‐mouse liver cell suspension. This is due to the steatotic state of CDAHFD‐mouse liver. After this first centrifugation step, the layer of fat was carefully removed before continuing the experiment.

Another major modification to the protocol was the addition of antibiotics (Penicillin/Streptomycin/Gentamycin) in each buffer since systematic bacterial contamination was observed in cell preparations from CDAHFD‐mice liver, whereas this was never the case from SD‐mice liver, despite the same precautions for sterility being taken. We hypothesized that contamination of CDAHFD preparation was due to an endogenous contamination of CDAHFD liver. Some authors described that under fat diet, an intestinal bacterial translocation may occur [22, 23]. To ensure this hypothesis, we assessed the bacterial load in the liver and feces of CDAHFD‐ and SD‐mouse using classical and real‐time PCR amplification of the 16S rRNA gene. We observed a decrease in bacterial load in CDAHFD‐mice feces and an increase in bacterial load in CDAHFD‐mouse liver, as compared with samples from control mice. These observations could be linked to a relocation of bacteria from the gut to the liver, suggesting a phenomenon of bacterial translocation in our model (See Figure S2).

#### 3.1.2 Cell Characterization After the Gradient Step

After density gradient, 6.4 ± 4.1 x 10^6^ cells (*n* = 53) were recovered from CDAHFD‐mice liver (9–15 weeks of diet) vs. 2.9 ± 2.0 x 10^6^ cells (*n* = 16) from SD‐mice liver (5–10 months old). Thus, on average, 2.2 times more cells are recovered from the liver of CDAHFD‐mice than from SD‐mice (Table 1). This difference is statistically significant (*p* = 2.10^−4^, Mann–Whitney test) and probably stems from the fact that the cell populations present in CDAHFD‐mice liver differ from those in SD‐mice liver in terms of distribution and characteristics (steatotic hepatocytes, several hepatic stellate cell phenotypes), as a greater cellular diversity is observed in post‐gradient CDAHFD‐mice liver preparations (Figure 2A).

**TABLE 1:** Number of cells obtained at the different stages of HSC purification.

Diet	Average number of cells		% of cells sorted versus cells after gradient	% of dead cells	% of hypHSC or qHSC purity
	After gradient	After sorting			
CDAHFD (9–15 weeks)	6.4 ± 4.1 × 10^6^ (*n* = 53)	2.4 ± 1.1 × 10^5^ (*n* = 30)	3.5% ± 1.1% (*n* = 30)	22.0% ± 14.0% (*n* = 25)	94.8% ± 4.5% (*n* = 19)
SD (5–10 months)	2.9 ± 2.0 × 10^6^ (*n* = 16)	4.4 ± 3.0 × 10^5^ (*n* = 13)	21.6% ± 9.1% (*n* = 13)	12.2% ± 8.7% (*n* = 10)	94.0% ± 3.2% (*n* = 8)

*Note:* Cells were counted manually using Mallassez cells. Dead cells were quantified using Trypan Blue coloration. For CDAHFD‐mouse liver, *n* = 53 liver dissociations followed by density gradient were performed. Among them, 30 have been followed by FACS. Percentage of dead cells and hypHSC purity were quantified for 25 and 19 independent hypHSC sorted preparations respectively. For SD‐mouse liver, *n* = 16 liver dissociations followed by density gradient were performed. Among them, 13 have been followed by FACS. Percentage of dead cells and qHSC purity was quantified for 10 and 8 independent qHSC sorted preparations respectively.

**FIGURE 2:**
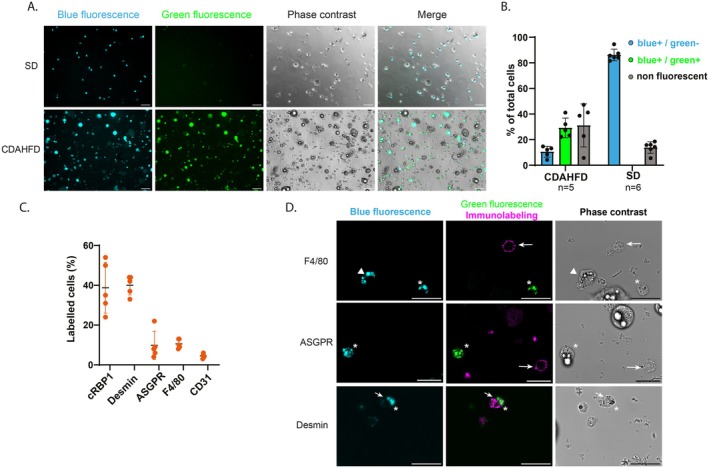
Characterization of cells obtained after density gradient. (A) Representative microscopy images of cell preparation from CDAHFD‐ and SD‐ liver. Acquisitions under UV–Vis excitation for blue fluorescence (λ_exc_ = 365 nm λ_em_ > 390 nm), under excitation at 488 nm for green fluorescence (λ_exc_ = 488 nm, λ_em_ = 500–550 nm), phase contrast illumination, and merge of images. Scale bar: 50 μm. (B) Percentage of fluorescent cells from CDAHFD‐ and SD‐mouse liver counted from microscopic images. (CDAHFD, *n* = 5 and SD, *n* = 6 independent experiments) (C) Repartition of hepatic cell population in CDAHFD cell preparation using cytometry analysis. Percentages of labeled cells were obtained after immunolabeling of cells with typical markers of HSCs (cRBP1 and desmin, *n* = 5), hepatocytes (ASGPR, *n* = 5), macrophages (F4/80, *n* = 5) and endothelial cells (CD31, *n* = 4). (D) Representative microscopy images of cell preparation after density gradient from CDAHFD‐liver after immunostaining with ASGPR, F4/80 or desmin antibodies (magenta, λ_exc_ = 638 nm, λ_em_ = 650–690 nm) and acquisitions for blue fluorescence (λ_exc_ = 405 nm, λ_em_ = 425–465 nm, cyan) and green fluorescence (λ_exc_ = 488 nm, λ_em_ = 505–535 nm, green). Arrowhead: qHSC, star: hypHSC, arrows: cells with positive corresponding immunolabeling. Scale bar = 25 μm.

One of the specific characteristics of HSCs is that they contain cytoplasmic droplets rich in retinoids. These retinoids emit a specific endogenous fluorescence in the near UV‐blue range, with excitation between 365 and 405 nm and fluorescence emission from 380 to 500 nm [24, 25]. Previously, we highlighted on CDAHFD‐mouse liver sections that hypHSCs exhibit specific and broad fluorescence properties, with a fluorescence excitation in the UV–visible spectrum and emission throughout the visible spectrum (400–600 nm). Notably, hypHSCs retain the fluorescence properties in the UV‐violet range like qHSC (λ_exc_ = 365 nm and λ_em, max_ = 390 nm) and, after excitation at 488 nm, emit an additional intense signal in the green range (500–550 nm), while this is not the case for qHSCs, which are not excitable beyond 405 nm [10].

In this study, we used these specific fluorescence properties to identify hypHSCs and qHSCs in cell preparations. We qualified the natural fluorescence of qHSC (λ_exc_ = 365 nm, λ_em, max_ = 390 nm) as “blue” fluorescence and the specific hypHSC fluorescence in the green range (λ_exc_ = 488 nm, λ_em, max_ = 525 nm) as “green” fluorescence. Therefore, qHSCs are blue+/green‐ and hypHSCs are blue+/green+ (Figure 2A).

As shown in Figure 2B, after the gradient, the cell preparation from CDAHFD‐mouse liver contained approximately 1/3 hypHSCs (blue+/green+) as well as other cells containing retinoids (blue+/green‐) that may be remaining qHSCs and also a majority of non‐fluorescent cells. The preparation from a SD‐mouse liver did not contain hypHSCs, only a large majority of qHSCs (blue+/green‐) and a few non‐fluorescent cells.

The composition of cell population from CDAHFD‐mouse liver was further analyzed by flow cytometry after immunolabeling with antibodies specific to liver cells (CD31, endothelial cells; ASGPR, hepatocytes; F4/80, Kupffer cells; desmin and cRBP1, HSCs). As shown in Figure 2C, we found 40.0% ± 4.8% of cells that were desmin+, and 38.8% ± 12.7% that were cRBP1+, while the other antibodies did not label more than 10% of cells, confirming the enrichment of the preparation in HSCs (see Figures S3 and S4 for illustration of flow cytometry raw data). Fluorescence microscopy imaging allowed us to better characterize the cell population obtained after density gradient (Figure 2D). qHSCs were identifiable thanks to blue fluorescence contained in cytoplasmic droplets and hypHSCs exhibited, as previously described, blue and green fluorescence in cytoplasmic droplets. Immunolabeling of ASGPR and F4/80 was observed around cell membrane of non‐fluorescent cells and never colocalized with cells containing fluorescent droplets. Unlike ASGPR or F4/80, desmin immunolabeling was colocalized with cells containing blue and blue/green cytoplasmic droplets corresponding to qHSCs and hypHSCs, respectively (stars and arrowheads on Figure 2D).

Thus, as hypHSCs represented only 30% of the cell population obtained after gradient from CDAHFD‐mouse liver, which was not sufficient for further characterization of these cells, an additional purification step was essential. To obtain a highly pure hypHSC preparation, we used fluorescence‐assisted cell sorting (FACS), taking advantage of the specific fluorescence properties of these cells, thus allowing sorting to be carried out without requiring any exogenous labeling.

### 3.2 Sorting of hypHSC

#### 3.2.1 Sorting Strategy

The cell preparation obtained after density gradient contains a mixture of cells of varying size and granularity, and probably cell debris. Cytometric analysis for both parameters (FSC and SSC) was not sufficient to identify with certainty the position on the cloud corresponding to the viable cells. Cell labeling with SYTO16 allowed us to determine the position of intact cells cloud on the FSC‐SSC dot‐plot (See Figure S3). Thus, after an initial selection of intact cells on the FSC‐SSC dot‐plot, the cells were analyzed according to SSC and green fluorescence (λ_exc_ = 488 nm, λ_em_ = 513/26 nm) or blue fluorescence (λ_exc_ = 405 nm and λ_em_ = 425–475 nm) (Figure 3A). We then observed, for both CDAHFD and SD cell preparations, the presence of a blue‐fluorescing cell population corresponding to qHSCs. And as expected, a population of cells emitting green fluorescence was found in the CDAHFD cell preparation but not in the SD cell preparation, so we assumed this part of the cloud to be hypHSCs (Figure 3A).

**FIGURE 3:**
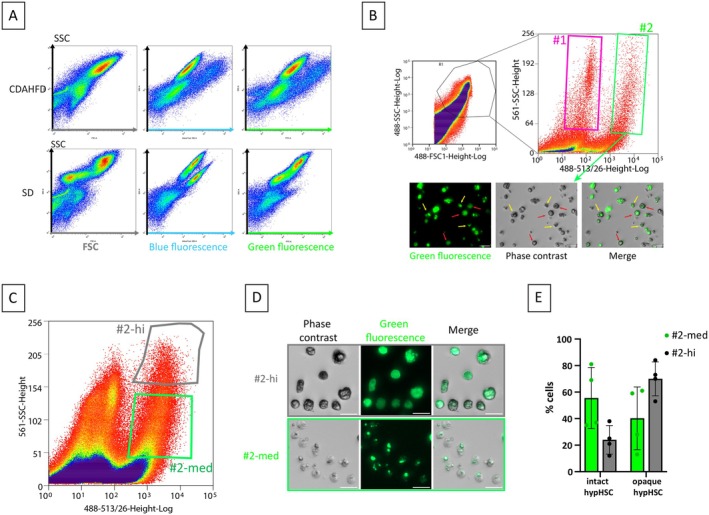
Strategy for hypHSC fluorescence‐activated cell sorting and characterization by fluorescence microscopy. (A) Cytometric analysis of cell preparations obtained from CDAHFD‐ and SD‐mice liver after density gradient. Dot plot of the CDAHFD and SD cell preparation analyzed for FSC/SSC (left panels), SSC and blue fluorescence (λ_exc_ = 405 nm and λ_em,max_ = 450 nm; middle panels), SSC and green fluorescence (λ_exc_ = 488 nm and λ_em,max_ = 530 nm; right panels). (B) Dot plot of the CDAHFD cell preparation for FSC/SSC (left panel) and for SSC (linear)–green fluorescence (λ_exc_ = 488 nm and λ_em,max_ = 530 nm; right panel). Gate #1 corresponds to low fluorescent cells and gate #2 corresponds to highly fluorescent cells. Below panels: Phase contrast and green fluorescence (λexc = 488 nm, λem = 500–550 nm) microscopy images corresponding to gate #2. Red arrows point opaque hypHSCs and yellow arrows point intact hypHSCs. Scale bars = 25 μm. (C) Dot plot of the CDAHFD cell preparation for SSC (linear)–green fluorescence (λ_exc_ = 488 nm and λ_em,max_ = 530 nm). Gate #2‐hi and #2‐med correspond to fluorescent cells with high granularity and medium granularity, respectively. (D) Phase contrast and green fluorescence (λ_exc_ = 488 nm, λ_em_ = 500–550 nm) microscopy images corresponding to gates #2‐hi and #2‐med highlighting opaque and intact hypHSC phenotypes. Bars = 25 μm. (E) Quantification of opaque and intact hypHSCs by microscopy as a function of sorting gate. Means ± standard deviation are shown (*n* = 4 independent experiments).

Starting from these analyses, the hypHSC sorting strategy was based on the unique green fluorescence of hypHSCs preceded by a succession of sorting gates. Sorting was carried out on an Astrios equipped with a 100 μm nozzle, allowing the sorting of cells from liver cell preparation (containing large cells) with a relatively low pressure flow regarding the fragility of hypHSCs. First, cell selection was performed on the FSC–SSC dot‐plot to eliminate cellular debris; then, a selection of single cells was made to eliminate doublets; finally, the cell cloud was selected on the green fluorescence signal to recover hypHSCs (Figure 3B). To select hypertrophied HSCs, the SSC signal on the 488 laser was switched to SSC on the 561 laser to obtain an SSC signal free from the fluorescence contribution of retinoid droplets from hypHSCs at 488 nm. Second, the SSC‐561 had to be expressed on a linear scale to obtain a more spread‐out distribution of points that allowed for a better definition of the population (Figure S5).

Different gates for recovering the cells were determined on the SSC‐lin/green‐fluorescence plot and the morphology of the cells was analyzed by fluorescence microscopy to determine the best gate for hypHSC sorting (Figure 3B). As expected, cells from gate #1 characterized by low fluorescence signal (between 10^1^ and 10^2^) corresponded to non‐fluorescent cells under fluorescence microscopy while the cells from gates #2, characterized by a high green fluorescent signal (between 2.10^2^ and 10^4^) exhibited fluorescent droplets after excitation at 488 nm detectable by fluorescence microscopy corresponding to hypHSCs (Figure 3B).

Microscopic observations showed that the hypHSC population recovered from gate #2 was of heterogeneous phenotype. Part of cells exhibited fluorescence restricted in well‐defined fluorescent droplets, while another part exhibited a very bright fluorescence throughout the cytoplasm (Figure 3B). We called cells still exhibiting fluorescent droplets “intact” hypHSCs and cells no longer exhibiting droplets but retaining intense residual fluorescence “opaque” hypHSCs, because they appeared opaque under phase‐contrast illumination (Figure 3B).

We chose to harvest hypHSCs with intact retinoid droplets, as this is the form in which we have previously identified them in CDAHFD‐mice liver sections and human biopsies [10]. Furthermore, we hypothesize that opaque cells are dead hypertrophied HSCs. Indeed, when we cultured gated #2 cells, the proportion of opaque hypHSCs increased over the days of culture, while that of intact hypHSCs decreased (see Figure S6). Thus, we refined the sorting strategy and gate #2 was separated according to SSC value leading to gate #2–hi and gate #2–med (Figure 3C). Observation and quantification of intact and opaque hypHSCs was then performed on cells obtained from gate #2–hi and gate #2–med by fluorescent microscopy (Figure 3D).

We established that gate #2‐med contained a majority of intact hypHSCs with 56% ± 23% (*n* = 4) against 41% ± 23%, (*n* = 4) of opaque cells. In contrast, the proportion of cells from gate #2‐hi was distributed such that 70% ± 12% (*n* = 4) were opaque cells and 24% ± 10% (*n* = 4) were intact hypHSCs (Figure 3E). Although the presence of these “opaque” cells in the cell preparation obtained after sorting is inevitable, we reduced their proportion as much as possible by selecting only gate #2‐med. This more precise selection made it possible to limit the introduction of excessive bias for subsequent analyses.

Therefore, for further experiments, the final gating strategy chosen for hypHSC sorting was the one corresponding to gate #2‐med (Figure 3C).

In parallel, qHSCs were sorted from a cell preparation derived from SD‐liver using the same cell sorter and following a succession of sorting gates similar to those of hypHSCs, but with a final selection performed on the basis of SSC‐log/blue fluorescence (λ_exc_ = 405 nm; λ_em, max_ = 455 nm) as previously reported in the literature [17, 18].

#### 3.2.2 Cell Characterization After the Sorting Step

At the end of the sorting step, 2.4 ± 1.1 × 10^5^ (*n* = 30) hypHSCs were recovered from CDAHFD‐mouse liver (9–15 weeks of diet) versus 4.4 ± 3.0 × 10^5^ (*n* = 13) cells from a SD‐mouse liver (5 to 10‐month‐old) (see Table 1). No significant difference was observed in the number of cells recovered depending on the diet time (9–19 weeks—see Figure S7). The sorting step recovered approximately 3.5% ± 1.1% of hypHSCs from the total CDAHFD‐cell preparation obtained after density gradient.

The hypHSC‐sorted preparations were very pure since 94.8% ± 4.5% of the cells were hypHSCs with 22% of mortality (Table 1). Considering that after density gradient the contamination by non‐HSC cells was greater than 50%, cell sorting allowed the elimination of undesirable cells and represents a fundamental step for the further study of hypHSCs (Figure 4C). In comparison, equivalent results in terms of purity and mortality were obtained for the preparations of qHSCs from SD‐mouse liver, underlining that the sorting step is also important for qHSC study (Figure 4D). Importantly, the total duration of purification (dissociation followed by density gradient) and sorting had an effect on the viability of the hypHSCs obtained, as a 2‐day purification increased significantly the percentage of hypHSC mortality (See Figure S7). Following cell sorting, we showed that green and blue fluorescence were indeed associated with well‐defined droplets in hypHSCs, just as blue fluorescence was associated with retinoid droplets in qHSCs (Figure 4A,B).

**FIGURE 4:**
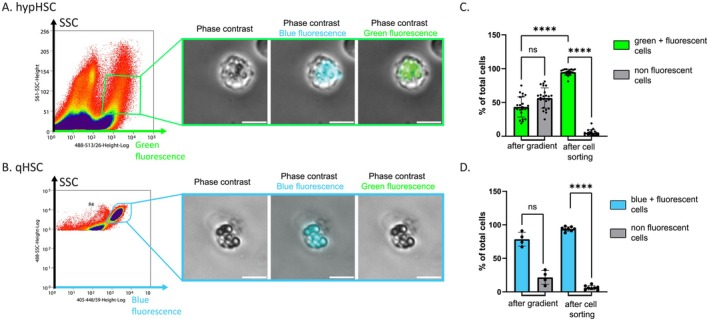
Morphology and characterization of sorted hypHSC and qHSC cell preparations. Representative dot plots with the gates used for sorting (A) hypHSCs (top panel—SSC/green fluorescence) and (B) qHSCs (bottom panel—SSC/blue fluorescence) and corresponding representative microscopy images of sorted hypHSCs and qHSCs. Images of microscopy performed under phase contrast illumination, and merge with green (λ_exc_ = 488 nm, λ_em_ = 500–550 nm) or blue fluorescence (λ_exc_ = 365 nm λ_em_ > 390 nm). Scale bar: 10 μm. (C) Percentage of green fluorescent cells (hypHSCs) and non‐fluorescent cells in preparations obtained after density gradient and after sorting from 9 to 15 weeks CDAHFD‐mice liver. Means ± standard deviation are shown. (after gradient, *n* =23; after sorting, *n* = 19) Kruskall–Wallis test. (D) Percentage of blue fluorescent cells (qHSCs) and non‐fluorescent cells in preparations obtained after density gradient and after sorting from SD‐mice liver. Means ± standard deviation are shown. (after gradient, *n* = 4; after sorting, *n* = 8) One‐way ANOVA test. *ns p* > 0.05; *p ≤ 0.05; **p ≤ 0.01, ***p ≤ 0.001, ****p ≤ 0.0001.

#### 3.2.3 Expression of Stellate Cell Protein Markers in Sorted hypHSCs

Thanks to cell sorting, highly pure hypHSC and qHSC preparations were obtained and allowed us to examine the expression of stellate cell markers at the protein level by immunolabeling. Immunofluorescence study of sorted hypHSCs showed that they express desmin, cRBP1 and αSMA confirming what we previously showed by immunohistochemistry on CDAHFD‐liver slices [10] (Figure 5Aand Figure S8 immunolabeling of primary qHSCs from SD mouse liver as a reference). According to qPCR results, the level of αSMA expression in hypHSCs was equivalent to that of qHSCs (Figure 5B). Surprisingly, LRAT immunolabeling was low to not detectable, suggesting that hypHSCs have low LRAT expression that was confirmed by qPCR analysis (Figure 5B).

**FIGURE 5:**
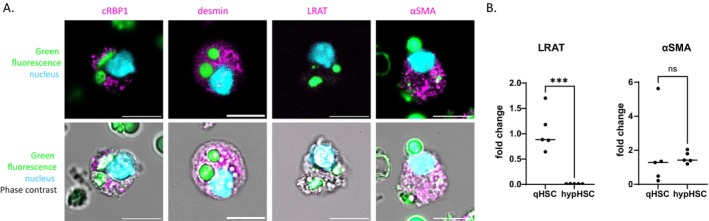
Analysis of stellate cell marker expression in sorted hypHSCs. (A) Representative images of cRBP1, desmin, LRAT and αSMA immunostaining (λ_exc_ = 638 nm, λ_em_ = 650–690 nm, magenta) merged with “green” retinoid fluorescence (λ_exc_ = 488 nm, λ_em_ = 505–535 nm, green), nucleus (DAPI, λ_exc_ = 405 nm, λ_em_ = 425–465 nm, cyan) (top panels) and phase contrast illumination signal (bottom panels) acquired by confocal microscopy. Scale bar 10 μm. (B) Relative expression of LRAT and αSMA in hypHSC vs. qHSC analyzed by qPCR (statistical tests: For LRAT *n* = 5, Unpaired *t*‐test, for αSMA: *N* = 5 Mann–whitney test, ns *p* > 0.05; *p ≤ 0.05; **p ≤ 0.01, ***p ≤ 0.001, ****p ≤ 0.0001).

Thus, we succeeded in purifying the hypHSC we previously identified by fluorescence microscopy on CDAHFD‐mouse liver slice and human fibrotic liver biopsies from CDAHFD‐mouse liver.

### 3.3 Transcriptomic Analysis of hypHSC versus qHSC

As sorted hypHSCs and qHSCs were obtained with 95% purity, this allowed us to further characterize hypHSCs from a molecular point of view. Although no difference was observed at the cellular level depending on CDAHFD time of diet, we decided to analyze sorted hypHSCs from CDAHFD‐mouse liver at restricted duration of 12 to 13 weeks of diet to limit possible molecular variability. Then, NGS sequencing of sorted hypHSCs was performed with sorted qHSCs as reference; bulk analysis allowed us to perform an in‐depth analysis of gene expression.

#### 3.3.1 RNA Extraction From Sorted hypHSCs and qHSCs

The first important criterion before performing RNA sequencing is based on the quality of the extracted RNA, determined by RIN (RNA integrity number), used to produce the sequence library. As the RIN of sorted hypHSCs exhibited significant variability between samples, with RIN values ranging from 3 to 6 (See Figure S7), we therefore optimized the protocol by (i) carrying out the different steps of cell purification (dissociation/gradient/sorting) on the same day, allowing lower cell mortality (See Figure S7), (ii) recovering sorted cells directly in lysis buffer (used for RNA extraction) with an optimal number of cells, (iii) using a RNA extraction kit adapted to low cell number. These optimizations increased the RIN of RNA extracted from sorted hypHSCs with a maximum value of 7.3. Then, for RNAseq analysis of hypHSCs, we selected, among 36 samples obtained from the liver of 19 CDAHFD mice (12–13 weeks of diet), 5 preparations with the highest RINs (mean 6.45). In parallel, 5 preparations of RNA extracted from sorted qHSCs were also selected (mean RIN 7.14 with no difference in mean RIN of selected hypHSC samples).

#### 3.3.2 Bulk RNAseq Analysis of Sorted hypHSCs Versus Sorted qHSCs

Once samples with satisfying RNA quality were selected, non‐strand oriented libraries were prepared as described in the material and method part. 

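Gene expression was compared between 5 preparations of hypHSCs and 5 of qHSCs, each sequenced as 1 library. The hypHSCs came from C57BL/6J mice on the CDAHFD, a choline-deficient high-fat diet that induces steatohepatitis and fibrosis: hypHSC 1 and 2 after 13 weeks at an age of 19 weeks, and hypHSC 3, 4 and 5 after 12 weeks at an age of 18 weeks. The qHSCs came from mice on the standard diet (SD), at an age of 36 weeks for qHSC 1, 2 and 5 and of 34 weeks for qHSC 3 and 4. Diet, age, digestion conditions, antibiotics in the buffers and sorting gate differed between the groups together, so their effects cannot be separated in these libraries. Because the paper selected the hypHSC samples from fewer mice than samples and its text does not name the mouse behind each library, n counts preparations. The authors reverse-transcribed the RNA from its poly(A) tail, amplified the cDNA, sequenced both ends of fragments without keeping the strand, mapped the reads to the mm39 (GRCm39) genome and counted them per gene, as their methods state. The deposited values are these counts divided by 1 DESeq2 size factor per library and rounded to 2 decimals, called normalized counts here, for 62322 rows, of which 25233 carry a gene symbol. Multiplying each library by its size factor gave whole reads for 100% of the values. Reads counted on genes with a symbol ranged from 30534719 to 43283589 in hypHSCs (median 39402881) and from 35640104 to 47317028 in qHSCs (median 38758994). At this depth 3 reads, taken as the floor of detection, correspond to 2.25 to 4.54 normalized counts, a limit that covers counting error only because amplified reads are not independent molecules. Rows without a symbol took 10.8% to 29.1% of the reads of hypHSCs and 8.98% to 10.2% of those of qHSCs. The 10 most abundant genes of a library held 25.6% to 29.3% of its reads on genes in hypHSCs and 17.9% to 22.1% in qHSCs. From the deposited values, log2(normalized count + 1) was compared between the groups with limma (intensity trend, Benjamini-Hochberg adjustment), for genes with a symbol and at least 10 normalized counts in at least 5 of the 10 libraries. Fold changes are on this log2 scale, hypHSCs over qHSCs, where the added count of 1 understates the change of low genes. Alternatives scaled the libraries to the same total, to the same upper quartile, with TMM factors or on 3 of the 4 reference genes of the paper's qPCR, without 18S, called the 4 scalings here. As in the paper, a gene was a DEG at an absolute log2 fold change of at least 1 and an adjusted p of at most 0.05. Gene positions are those of the deposited table, on GRCm39.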

Analyses of sequencing data quality, reads repartition (e.g., for potential ribosomal contamination), inner distance size estimation, genebody coverage, strand‐specificity of library were performed using FastQC v0.11.2, Picard‐Tools v1.119, Samtools v1.0, and RSeQC v2.3.9. These first quality controls were assessed using MultiQC including mapping statistics from STAR and read assignments from FeatureCounts.

A total of 16 066 genes were identified on the 10 samples (5 hypHSC, 5 qHSC) during sequencing. 

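Of the 25233 genes with a symbol, 19373 had at least 1 read in at least 1 library, and 12056 had reads in all 10. A mean of at least 10 normalized counts in hypHSCs or in qHSCs was reached by 16111 genes. The filter used for the tests kept 14630 genes. The paper's own filter compares FPKM with intergenic regions, which the deposited table does not hold, so it was not applied here. Genes with any read numbered 14028 to 16634 per hypHSC library and 15703 to 16211 per qHSC library, and hypHSC 5 had the fewest. Among the 37089 rows without a symbol, 9690 also had at least 10 normalized counts in 5 of the 10 libraries and were tested only in an alternative.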

Among the genes identified, some genes described as HSC marker genes in the literature [26, 27] were found and expressed by hypHSCs and qHSCs in terms of FPKM (Fragments Per Kilobase per Million mapped fragments), such as *Vimentin*, *Desmin*, *Acta2*, and several collagens (*Col1a1*, *Col1a2*, and *Col3a1*), confirming the stellate cell status of hypHSCs (See Figure S9).

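All 6 genes were above the floor of 3 reads in every library (mean ± SD, n = 5 libraries per group, in normalized counts). Vimentin (*Vim*) (chromosome 2, 13578763 to 13587637) had 40046 ± 11950.3 in hypHSCs and 9254 ± 2111 in qHSCs, and desmin (*Des*) (chromosome 1, 75336936 to 75345223) had 132 ± 111 and 2747 ± 281. For *Acta2* (chromosome 19, 34217736 to 34232773), which encodes α-smooth muscle actin, the means were 847 ± 384 in hypHSCs and 407 ± 489 in qHSCs, with single qHSC libraries from 58.8 to 1259. The fibrillar collagen genes *Col1a1* (chromosome 11, 94827050 to 94843866), *Col1a2* (chromosome 6, 4505618 to 4541543) and *Col3a1* (chromosome 1, 45350698 to 45389012) had 5569.8 ± 3322, 7684 ± 5106 and 11518 ± 6609.99 in hypHSCs, against 2431 ± 1624, 7505 ± 2954 and 16584 ± 7044 in qHSCs. The collagen genes varied widely between hypHSC libraries, and the ranges of the groups overlapped for the collagens and *Acta2*. FPKM recomputed from the recovered reads and the exon lengths of the GENCODE annotation placed *Vim* at rank 194 in hypHSCs and 631 in qHSCs, *Des* at 9171 and 1912, and *Acta2* at 3089 and 4759. From the presence of these transcripts, the paper concludes that hypHSCs have stellate cell status.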

Analysis of differentially expressed genes (DEGs) revealed 6926 DEGs between the hypHSC and qHSC populations, with 3369 genes overexpressed by hypHSCs compared with qHSCs and 3557 genes underexpressed by hypHSCs compared with qHSCs (Figure 6A). This result points out a marked difference in gene expression between the two HSC populations.

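In the re-analysis with limma, 5779 of the 14630 genes tested were DEGs, 2602 higher and 3177 lower in hypHSCs. Without the fold change criterion, 7019 genes had an adjusted p of at most 0.05 by the same test. The groups did not overlap at all for 4822 of the DEGs, meaning that every hypHSC library lay on one side of every qHSC library, which chance gives for 0.794% of genes. Such a separation has an exact two-sided permutation p of 0.00794, the smallest that 5 libraries against 5 allow. The median absolute log2 fold change of the DEGs was 2.63, against a median standard error of 0.41 over all tested genes. An absolute log2 fold change of at least 5 was reached by 767 DEGs, 435 higher and 332 lower in hypHSCs. Leaving out each library in turn gave 5241 to 5914 DEGs, and 4727 genes were DEGs in all 10 of these fits. Among the alternatives that kept the genes and the criteria, scaling the libraries on *Hprt*, *Pgk1* and *Actb*, 3 of the 4 reference genes of the paper's qPCR, moved the count most, to 8462 DEGs, 1472 higher and 6990 lower. That scaling shifted the median log2 fold change of all tested genes to -1.12, because *Hprt* and *Pgk1* were themselves higher in hypHSCs. Testing for a change beyond the fold change threshold itself (limma treat) gave 3091 DEGs. Of the DEGs with a mean of at least 100 normalized counts whose groups did not overlap, the 5 largest rises were those of *Atp6v0d2* (chromosome 4, 19876838 to 19922606), a subunit of the vacuolar proton pump, with a log2 fold change of 12.60 (standard error 0.60), *Gpnmb* (chromosome 6, 49013452 to 49047863) with 12.36 (0.62), *Spp1* (chromosome 5, 104582977 to 104588919) with 12.19 (1.03; between 11.14 and 12.93 with 1 library left out in turn), *Mmp12*, and *Syngr1* (chromosome 15, 79975497 to 80003702), which had no read in qHSCs and 2979.8 ± 985 normalized counts in hypHSCs (at least 1197-fold higher). The 5 largest falls were those of *Hhip* (chromosome 8, 80692481 to 80784637) with -11.27 (0.62), *Ntm* (chromosome 9, 28906045 to 29874761) with -10.26 (0.74), and *Egfem1* (chromosome 3, 29135936 to 29745205), 1700063D05Rik (chromosome 9, 41117451 to 41128923) and *Galnt14* (chromosome 17, 73800223 to 74017450), which had no read in hypHSCs and were at least 635-fold, 474-fold and 261-fold lower. Of the 57 genes that the paper names in its text, Figure S9 and Tables S1 and S2, 48 were DEGs over all genes tested and 49 adjusted over the list alone, which is not independent evidence, since several were chosen on these samples.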

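Pearson's correlation of log2 values across genes, which are not independent replicates, was 0.560 to 0.739 for the 25 pairs of a hypHSC and a qHSC library (median 0.660). Within the qHSCs it was 0.914 to 0.951 (median 0.942), and within the hypHSCs 0.807 to 0.935 (median 0.888), so the hypHSC libraries varied more among themselves. No 2 libraries differed by as little as the counting error of reads (chi-square per gene of at least 55.8). This comparison leaves out the noise of amplification and between preparations, so it cannot tell a biological difference from these. The first principal component held 62.9% of the variance and separated the groups, with hypHSCs from 99.4 to 198 and qHSCs from -169 to -109. The second held 16.0% and spread the hypHSCs, with hypHSC 1, 2 and 3 from 74.4 to 88.4, hypHSC 4 at -20.6 and hypHSC 5 at -168, while the qHSCs lay between -32.4 and 2.65.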

**FIGURE 6:**
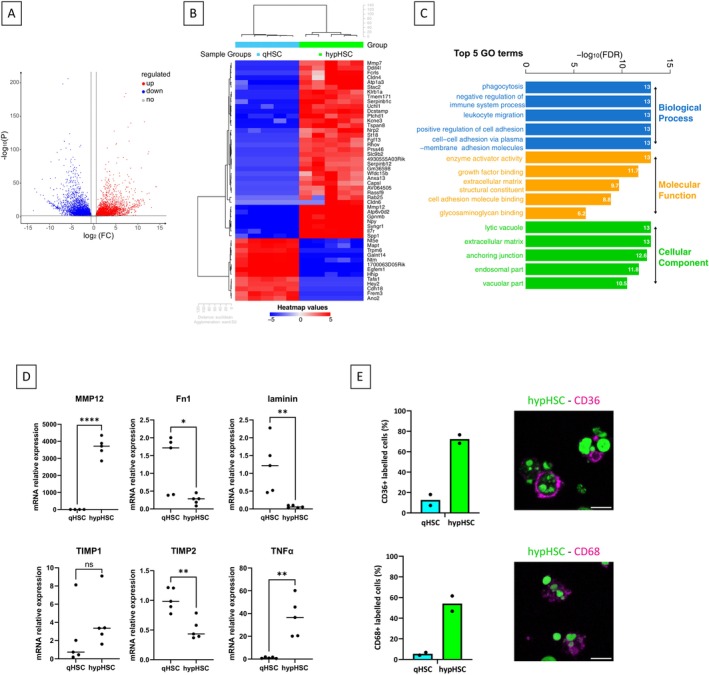
RNAseq analysis of sorted hypHSC and qHSC. (A) Volcano plot depicting differentially expressed genes (DEGs) between hypHSCs and qHSCs. Blue: Downregulated; gray: Unregulated; red: Upregulated. (B) Heatmap and unsupervised hierarchical clustering of the top 50 DEGs, (C) Top 5 gene ontology (GO) analysis terms for biological process, molecular function and cellular component. (D) qPCR analysis of gene expression involved in MEC regulation and inflammation in hypHSCs and qHSCs. Means and distribution of samples according to relative mRNA expression, *n* = 5 independent experiments. *p < 0.05; **p < 0.01; ****p < 0.0001; unpaired t‐test (Mmp12, Fn1, Laminin, Timp2 and Tnfα) or Mann–Whitney test (Timp1). (E) Flow cytometry analysis of CD36 and CD68 labeling on sorted qHSCs or hypHSCs obtained from SD or CDAHFD mice liver respectively. Percentage of labeled cells relative to total cells. *n* = 2 independent experiments. Right panels: Representative images of CD36 and CD68 immunostaining (λ_exc_ = 638 nm, λ_em_ = 650–690 nm, magenta) merged with “green” retinoid fluorescence (λ_exc_ = 488 nm, λ_em_ = 505–535 nm, green) of sorted hypHSCs acquired by confocal microscopy. Scale bar = 10 μm.

By identifying the 50 most DEGs, we defined the molecular signature of hypHSCs (Figure 6B). 

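The 50 genes of the heatmap were read from its labels, 37 drawn higher and 13 drawn lower in hypHSCs. Of these, 48 passed the filter, and all 48 were DEGs in the drawn direction, also when p was adjusted over the list alone, which is not independent evidence because the list was chosen on these libraries. The 35 higher genes tested had log2 fold changes from 6.70 to 12.60 (median 8.33) and the 13 lower genes from -11.27 to -7.30 (median -9.25). In 38 of the 50, every library of one group held at most 3 reads, so the fitted change of those genes depends on the added count, and with these genes at their lower bounds the medians were 7.44 and -8.03. The paper's text does not state the ranking behind the heatmap. Here, 24 of its genes were among the 50 DEGs with the largest absolute log2 fold change, and 11 among the 50 with the smallest adjusted p from limma. With a filter on a mean of at least 100 normalized counts, 36 remained among the DEGs, the largest change among the alternatives.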

Among the panel of HSC‐historical genes, we observed a strong modification of their expression. Thus, some known gene markers of quiescent HSCs appeared downregulated (such as *Sparc*, *Dcn*, *Csrp2*, *Bambi*…) and others upregulated such as *Adipor1*, *Plin2*, *Vimentin* and *Pparg* (See Table S1). 

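Normalized counts (mean ± SD, n = 5 libraries per group) of *Sparc* (chromosome 11, 55284985 to 55310906) were 12029.5 ± 9782 in hypHSCs and 47448 ± 4000.2 in qHSCs, with a log2 fold change of -2.32 (standard error 0.44, adjusted p = 0.00119 from limma with Benjamini-Hochberg adjustment). *Dcn* (chromosome 10, 97315362 to 97354017) had the largest fall of the lower genes, from 674922 ± 97184 in qHSCs to 26713 ± 9170.2 in hypHSCs (-4.72, standard error 0.28). *Csrp2* (chromosome 10, 110756036 to 110775483) went from 300.3 ± 63.7 to 95.9 ± 45.5 (-1.72, standard error 0.34) and *Bambi* (chromosome 18, 3507933 to 3516404) from 897 ± 148 to 336 ± 191 (-1.58, standard error 0.35). *Adipor1* (chromosome 1, 134343116 to 134361086) rose from 1160.4 ± 157 in qHSCs to 2980.04 ± 485 in hypHSCs (1.35, standard error 0.17), and *Plin2* (chromosome 4, 86574802 to 86588258), which encodes a lipid droplet coat protein, from 16369 ± 2433 to 56171 ± 17545 (1.72, standard error 0.25). For *Vim* the log2 fold change was 2.09 (standard error 0.23), and qHSC 3 stood above the other qHSC libraries. *Pparg* (chromosome 6, 115337912 to 115467362) rose most, from 10.3 ± 13.0 to 923 ± 190.1 (7.40, standard error 0.86), with between 0 and 35 reads in the qHSC libraries, so that the size of its change is poorly determined (between 6.80 and 8.04 with 1 library left out in turn). All 8 genes were DEGs in each of the 10 fits that left out 1 library, and for all of them every hypHSC library lay on one side of every qHSC library. Scaling on 3 qPCR reference genes took *Adipor1* to 0.42 and *Plin2* to 0.78, below the fold change threshold, and scaling each library to the same total took *Adipor1* just under it.

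**Figure D1:**
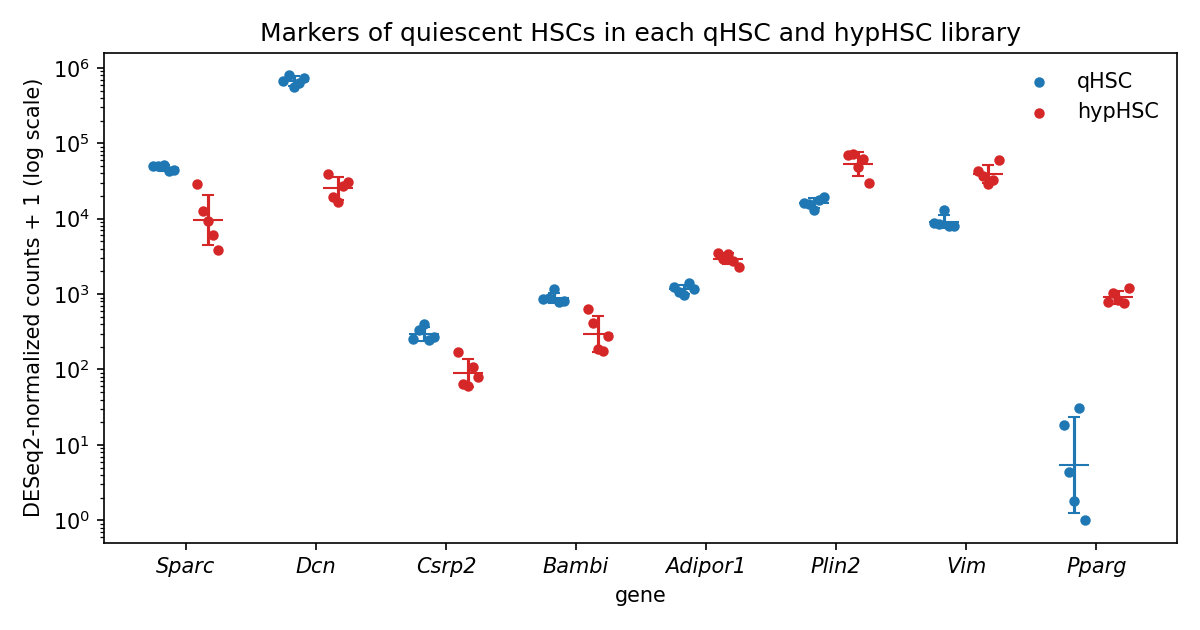
DESeq2-normalized counts plus 1, on a log axis, of the genes named on the horizontal axis, with 1 point for each of the 5 qHSC (blue) and 5 hypHSC (red) libraries. The horizontal lines and bars are the mean ± SD of the log10 values. The groups do not overlap for any of these genes, and *Pparg* in qHSCs lies near the floor of detection.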

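Among the canonical genes of quiescent HSCs, *Lrat* (chromosome 3, 82799887 to 82811286), which encodes lecithin retinol acyltransferase, fell from 105815 ± 23988 normalized counts (mean ± SD, n = 5 libraries) in qHSCs to 1593 ± 709 in hypHSCs, a log2 fold change of -6.20 (standard error 0.39, adjusted p = 4.95e-07 from limma with Benjamini-Hochberg adjustment). *Gfap* (chromosome 11, 102778163 to 102788026) fell from 656 ± 156 to 14.9 ± 16.8 (-6.60, standard error 1.02), and hypHSC libraries held 0 to 47 reads of it, so its fold change depends on the added count of 1. On the recovered reads, DESeq2 gave *Gfap* a log2 fold change of -5.44. *Des* fell by 4.89 on the log2 scale (standard error 0.58), and its hypHSC libraries ranged from 27.2 to 294 normalized counts. With each library left out in turn, the log2 fold change of *Lrat* stayed between -6.38 and -5.81, that of *Gfap* between -7.25 and -5.92 and that of *Des* between -5.30 and -4.46.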

Interestingly, the “gold standard” canonical genes of quiescent HSCs such as *Lrat* (FC 66.45), *Gfap* (FC 43.48) and *Desmin* (FC 20.82) appeared to be down regulated, although the latter was detectable at protein level on sorted hypHSCs (Figure 5A). Moreover, most of the genes historically known as markers of activated HSC did not appear deregulated, such as *Acta2*, collagens (*Col1a1*, *Col1a2*, *Col3a1*), *Notch3* and *Timp1* [3, 4, 28] (See Figure S9 and Table S1). 

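*Acta2* had a log2 fold change of 1.72 (standard error 0.69, adjusted p = 0.0592 from limma with Benjamini-Hochberg adjustment) and was not a DEG (exact two-sided permutation test, p = 0.0635). It became one when the libraries were scaled to the same upper quartile (1.83) or when qHSC 3, its highest qHSC library, was left out (2.32). *Col1a1* rose by 1.23 (standard error 0.61, adjusted p = 0.118 from limma) and was likewise not a DEG, but it was called without hypHSC 5 (1.56) and after a correction for GC content. The changes of *Col1a2* (-0.12, standard error 0.45) and *Col3a1* (-0.60, standard error 0.40) were within the spread of the libraries, and that of *Col1a2* changed sign under DESeq2 (0.03), under edgeR, after the correction for GC content and without hypHSC 4, hypHSC 5 or qHSC 3. *Col3a1* was a DEG, lower in hypHSCs, when only the hypHSCs at 12 weeks were used (-1.09), and both genes and *Notch3* were lower DEGs when the libraries were scaled on 3 qPCR reference genes. *Notch3* (chromosome 17, 32339794 to 32385864) was low in both groups, at 45.9 ± 28.1 normalized counts in hypHSCs and 67.3 ± 32.8 in qHSCs, and its log2 fold change was -0.69 (standard error 0.62). *Timp1* (chromosome X, 20735224 to 20740974), an inhibitor of metalloproteinases, had 3424 ± 2075 normalized counts in hypHSCs and 1522 ± 2121 in qHSCs, a log2 fold change of 1.76 (standard error 0.65, adjusted p = 0.0422 from limma), and was a DEG here (exact two-sided permutation test, p = 0.0556). A single library, qHSC 3, held 5311 normalized counts of *Timp1* against 458 to 693 in the other qHSC libraries, and without it the log2 fold change was 2.41. The call did not hold in 8 of the 10 fits that left out 1 library, nor under DESeq2 (1.17), edgeR, equal totals, 3 qPCR reference genes or the hypHSCs at 12 weeks alone.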

We also examined the expression of specific HSC genes identified in several transcriptomic studies (scRNAseq) [5, 6, 8, 29, 30, 31], such as *Tmem56*, *Colec10*, *Bco1*, *Plvap*, *Vipr1* (see all in Figure S9B) and showed that these genes were expressed in qHSCs and downregulated in hypHSCs, which is to be expected since these markers were identified from quiescent HSCs derived from normal liver tissue and specific to these cells compared to other mesenchymal cells in the liver.

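*Tmem56* is listed under its current symbol *Tlcd4* (chromosome 3, 120995410 to 121076748). It had 1004 ± 249 normalized counts (mean ± SD, n = 5 libraries) in qHSCs and 8.53 ± 10.6 in hypHSCs, a log2 fold change of -7.78 (standard error 0.89, adjusted p = 3.77e-05 from limma with Benjamini-Hochberg adjustment; between -8.38 and -7.24 with 1 library left out in turn), and qHSC 3 was the lowest qHSC library. *Colec10* (chromosome 15, 54274166 to 54329754) fell from 37901 ± 9815 to 124 ± 53.5 (-8.39, standard error 0.39), with hypHSC 3 below the other hypHSC libraries, and *Bco1* (chromosome 8, 117822593 to 117860459) from 6301 ± 861 to 87.6 ± 52.2 (-6.30, standard error 0.31). *Plvap* (chromosome 8, 71950398 to 71964413) fell from 4196 ± 549.6 to 71.6 ± 53.4 (-6.25, standard error 0.54). *Gtpbp3* covers 21.7% of its exon bases and can share its reads in libraries without strand, but *Gtpbp3* itself had only 65.3 ± 23.0 normalized counts in qHSCs. For *Vipr1* (chromosome 9, 121471781 to 121502019) the counts were 269 ± 212 in qHSCs and 1.74 ± 2.72 in hypHSCs, where no library held more than 6 reads, with a fitted change of -6.76 (standard error 0.78). The other genes of Figure S9B fell as well, by a log2 fold change of -6.71 for *Fcna* (standard error 0.25), -7.01 for *Pth1r* (0.55), -4.26 for *Angptl6* (0.21), -5.67 for *Reln* (0.29) and -8.11 for *Ngfr* (1.35), and *Fcna* was higher in hypHSC 4 than in the other hypHSC libraries. The size of the fall of *Ngfr* depends on single libraries and on the method, with -6.90 without hypHSC 5, -9.86 with the hypHSCs at 12 weeks only and -6.30 under DESeq2 on the recovered reads. All 10 genes were DEGs in every fit that left out 1 library, and every qHSC library lay above every hypHSC library. The fall of *Colec10* exceeded that of *Angptl6* by more than both standard errors (0.39 and 0.21), so the 10 genes did not fall by one common factor.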

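*Cd36* (chromosome 5, 17986688 to 18093957), which encodes a fatty acid translocase and scavenger receptor, rose from 236 ± 264 normalized counts (mean ± SD, n = 5 libraries) in qHSCs to 115457 ± 42131 in hypHSCs, a log2 fold change of 10.05 (standard error 1.05, adjusted p = 1.95e-05 from limma with Benjamini-Hochberg adjustment). The qHSC libraries held between 4 and 803 reads of *Cd36*, and the log2 fold change was 8.91 without qHSC 2, 10.73 without qHSC 4 and 8.94 under DESeq2 on the recovered reads, so the size of this change is poorly determined. *Slc27a1* (chromosome 8, 72021515 to 72039951), which encodes FATP1, rose from 179.7 ± 57.6 to 1878 ± 1231 (3.10, standard error 0.51). The fatty acid binding protein genes *Fabp5* (chromosome 3, 10077645 to 10081670) and *Fabp4* (chromosome 3, 10269389 to 10273637) rose from 120.4 ± 102 to 45608 ± 16364 (8.89, standard error 0.50) and from 69.8 ± 55.5 to 21003 ± 5139 (8.64, standard error 0.55), and another gene covers 24.0% of the exon bases of *Fabp4*. *Lpl* (chromosome 8, 69333205 to 69360100), the lipoprotein lipase gene of Table S2, rose from 4467 ± 644 to 61289 ± 19716 (3.73, standard error 0.24). The calls of these 5 genes held in every fit that left out 1 library.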

Among the genes upregulated in hypHSCs it is interesting to note the upregulation of several genes involved in fatty acid uptake such as *Cd36*, *Fatp1* and some FABPs (*Fabp5, Fabp4*) as well as *Ldl*, suggesting an upregulation of fatty acid uptake and activation/transport by hypHSCs. *Cd36* upregulation was confirmed at the protein level by flow cytometry analysis with an average of 53% more expression than qHSCs (Figure 6E). However, this seemed not associated with metabolization and storage of fatty acids into triglycerides (TG) as the first step of TG biosynthesis appeared almost inhibited (*Gpat2* down regulated, FC = 228.81) whereas TG catalysis into diacylglycerol (DAG) seemed to be induced with *Pnpla2* (*Atgl*, FC = 2.82) and *Plin2* (FC = 3.43) up regulated in hypHSCs (Table S2).

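*Gpat2* (chromosome 2, 127259000 to 127278019), which encodes a mitochondrial glycerol-3-phosphate acyltransferase, had 6032 ± 1133 normalized counts (mean ± SD, n = 5 libraries) in qHSCs and 26.3 ± 16.5 in hypHSCs, a log2 fold change of -8.04 (standard error 0.45, adjusted p = 2.57e-07 from limma with Benjamini-Hochberg adjustment). *Fahd2a*, which was looked at because it covers 60.8% of the exon bases of *Gpat2*, had 326 ± 36.3 normalized counts in qHSCs and 169 ± 85.9 in hypHSCs, so shared reads cannot account for more than a small part of the *Gpat2* signal of qHSCs. *Pnpla2* (chromosome 7, 141035101 to 141040656), which encodes the lipase ATGL, had 400.4 ± 121 normalized counts in qHSCs and 1130.4 ± 747 in hypHSCs, a log2 fold change of 1.10 (standard error 0.62, adjusted p = 0.165 from limma), and was not a DEG here (exact two-sided permutation test, p = 0.143). Its hypHSC libraries ranged from 147 to 2013, with hypHSC 5 lowest, and another gene covers 22.0% of its exon bases. Without hypHSC 5 the log2 fold change of *Pnpla2* was 1.72 and it was a DEG, as it was under DESeq2 (1.50) and edgeR on the recovered reads and after a correction for GC content. Of 13 other genes of triglyceride synthesis that were tested, a list of acyltransferases, lipins and diacylglycerol acyltransferases drawn up from general knowledge, 2 were DEGs lower in hypHSCs (*Gpam*, -2.74, and *Gpat3*, -2.63) and 1 was higher (*Agpat5*, 1.21). The median log2 fold change of these genes was -0.63, below 0 under all 4 scalings (-1.56 to -0.52), and limma's camera did not separate them from the other genes (adjusted p = 0.559).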

Interestingly, expression of key enzymes of the retinoid metabolism seemed completely disrupted in hypHSCs. Our data showed that the retinol esterification pathway is almost inhibited in hypHSCs compared to qHSCs, with a marked decrease in *Lrat* expression observed in both RNA‐seq and qPCR data (as shown on Figure 5 of the manuscript). Indeed, two pathways leading to the formation of all‐trans retinol are overexpressed in hypHSCs: the retinyl ester hydrolysis into all‐trans retinol, with overexpression of *Pnpla2*; and the conversion reaction of all‐trans retinal to all‐trans retinol, with overexpression of *Dhrs3* (FC = 2.06) and *Rdh13* (FC = 3.14) (Table S2). Thus, it appears that expression of key enzymes of the retinoid metabolism may be completely unbalanced towards the formation of all‐trans retinol.

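*Dhrs3* (chromosome 4, 144619397 to 144654779), which encodes a retinal reductase, had 13662 ± 8515 normalized counts (mean ± SD, n = 5 libraries) in qHSCs and 28195 ± 10260.2 in hypHSCs, a log2 fold change of 1.15 (standard error 0.35, adjusted p = 0.0191 from limma with Benjamini-Hochberg adjustment, and p = 0.0317 in an exact two-sided permutation test). It was a DEG in 9 of the 10 fits that left out 1 library, and the ranges of the groups overlapped. *Rdh13* (chromosome 7, 4427769 to 4448656) had 420.1 ± 107 normalized counts in qHSCs and 1319.8 ± 1201 in hypHSCs (1.29, standard error 0.47, adjusted p = 0.0418 from limma, and p = 0.0159 in an exact two-sided permutation test). This call held in only 3 of the 10 fits that left out 1 library, with log2 fold changes between 0.85 and 1.51. Both genes fell below the fold change threshold when each library was scaled to the same total (0.79 for *Dhrs3* and 0.93 for *Rdh13*) or on 3 qPCR reference genes. Among 11 tested genes of a broad list of retinoid handling that the paper does not name, 4 were DEGs lower in hypHSCs (*Aldh1a3*, *Aldh1a1*, *Rarb* and *Mgll*) and 1 was higher (*Aldh1a2*, 3.95). The median log2 fold change of the list was -0.62 (adjusted p = 0.311 from limma's camera). Because the list includes the receptor gene *Rarb* and the lipase gene *Mgll*, these are not counts of retinoid enzymes. From the higher *Pnpla2*, *Dhrs3* and *Rdh13* and the lower *Lrat*, the paper proposes that the expression of retinoid enzymes is shifted towards the formation of all-trans retinol.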

Given the large number of deregulated genes, gene ontology (GO) analysis was performed to help study the pathways and functions that are deregulated in hypHSCs without “a priori” assumptions. GO classifies the way in which gene functions can be described into three distinct categories: biological process, molecular function and cellular component (Figure 6C). This analysis showed that hypHSCs interact with the immune system, have down‐regulated cell adhesion properties, exhibited phagocytosis/endocytosis functions (upregulated), and may be involved in regulating of the composition of extracellular matrix.

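Gene ontology was not re-run here. Gene families on related themes, taken by symbol before the values were seen, are given instead. They are not the gene sets of these terms, so they cannot test them. For the immune terms, 5 of 10 tested toll-like receptor genes were DEGs higher and 1 lower in hypHSCs (median log2 fold change 3.09), and the 5 Fcγ receptor genes had 4 higher and 1 lower (4.34). Of 35 chemokine genes, 10 were higher and 11 lower, with a median of -0.17 that changed sign without hypHSC 2, hypHSC 3 or qHSC 3. For adhesion, 11 of 28 integrin genes were higher and 6 lower (0.59), a median that turned to -0.29 when the libraries were scaled on 3 qPCR reference genes. The 10 cadherin genes had 2 higher and 4 lower (-0.63) and the 6 claudin genes 1 higher and 2 lower (1.62), so genes of these adhesion families went both ways. Without hypHSC 5 the cadherin median was 0.02, and the claudin median ranged from 0.75 to 2.74 in the fits that left out 1 library and was 0.19 with the hypHSCs at 12 weeks only. For lysosomes and endocytosis, 7 of 12 cathepsin genes were higher and 2 lower (2.35), and 13 of 19 genes of vacuolar proton pump subunits were higher and 0 lower (1.55). For the extracellular matrix, 3 of 27 collagen genes were higher and 11 lower (-1.04). The medians of the toll-like receptor, Fcγ receptor, cadherin, claudin, cathepsin, proton pump and collagen genes kept their sign under all 4 scalings. All tested genes together had a median of -0.20 (from -1.12 to -0.09 under the 4 scalings), and relative to it the families lay at 3.29 (toll-like receptors), 4.54 (Fcγ receptors), 0.03 (chemokines), 0.78 (integrins, 0.76 to 0.84 under the scalings), -0.43 (cadherins), 1.82 (claudins), 2.55 (cathepsins), 1.75 (proton pump) and -0.85 (collagens). Of these 9 families, limma's camera with Benjamini-Hochberg adjustment over 33 lists separated only the cathepsins (adjusted p = 0.00797) and the proton pump subunits (adjusted p = 3.21e-05) from the other genes. Both calls also held in the fry test, and with the correlation between genes estimated from the data, camera kept the proton pump subunits (adjusted p = 0.0390) but not the cathepsins (adjusted p = 0.518).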

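*Mmp12* (chromosome 9, 7344396 to 7369499), which encodes macrophage elastase, had 141 ± 76.4 normalized counts (mean ± SD, n = 5 libraries) in qHSCs and 411079 ± 105601 in hypHSCs, a log2 fold change of 11.74 (standard error 0.47, adjusted p = 3.89e-08 from limma with Benjamini-Hochberg adjustment). *Mmp7* (chromosome 9, 7692087 to 7699586), which encodes matrilysin, had no read in any qHSC library and 432 ± 514 normalized counts in hypHSCs, where single libraries held 88 to 991 reads (at least 174-fold higher). Its fitted log2 fold change of 8.13 was 7.56 without hypHSC 1 and 8.40 without hypHSC 4, so the size of its rise depends on single libraries. Of 14 tested metalloproteinase genes, 7 were DEGs higher and 4 lower in hypHSCs (median 2.45, 1.52 to 2.55 under the 4 scalings). *Fn1* (chromosome 1, 71624632 to 71692393), the fibronectin gene, fell from 8824 ± 2065 to 3426 ± 977 (-1.39, standard error 0.24) and was a DEG in all 10 fits that left out 1 library. *Timp2* (chromosome 11, 118191891 to 118246332), which the paper measured by qPCR, had 3404 ± 420.01 in qHSCs and 3275 ± 976 in hypHSCs (-0.09, standard error 0.20, adjusted p = 0.729 from limma) and was not a DEG. It became one, lower in hypHSCs, only when the libraries were scaled on 3 qPCR reference genes (-1.03), and its sign changed with the upper quartile. Under the scaling on reference genes the median of all tested genes was -1.12, so that fall was not specific to *Timp2*. The paper prints no symbol for its laminin gene, its primers were not matched to a gene here, and 8 laminin genes were tested. *Lama1* (chromosome 17, 68004253 to 68129644) fell from 2917 ± 371 to 24.5 ± 22.1 (-7.78, between -8.30 and -6.85 with 1 library left out in turn), *Lamb1* (chromosome 12, 31315291 to 31379643) from 19547 ± 5958 to 1165 ± 416 (-4.08), *Lamc1* (chromosome 1, 153094668 to 153208532) from 4223 ± 820.3 to 418 ± 93.5 (-3.34) and *Lamb2* (chromosome 9, 108357061 to 108367729) from 545 ± 110.1 to 113 ± 59.2 (-2.53), all of them DEGs. *Lama4* (2.12) and *Lamb3* (3.46) were DEGs in the opposite direction at low counts, with means of 36.7 and 53.1 in hypHSCs, and *Lama4* was called in 5 of the 10 fits that left out 1 library. The median over the tested laminin genes was -2.02 and stayed below 0 under all 4 scalings (-2.94 to -1.92). It ranged from -2.51 to -1.43 with 1 library left out in turn, and was only -0.14 without the filter.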

Concerning the regulation of extracellular matrix composition, *Mmp12* and *Mmp7* appeared to be upregulated and within the first 50 DEGs, while laminin and fibronectin appeared to be downregulated. Upregulation of *Mmp12* expression and downregulation of *laminin, fibronectin*, and *Timp2* expression was confirmed by qPCR (Figure 6D), suggesting a role for hypHSCs in the dysregulation of the synthesis/degradation balance of the surrounding extracellular matrix.

Moreover, some genes involved in inflammation and regulation of immune system processes appeared to be significantly upregulated, such as *Il7r* (in the TOP 50 DEGs) and *Tnfα*, with an average mRNA expression 36.6 times higher than in qHSCs (Figure 6D).

Among genes present in GO terms “negative regulation of immune system” and “leukocyte migration”, *Il7r* (FC 1824; in the TOP 50 DEGs) and *Tnfα*/*Cxcl2* cytokine genes (FC 28.93 and 35.88) appeared to be significantly upregulated. 

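*Il7r* (chromosome 15, 9506245 to 9529962), which encodes the interleukin 7 receptor, had 2719 ± 644 normalized counts (mean ± SD, n = 5 libraries) in hypHSCs, and the qHSC libraries held 0 to 6 reads, or 1.50 ± 2.27 normalized counts. Its fitted log2 fold change was 10.51 (standard error 0.56, adjusted p = 1.95e-07 from limma with Benjamini-Hochberg adjustment), and because the qHSC counts are this low, the value moved with the pseudocount, to 8.74 with a pseudocount of 5. *Tnf* (chromosome 17, 35418343 to 35420984) rose from 71.0 ± 39.8 in qHSCs to 2053 ± 1212 in hypHSCs, a log2 fold change of 4.79 (standard error 0.63), with hypHSC libraries from 464 to 3445. *Cxcl2* (chromosome 5, 91051729 to 91053797), which encodes a neutrophil-attracting chemokine, rose from 155 ± 90.7 to 5575 ± 1815 (5.31, standard error 0.40). All 3 genes were DEGs in every fit that left out 1 library, with every hypHSC library above every qHSC library.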

Upregulation of *Tnfα* was confirmed by qPCR with an average mRNA expression 36.6 times higher than in qHSC (Figure 6D). Moreover, MHC (major histocompatibility complex) genes, in particular *Cd74* (FC 5.74) and *Ctss* (FC 60.74), appear among the 100 most expressed genes by hypHSCs in terms of FPKM. This suggests that hypHSCs may have an activity related to inflammation and regulation of immune system process.

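*Cd74* (chromosome 18, 60936920 to 60945723), the invariant chain of MHC class II, had 256621 ± 65815 normalized counts (mean ± SD, n = 5 libraries) in hypHSCs and 44788 ± 34977 in qHSCs, a log2 fold change of 3.02 (standard error 0.65, adjusted p = 0.00276 from limma with Benjamini-Hochberg adjustment). The qHSC libraries ranged from 5353 to 95041, wider than those of hypHSCs (161251 to 313738), and the log2 fold change lay between 2.38 and 3.42 with 1 library left out in turn. *Ctss* (chromosome 3, 95434094 to 95463716), which encodes the cathepsin that cleaves the invariant chain, rose from 5642 ± 6233 to 342679 ± 49880.4 (6.71, standard error 0.68). By FPKM recomputed from the recovered reads, *Cd74* held rank 19 in hypHSCs and 55 in qHSCs, and *Ctss* rank 28 and 1119. *Cd74* was also among the most expressed genes of qHSCs, while *Ctss* was not. Of 8 tested MHC class II genes, 6 were DEGs higher in hypHSCs and 0 lower, with a median log2 fold change of 2.49 (1.55 to 2.60 under the 4 scalings), and camera did not separate them from the other genes (adjusted p = 0.0507 from limma's camera).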

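*Cd68* (chromosome 11, 69555039 to 69556996), which encodes a lysosomal glycoprotein, rose from 2603 ± 3172 normalized counts (mean ± SD, n = 5 libraries) in qHSCs to 157272 ± 33249.8 in hypHSCs, a log2 fold change of 6.80 (standard error 0.71, adjusted p = 1.99e-05 from limma with Benjamini-Hochberg adjustment). *Lamp1* (chromosome 8, 13209161 to 13225338) rose from 1030.2 ± 65.3 to 3038 ± 743 (1.52, standard error 0.19), and scaling on 3 qPCR reference genes took it to 0.59, below the fold change threshold. *Grtp1* covers 49.2% of the exon bases of *Lamp1* but had only 34.6 ± 15.5 normalized counts in hypHSCs. *Cd63* (chromosome 10, 128744788 to 128748694), which encodes an endosomal tetraspanin, rose from 13148 ± 1223 to 61876 ± 12669.8 (2.21, standard error 0.19). All 3 were DEGs in every fit that left out 1 library, but the log2 fold change of *Cd68* was 7.43 without qHSC 4 and 5.92 under DESeq2 on the recovered reads. In the same libraries all 20 genes of a list of core macrophage genes, fixed before the values were seen and holding none of the genes that the paper names, were DEGs higher in hypHSCs.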

Finally, phagocytosis/endocytosis process appeared also upregulated with upregulation of genes such as *Cd36* (phagocytosis/uptake of fatty acids), *Cd68* and *Lamp1* (lysosomal function) as well as *Cd63* (endocytosis). At the protein level, we confirmed the increased expression of Cd36 and Cd68 with respectively 59.7% and 48.7% higher labeling for hypHSCs compared to qHSCs (Figure 6E).

Taken together, these results suggest that hypHSCs cannot be defined as “classical” activated HSCs or quiescent HSCs. They may suggest that hypHSCs exhibit a hybrid profile involved in different signaling pathways such as fibrogenesis, lipid and retinoid metabolism, and interaction with the immune system that does not correspond to the HSC subtypes already described in the context of liver fibrosis.

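A pair of gene lists drawn up from general knowledge before the values were seen, without the genes that the paper names, was compared between the groups. All 15 genes of quiescent HSCs, among them *Ecm1*, *Rgs5*, *Hgf* and *Lhx2*, were DEGs lower in hypHSCs, over all genes tested and adjusted over the list alone, with a median log2 fold change of -5.86 and single genes from -7.26 to -3.05 (adjusted p = 2.79e-11 from limma's camera). Of 14 genes of activated HSCs and myofibroblasts, 8 were DEGs lower in hypHSCs, among them *Myl9* (-4.75), *Postn* (-3.64) and *Tagln* (-2.87), 2 were higher (*Lox*, 2.03, and *Cthrc1*, 3.91), and the median was -1.57 (adjusted p = 0.0125 from limma's camera). Both medians stayed below 0 under all 4 scalings, from -6.79 to -5.75 for the quiescent and from -2.50 to -1.46 for the activated list. Both lists were also called by fry, and neither when camera estimated the correlation between genes (adjusted p = 0.162 and 0.601). The mean log2(normalized count + 1) over the quiescent list was 8.40 to 9.99 in hypHSC libraries and 14.35 to 15.05 in qHSC libraries, and over the activated list 7.99 to 9.46 and 9.61 to 10.26. In the same libraries all 20 core macrophage genes (median log2 fold change 4.96) and all 10 lipid-associated macrophage genes (4.77) were DEGs higher in hypHSCs. Bulk libraries cannot tell RNA of macrophages from a change of stellate cells, so the fall of the stellate lists does not settle which cells were sequenced. The paper reasons from lowered quiescence genes, activation genes that mostly did not change, and raised genes of fatty acid uptake, inflammation and phagocytosis, and proposes that hypHSCs are neither classical quiescent nor classical activated HSCs but have a hybrid profile.

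**Figure D2:**
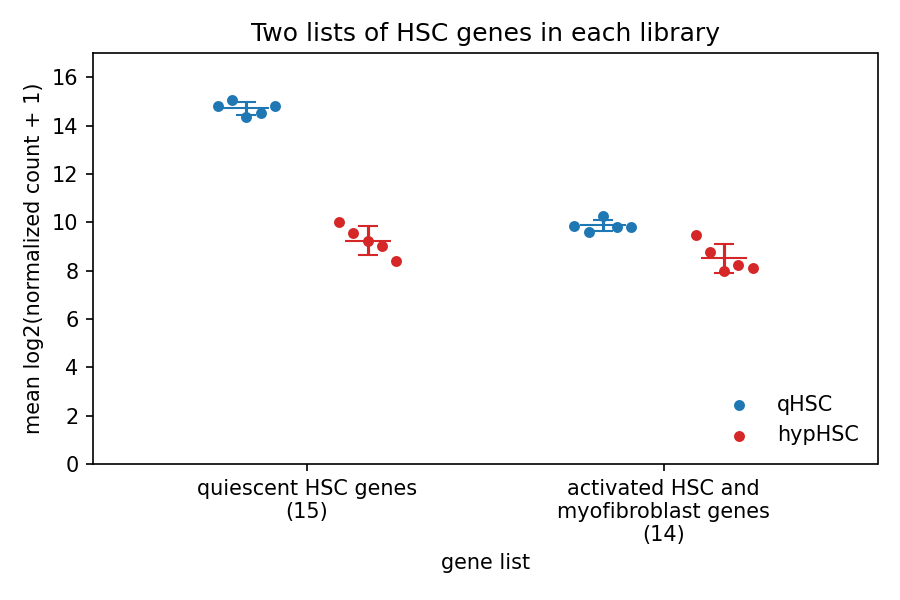
Mean log2(normalized count + 1) over the 15 genes of the quiescent HSC list and the 14 genes of the activated HSC and myofibroblast list, with 1 point for each of the 5 qHSC (blue) and 5 hypHSC (red) libraries. Horizontal lines and bars are the mean ± SD of the libraries. The hypHSC libraries lie below every qHSC library in both lists, by the larger distance in the quiescent list.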

## 4 Discussion

In this work, we have described the strategy for isolating hypHSCs, a specific population of HSCs associated with hepatic fibrosis. Although the protocol for HSC isolation is widely described for healthy or fibrotic murine liver (mainly CCl_4_ model) [17, 19], there are only a few papers on HSC isolation from fatty and fibrotic liver. To our knowledge, only one study has performed HSCs isolation from a CDAHFD liver, after 3 weeks of diet. In these conditions, the liver does not yet present fibrosis but already steatosis [32]. In the same way, one paper reports the isolation of HSCs from mice fed a “Western diet” for 12 weeks [7] without specifying the influence of steatosis on HSC purification or HSC purity. Thus, the hypHSC isolation protocol we describe here, based on the CDAHFD model and characterized in a large number of mice (*n* = 19), can be applied to studies on HSC in a context of metabolic hepatic fibrosis. Our study also highlights the importance of cell sorting after the density gradient, as FACS yielded an ultra‐pure hypHSC fraction (95%) from an enriched hypHSC fraction (43%) after the density gradient.

Our results report an augmentation of bacterial load in the liver of CDAHFD‐mice compared to healthy mice. These observations are consistent with literature data describing a link between MALFD/MASH and disruption of the intestinal microbiota. For example, mice fed a high‐fat (HF) or choline‐ and methionine‐deficient (MCD) diet have an abnormal composition of the intestinal microbiota, leading to a decrease in the thickness of the mucous layer of the intestinal barrier and a redistribution of tight junctions forming proteins [23, 33]. Increased intestinal permeability and impaired tight junctions have also been observed in patients with MAFLD [34]. The onset of intestinal bacteria in the liver causes hepatic inflammation as bacteria and their metabolites constitute PAMPs (Pathogen‐Associated Molecular Pattern) that can bind to TLR‐4 and TLR‐9 receptors on Kupffer cells [35, 36].

HSCs are known to play a role in the defense against bacterial infection, notably through the secretion of cytokines and chemokines that induce neutrophil recruitment and interaction with immune cells [37, 38]. Gene ontology analysis of our transcriptomic data revealed 2 top GO terms to be “negative regulation of immune system” and “leukocyte migration” notably with upregulation of the *Tnfα/Cxcl2* cytokine genes and MHC genes such as *Cd74* and *Ctss*, which may be associated with antigen presentation and immune cell recruitment for the response to bacterial infection [39, 40].

Thus, our data showed that the purification of HSCs from mice subjected to a CDAHF diet requires precautions such as adding antibiotics to the different solutions used. In addition, these results indicated that the use of the CDAHFD model could be interesting to study microbiota and bacterial translocation in the context of metabolic liver disease.

In this paper, we showed that the characteristic fluorescence properties of hypHSCs in the green range allowed their specific detection during isolation from an enriched fraction of HSCs obtained after density gradient. Using the fluorescence properties of retinoid droplets in the blue range is a well‐known and widely used strategy for the purification of quiescent HSCs [17, 18, 19] but to our knowledge, our study is the first that took advantage of distinct intrinsic fluorescent properties to isolate a particular HSC population in a fibrotic context. The different fluorescence properties between hypHSC and qHSC retinoid droplets may be due to a different composition in terms of triglycerides or fatty acids or even a difference in lipid bilayer morphology, as it has been demonstrated to occur during HSC activation [41, 42, 43]. Moreover, an increase of free cholesterol content in HSC has been shown in murine models of nonalcoholic steatohepatitis [44]. Then, further study on the content of hypHSC lipid droplets could be of interest to understand the dynamic of retinoid droplets that occurs upon HSC hypertrophy in the context of hepatic fibrosis and for such a study, isolated hypHSCs are necessary.

While these specific properties allowed us to distinguish hypHSCs from other cells, they seemed to add difficulty for their characterization based on fluorescence analysis methods. Indeed, this fluorescence broad spectrum may induce a high “noise” signal that has to be considered and could require spectral acquisition and compensation analysis for further study (See Figure S10). All steps of the process were monitored by cell microscopy observation to ensure that they contained intact and fluorescent droplets. Thus, careful microscopy observation of sorted cells allowed us to highlight the presence of hypHSCs with high fluorescent signal and no longer well‐defined fluorescent droplets that we called “opaque” hypHSCs. Some studies showed that cell sorting may induce cell stress and impact cell metabolism suggesting that isolation method should be determined carefully to limit the inaccuracy of further analysis [45, 46]. As opaque hypHSCs did not reflect the phenotype in which we had previously identified them in CDAHFD‐mice liver sections and human biopsies, and as their proportion increased with the number of days in culture, we hypothesized that “opaque” hypHSCs corresponded to cells damaged by the FACS process and defined a sorting strategy that minimized the presence of these cells as much as possible. In addition, we are also working to determine optimal culture conditions for sorted hypHSCs and plan to perform precision‐cut liver slice (PCLS) cultures for future functional experiments [47, 48].

Bulk RNAseq analysis of hypHSCs allowed us to perform in‐depth analysis of gene expression and to determine a difference of gene expression for 6926 genes between hypHSCs and qHSCs. Our results showed that hypHSCs resemble neither qHSCs nor activated HSCs. It is now well known that the paradigm of “quiescent” or “activated” cellular states for HSCs no longer fully reflects the heterogeneity of HSC subtypes, as scRNAseq studies shed light on the dynamics of HSC‐myofibroblast transition in response to liver injury. However, none of these studies identified hypHSCs, possibly due to the strategy chosen to isolate HSCs, based on transgenic mice expressing a reporter gene under a HSC‐specific promoter such as that of *Lrat* or *Pdgfrβ* [5, 49]. Such a strategy, rather elegant for the isolation of cells, is likely to induce a bias in the study since it assumes that HSCs are characterized by a unique marker, the gene associated with the promoter, contrary to the strategy we used here, based on the specific and endogenous fluorescence of hypHSCs in the green range.

However, some scRNAseq studies based on a non‐parenchymal hepatic fraction (i.e., after gradient) or on sorted HSCs based on ‘blue’ fluorescence properties in several fibrotic contexts (CCl_4_, MASH or cholestatic murine model) should have recovered hypHSCs simultaneously with other HSCs subtypes. For example, we found that hypHSCs could correspond to the cluster of activated HSCs highly expressing genes associated with leukocyte activation and immune regulation such as *Slpi*, *Cd74* and *Dmkn* described in Krenkel'study [6]. 

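*Slpi* (chromosome 2, 164195991 to 164198427), which encodes a leukocyte protease inhibitor, had 317 ± 265 normalized counts (mean ± SD, n = 5 libraries) in hypHSCs and 50.4 ± 82.6 in qHSCs, a log2 fold change of 3.82 (standard error 1.07, adjusted p = 0.0123 from limma with Benjamini-Hochberg adjustment). The groups overlapped, with hypHSC libraries from 109 to 740.2 and qHSC libraries from 2.36 to 196 (exact two-sided permutation test, p = 0.0238). The call was lost under edgeR on the recovered reads (2.66) and with the hypHSCs at 12 weeks alone (3.03), and the log2 fold change lay between 3.23 and 4.70 with 1 library left out in turn. *Matn4* covers 23.7% of the exon bases of *Slpi*. *Dmkn* (chromosome 7, 30463180 to 30480491), which encodes dermokine, was low, with 61.6 ± 38.8 normalized counts in hypHSCs and at most 8 reads in any qHSC library, and its fitted log2 fold change was 4.65 (standard error 0.80). The clusters of the cited single-cell study were not analysed here.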

By comparing the genes expressed by hypHSCs, we hypothesized that they could also correspond to cluster #7 of Rosenthal'study which is part of the 3 HSC clusters not described in details [7]. Indeed, our transcriptomic data showed that hypHSCs underexpressed certain typical HSC genes such as *Lrat*, *Pdgfr* or *Desmin*, compared to qHSCs.

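Both genes of the PDGF receptors were lower in hypHSCs. *Pdgfra* (chromosome 5, 75312912 to 75358865) had 5305 ± 1665 normalized counts (mean ± SD, n = 5 libraries) in qHSCs and 479.7 ± 319.7 in hypHSCs, a log2 fold change of -4.27 (standard error 0.96, adjusted p = 0.00358 from limma with Benjamini-Hochberg adjustment). One library, hypHSC 5, held 12.1 normalized counts against 307 to 802 in the other hypHSC libraries, and without it the log2 fold change was -3.18. *Pdgfrb* (chromosome 18, 61178216 to 61218139) had 2808 ± 777 in qHSCs and 522 ± 374 in hypHSCs (-2.87, standard error 0.60, adjusted p = 0.00230 from limma). Both were DEGs in each of the 10 fits that left out 1 library, and every qHSC library lay above every hypHSC library.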

Analysis of transcriptomic data suggested that hypHSCs exhibit strong fatty acid uptake and lipolysis activity, and particularly a high activity of hydrolysis of retinyl esters into retinol. Retinyl ester breakdown is a known feature for activated HSC, jointly with profibrogenic gene expression and in association with the loss of retinoid droplets [50, 51]. However, in hypHSCs, we observed an exacerbation of retinoid droplets which, contrary to what might be expected, may not be due to excessive storage of retinyl esters in lipid droplets. Indeed, our results showed a strong down regulation of LRAT expression in hypHSCs. On the contrary, our data suggested an increase of retinyl ester hydrolysis reaction into all‐*trans‐*retinol in hypHSCs. The data do not allow us to draw definitive conclusions about the use of retinol and fatty acids, as they may be implicated in several processes, as for example all‐*trans*‐retinoic acid and certain fatty acids play a role in transcriptional activity mediated by RAR, RXR and PPARγ [52]. Further studies, particularly in lipidomics, would be necessary to understand the lipid metabolism pathways involved in hypHSCs.

Thus, our data suggest that hypHSCs have a hybrid profile involved in several processes with expression markers specific to phagocytosis and inflammation, exhibiting a deregulation of lipid metabolism while expressing some markers of extracellular matrix remodeling.

Then, we demonstrated here that by adopting a “top‐down” approach (from the specific phenotypic characteristics of hypHSCs down to their gene expression), we were able to isolate and characterize the hypHSC molecular signature that differs from already described HSC subtypes in the fibrosis context.

Based on this study, further investigations may help elucidate hypHSCs status among the different HSC subpopulations that coexist during hepatic fibrosis and better understand their role in the mechanisms of fibrosis.

## Author Contributions

Marion Heckmann, Nour‐El‐Houda Djerir, Keola Greliche and Céline Hoffmann performed the experiments and analyzed the data, Pierre‐Henri Commere provide resources for FACS, advices and performed the sorting, Julien Fernandes provided microscopy resources, advices and performed microscopy acquisitions, Guillaume Sarrabayrouse performed experiments and analysis on mice microbiota, Marion Heckmann, Pascal Bigey, Bernard Hainque, Virginie Escriou and Céline Hoffmann performed formal analysis on RNAseq, Virginie Escriou and Céline Hoffmann designed the methodology, supervised the project and wrote the manuscript with input from all authors. All authors had access to the study data and had reviewed and approved the final manuscript.

## Funding

This work was supported by the Agence Nationale de la Recherche (ANR, ANR Fibrother ANR‐18‐CE18‐0005‐01 to Céline Hoffmann) and has received support under the program “Investissement d'Avenir” launched by the French Government and implemented by ANR, with the reference ANR‐18‐IdEx‐0001 as part of its program Emergence (Free‐hypHSC project to Céline Hoffmann and Julien Fernandes). The UtechS PBI (Julien Fernandes) is part of the France BioImaging infrastructure supported by the French National Research Agency (ANR‐10‐INSB‐04‐01, “Investments for the future”).

## Disclosure

Preprint Server: This work is available on bioRXiv as a pre‐print with the following DOI: 10.1101/2025.05.19.654829.

## Conflicts of Interest

The authors declare no conflicts of interest.

## Supporting information

**Figure S1:** Kinetic of fibrosis and HSC hypertrophy progression as a function of CDAHFD time. (A) Histological colorations (top: Hematoxylin/Eosin, low: Sirius Red). (B) HSC hypertrophy (blue dots) and fibrosis (red triangles) scores as a function of CDAHFD time. (*n* = 10–14 for each time point, means ± standard deviation). (data from Hoffmann et al., Scientific Reports, 2020) (C) Examples of HSC hypertrophy (pointed by an arrow) on CDAHFD‐mouse liver observable on histological sections stained with H&E, Sirius Red and on paraffin slices by fluorescence microscopy. Scale bar: 50μm.
**Figure S2:** Bacterial contamination of cell preparations obtained from CDAHFD mice. (A‐B) Cell preparations from CDAHFD mouse without (A) and with (B) antibiotics during HSC purification. Cell preparation with antibiotics contains less bacteria than cell preparation without antibiotics in buffers. (C) Example of cell preparation from SD mouse without antibiotic. (D) Evaluation of fecal bacterial load as a function of diet time. Representation of the number of copies of the gene encoding 16S rRNA obtained after amplification by qPCR. Statistics: *n* = 5 for each SD diet time, *n* = 8 for 3, 6 and 9 weeks of CDAHF diet and *n* = 4 for 12 weeks of CDAHF diet, mean ± SD, Mann–Whitney test, *p < 0.05. (E) Evaluation of liver bacterial load as a function of diet. Graph representative of the number of copies of the gene encoding 16S rRNA obtained after amplification by qPCR for 3 liver samples from SD‐fed mice and 3 CDAHFD‐fedmice (top). Image of genomic gel of corresponding samples after amplification of V4 region of the 16S rRNA gene by standard PCR (bottom).
**Figure S3:** Localization of cells obtainedfrom CDAHFD‐and SD‐mouse liver after density gradient on FSC/SSC dot plot. (A) Dot plot of cell preparations analyzed as a function of FSC and SSC. (B) Dot plot of the same cell preparations without labeling, analyzed according to green fluorescence (λexc= 488 nm and λem= 525 nm) and yellow fluorescence (λexc= 488 nm and λem= 583 nm). (C) Dot plot of the cell preparations labeled with SYTO16. The points corresponding to the positive SYTO16 labelling are represented in green. (D) The points corresponding to the syto16‐labelled events, therefore to intact cells are represented in green on the FSC‐SSC dotplot.
**Figure S4:** Flow cytometry analysis of liver cell markers on a cell preparation obtained after density gradient from CDAHFD mouse liver. Representative dot plots used for Figure 2C. (A) Intact cells (green) are identified by Syto 16 labeling as shown in Figure S3. (B‐G) Representative dot plots of Red2 fluorescence (autofluorescence, λexc = 640 nm and λem = 661 nm) as a function of Green fluorescence (marker labeling, λexc = 488 nm and λem = 525 nm), for different markers. (B) The autofluorescence signal in Red2 laser emitted by the cells, mainly by the hypHSCs, interferes with the evaluation of the labeling when the data are represented in the form of a histogram (see Figure S10), which explains the choice of a dot plot representation. (C–E) Representative dot‐plots of ASGPR (hepatocytes), F4/80 (macrophages) and CD31 (endothelial cells) labeling on unpermeabilized cells as these are extracellular surface markers; (F‐G) Representative dot‐plots of desmin and cRBP1 labeling on permeabilized cells as these are typical intracellular markers of HSCs. The percentage of positive cells for each marker is indicated in red on the dot plot. The percentage of cells nonspecifically labeled with the secondary antibody conjugated to Alexa 647 alone (leftmost dot plot for each marker) is approximately 4%–5% for non‐permeabilized cells (C‐E, ASGPR, CD31, and F4/80 markers) and negligible (< 1%) for permeabilized cells (F‐G, desmin and cRBP1 markers).
**Figure S5:** SSC scale adjustment strategy for precise selection of hypHSC on SSC/green fluorescence dot plot.
(A) log‐SSC/log‐FSC dot plot allowing to determine the gate for cells, (B) doublet cell elimination, (C) dot plot for log‐SSC on 488 laser/log‐green fluorescence (488 laser), (D) dot plot for log‐SSC on 561 laser/log‐green fluorescence (488 laser) and example of gating (red circle) to highly green fluorescent cells. (E) application of the SSC‐561 scale in linear mode on dot plot for SSC‐561/log‐green fluorescence showing position of selected cells on E on highly fluorescent and highly granular cells, and highlighting that using log‐SSC mode led to miss low SSC‐high fluorescent cells (red dotted area).
**Figure S6:** Evolution of hypHSC phenotype as a function of culture time. (A) Phase contrast and green fluorescence (λexc = 488 nm, λem = 500–550 nm) microscopy images at t = 0, 3 and 7 days after sorting. Bars = 50 μm. (B) Quantification of opaque and intact hypHSCs by microscopy at a function of time (Mann–Whitney test, *n* = 3‐4 independent experiments). (C) Phase contrast and green fluorescence (λexc = 488 nm, λem = 500–550 nm) microscopy images of different phenotypes of hypHSCs according to the state of fluorescent droplets.
**Figure S7:** (A) Number of recovered cells after FACS as a function of CDAHFD time. Statistics: for 11 weeks *n* = 1; for 9, 14 and 15 weeks: *n* = 2, for 10 and 13 weeks and for 12 weeks: *n* = 8, mean ± standard deviation, Kruskall–Wallis test not significant. (B) Mortality of hypHSCs collected after sorting according to the duration of purification (1 or 2 days). Statistics: *n* = 13 CDAHFD mice for both conditions, mean ± SD, **p.
**Figure S8:** Immunolabeling of stellate cell markers on primary murine HSC purified from SD mouse liver. Purified qHSCs from SD mouse liver were seeded in microwells mounted on a polymer coverslip (Ibidi) at a density ranging from 6000 to 10000 cells/cm² and left to adhere for 16 h at 37°C/5% CO2 and fixed with PFA 4% for immunolabeling as described in material and methods. Representative images of cRBP1, desmin, αSMA and LRAT immunostaining (λexc = 638 nm, λem = 650–700 nm, magenta) merged with retinoid autofluorescence in the blue range (λexc = 405 nm, λem = 415–490 nm, cyan) (top panels) and actin stained with fluorescent phalloidin, to visualize cells (λexc = 552 nm, λem = 560–630 nm, red) (bottompanels) acquired by confocal microscopy. Scale bar 10 μm.
**Figure S9:** Analysis of the expression of some HSC canonical (A) and specific marker (B) genes by quiescent and hypertrophied HSCs. FPKM (Fragments Per Kilobase of transcription per Million mapped reads) mean of 5 samples for each condition. (A) Acta2= α‐SMA; Col1a1, Col1a2 and Col3a1 = collagens 1a1, 1a2 and 3a1; Vim=vimentin; Lgals1 = galectin‐1; Des = desmin; Lrat = lecithin retinol acyltransferase; Pdgfrb = PDGFR‐β; Dcn = decorin; Fn1 = Fibronectin; Sparc = osteonectin; Csrp2 = cysteine‐ and glycine‐rich protein. (B) Tmem56/Tlcd4 (TLC domain containing 4), Colec10 = Collectin subfamily member, Bco1 = betacarotene oxygenase 1, Plvap = plasmalemmavesicle associated protein, Fcna = ficolin a, Pth1r = parathyroid hormone 1 receptor, Angptl6 = angiopoietin like 6, Lrat = lecithin retinol acyltransferase, Reln = Reelin, Vipr1 = Vasoactive intestinal peptide receptor 1, Ngfr = Nerve Growth Factor receptor.
**Figure S10:** Representative histograms from flow cytometry analysis of sorted hypertrophied and quiescent HSC. Hypertrophied (hypHSC) and quiescent (qHSC) hepatic stellate cells were analyzed by flow cytometry and Red2 fluorescence signals were recorded and displayed as histograms. (A) unstained cells. (B) unstained cells (up) and cells stained with Alexa647‐labeled anti‐desmin antibody (down). HypHSC show a very broad fluorescence signal, much more wide ranging than that of qHSCs. When these two cell types are analyzed by flow cytometry, e.g., with excitation at 647 nm, qHSCs show a classic peak in the low range of fluorescence intensity, whereas hypHSCs show a much wider distribution of cells as a function of fluorescence intensity, with a heterogeneous profile. When both cell types are incubated with an anti‐desmin antibody coupled to the Alexa 647 fluorophore, the qHSC peak shifts towards higher intensities, univocally demonstrating labeling of all cells. For hypHSCs, the shape of the distribution profile changes, but the range of intensities remains unchanged, making it impossible to demonstrate specific labeling.
**Table S1:** Regulation of HSC specific genes. Table of HSC specific genes with regulation in hypHSC compared to qHSC, value of fold‐change, p‐value and corresponding expression value (FPKM) and rank for hypHSC and qHSC. Data normalized using RPKM/FPKM method are used to compare expression between genes within a sample, while fold change between samples (Differential expression analysis) used DEseq2 method of normalization. NR = unregulated, up = up‐regulated (pink), down = down‐regulated (green).
**Table S2:** Regulation of lipid metabolism pathways in hyp HSC versus qHSC. Table genes with regulation in hypHSC compared to qHSC, value off old‐change, p‐value and corresponding expression value (FPKM) for hypHSC and qHSC. Data normalized using RPKM/FPKM method are used to compare expression between genes within a sample, while fold change between samples (Differential expression analysis) used DE seq2 method of normalization. NR = unregulated, up = up‐regulated (pink), down = down‐regulated (green).
**Table S3:** Primer sequences used for qPCR analysis of gene expression.

## Data Availability

The RNA‐sequencing data that support the findings of this study have been deposited in GEO database under the accession number GSE294603. All other relevant data are within the paper and its Supporting Information files.

# Supplementary material for: Purification and Transcriptomic Characterization of Hypertrophied Hepatic Stellate Cells From CDAHFD Mouse Liver
**Source:** FASEB J. 2026 Apr 23;40(8):e71754. doi: 10.1096/fj.202502655RR
**Supplement:** Supplementary file 1 — Figure S1: Kinetic of fibrosis and HSC hypertrophy progression as a function of CDAHFD time. (A) Histological colorations (top: Hematoxylin/Eosin, low: Sirius Red). (B) HSC hypertrophy (blue dots) and fibrosis (red triangles) scores as a function of CDAHFD time. (n = 10–14 for each time point, means ± standard deviation). (data from Hoffmann et al., Scientific Reports, 2020) (C) Examples of HSC hypertrophy (pointed by an arrow) on CDAHFD‐mouse liver observable on histological sections stained with H&E, Sirius Red and on paraffin slices by fluorescence microscopy. Scale bar: 50μm. Figure S2: Bacterial contamination of cell preparations obtained from CDAHFD mice. (A‐B) Cell preparations from CDAHFD mouse without (A) and with (B) antibiotics during HSC purification. Cell preparation with antibiotics contains less bacteria than cell preparation without antibiotics in buffers. (C) Example of cell preparation from SD mouse without antibiotic. (D) Evaluation of fecal bacterial load as a function of diet time. Representation of the number of copies of the gene encoding 16S rRNA obtained after amplification by qPCR. Statistics: n = 5 for each SD diet time, n = 8 for 3, 6 and 9 weeks of CDAHF diet and n = 4 for 12 weeks of CDAHF diet, mean ± SD, Mann–Whitney test, *p < 0.05. (E) Evaluation of liver bacterial load as a function of diet. Graph representative of the number of copies of the gene encoding 16S rRNA obtained after amplification by qPCR for 3 liver samples from SD‐fed mice and 3 CDAHFD‐fedmice (top). Image of genomic gel of corresponding samples after amplification of V4 region of the 16S rRNA gene by standard PCR (bottom). Figure S3: Localization of cells obtainedfrom CDAHFD‐and SD‐mouse liver after density gradient on FSC/SSC dot plot. (A) Dot plot of cell preparations analyzed as a function of FSC and SSC. (B) Dot plot of the same cell preparations without labeling, analyzed according to green fluorescence (λexc= 488 nm and λem= 525 nm) and yellow fluorescence (λe

## **Supplemental information**

### **Purification and transcriptomic characterization of hypertrophied hepatic stellate cells from CDAHFD mouse liver**

#### **Authors**

Marion Heckmann, Nour-El-Houda Djerir, Keola Greliche, Pierre-Henri Commere, Julien Fernandes, Guillaume Sarrabayrouse, Bernard Hainque, Pascal Bigey, Virginie Escriou, Céline Hoffmann\*

## Supplemental Figures – Figure S1

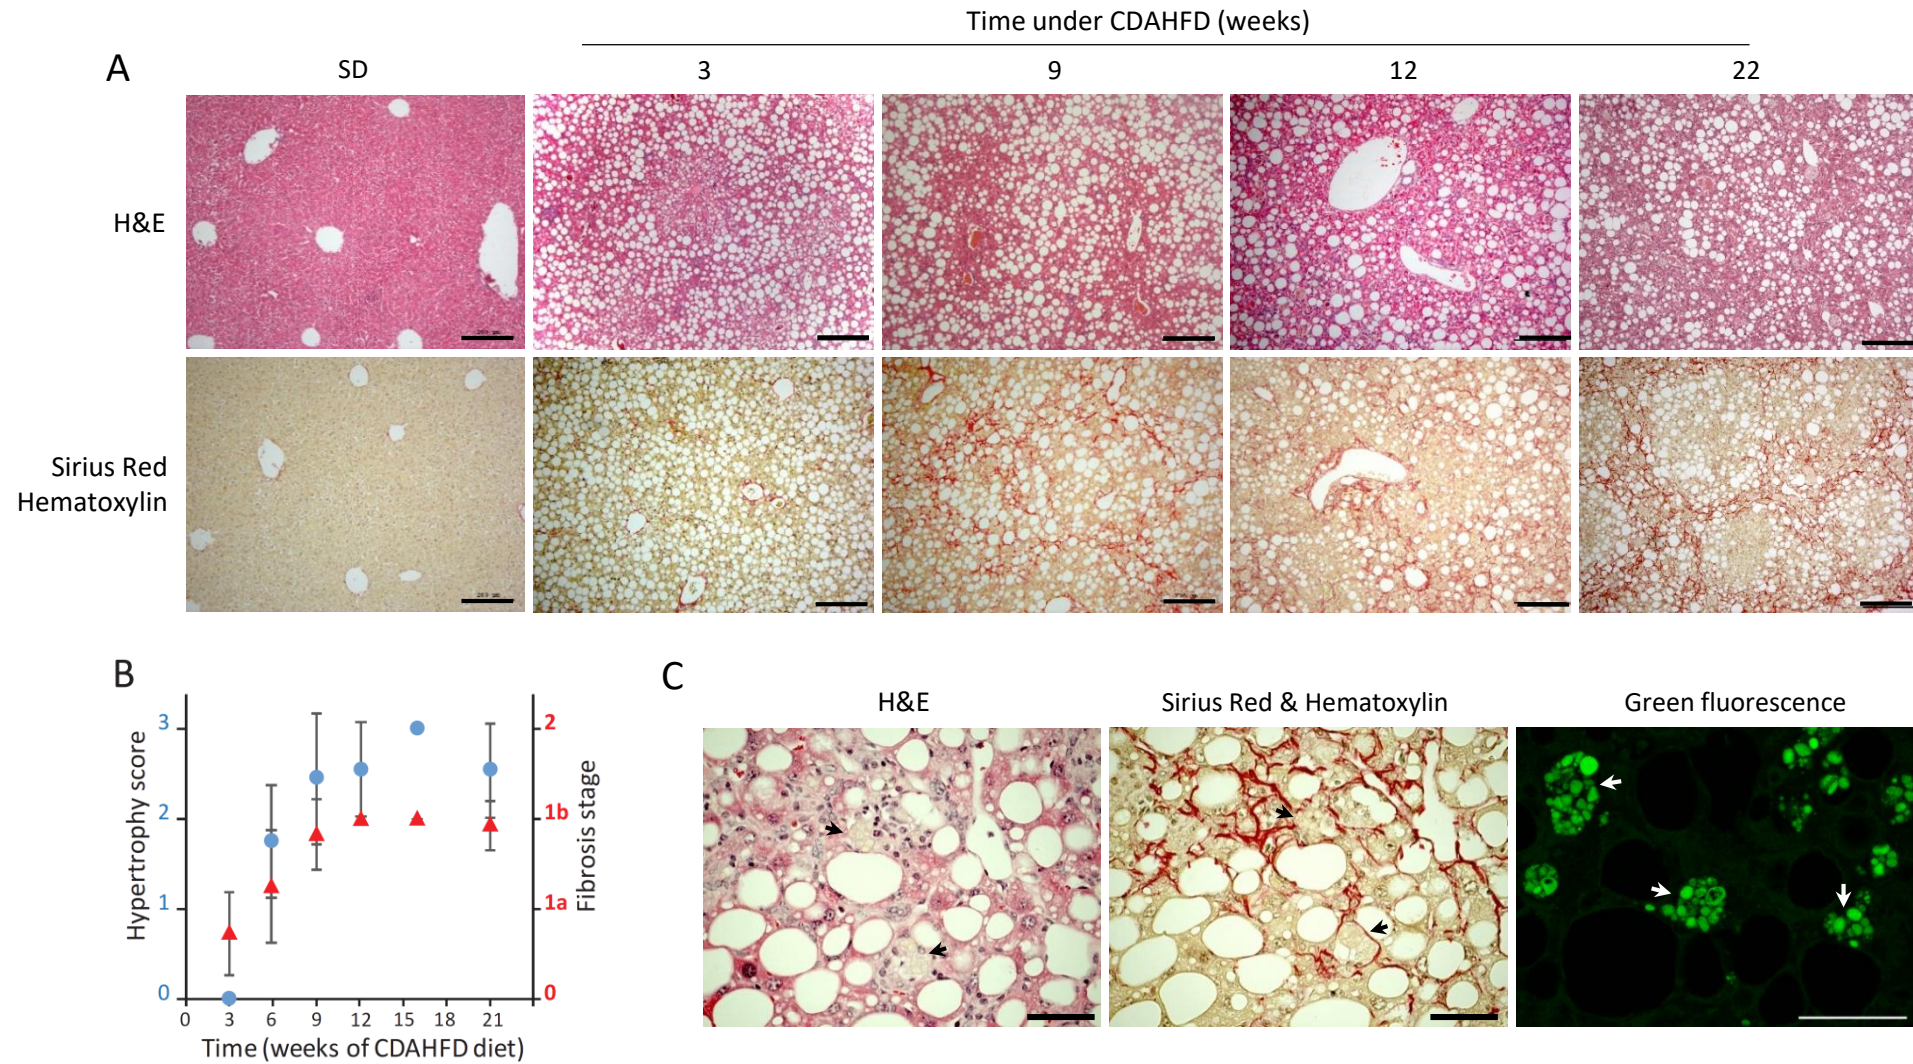

**Figure S1: Kinetic of fibrosis and HSC hypertrophy progression as a function of CDAHFD time.** A) Histological colorations (top: Hematoxylin/Eosin, low: Sirius Red). B) HSC hypertrophy (blue dots) and fibrosis (red triangles) scores as a function of CDAHFD time. (n = 10–14 for each time point, means  $\pm$  standard deviation). (data from Hoffmann *et al.*, Scientific Reports, 2020) C) Examples of HSC hypertrophy (pointed by an arrow) on CDAHFD-mouse liver observable on histological sections stained with H&E, Sirius Red and on paraffin slices by fluorescence microscopy. Scale bar : 50 $\mu$ m

## Supplemental Figures – Figure S2

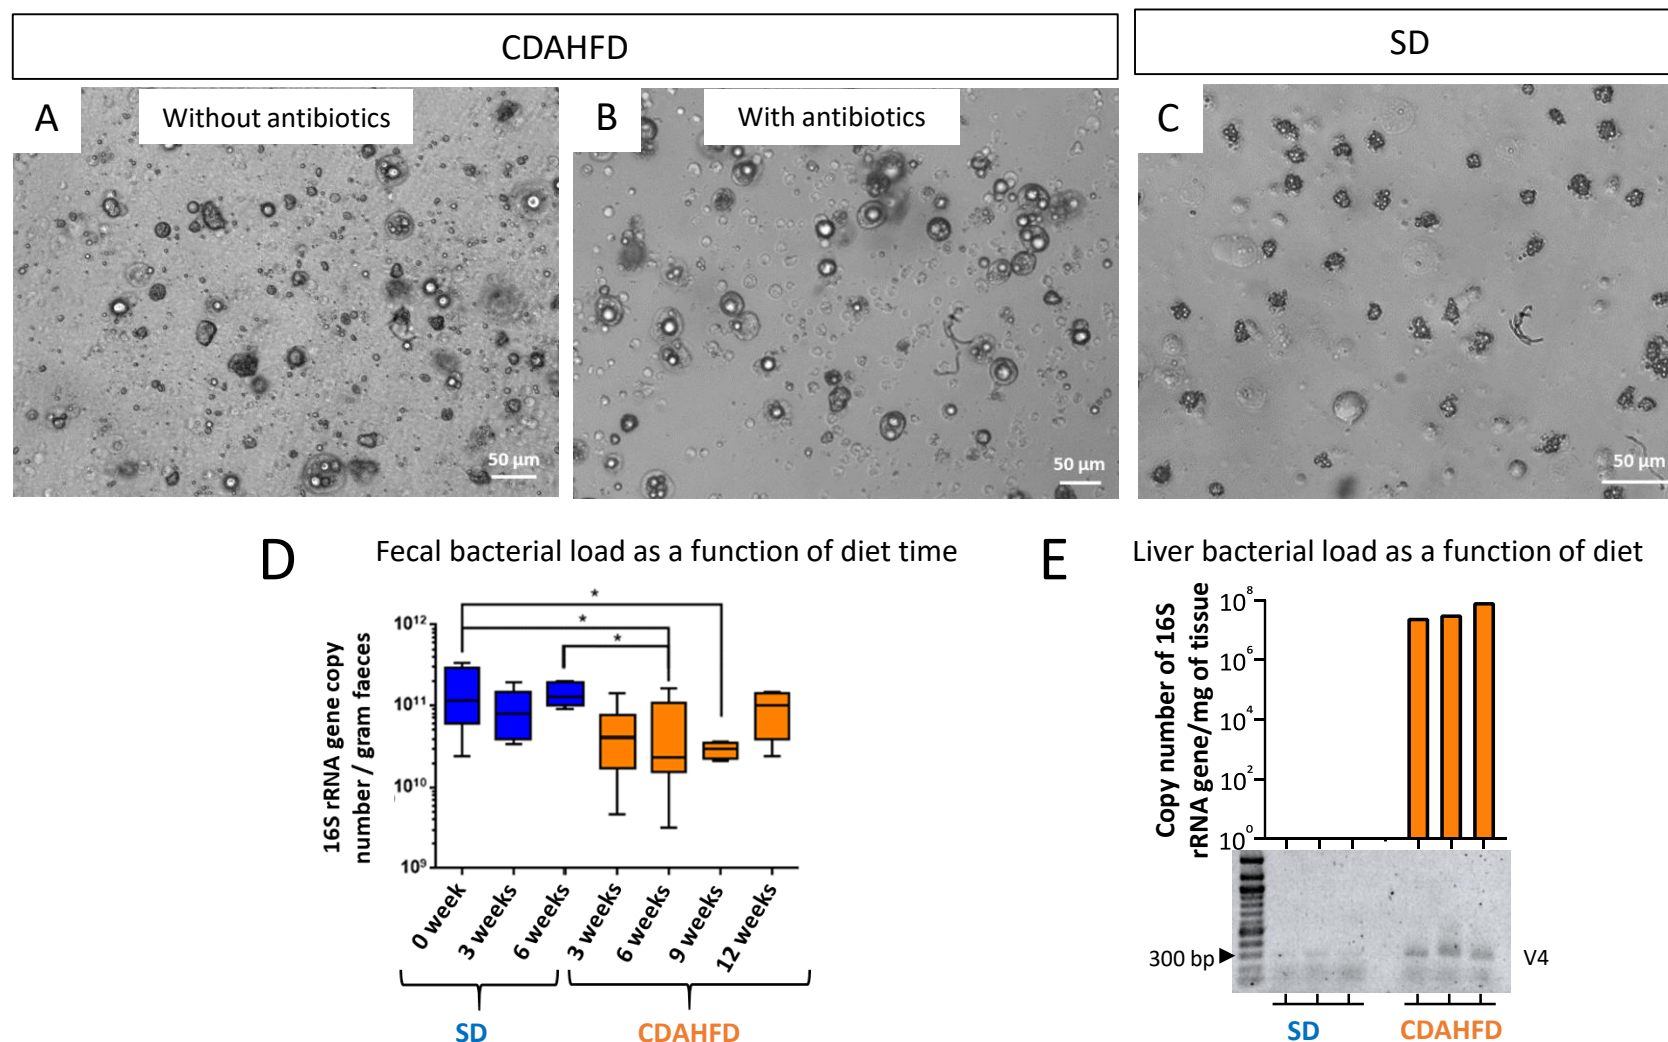

**Figure S2: Bacterial contamination of cell preparations obtained from CDAHFD mice. A-B)** Cell preparations from CDAHFD mouse without (A) and with (B) antibiotics during HSC purification. Cell preparation with antibiotics contains less bacteria than cell preparation without antibiotics in buffers. **C)** Example of cell preparation from SD mouse without antibiotic. **D)** Evaluation of fecal bacterial load as a function of diet time. Representation of the number of copies of the gene encoding 16S rRNA obtained after amplification by qPCR. Statistics: n = 5 for each SD diet time, n = 8 for 3, 6 and 9 weeks of CDAHFD diet and n = 4 for 12 weeks of CDAHFD diet, mean ± SD, Mann-Whitney test, \*p<0.05. **E)** Evaluation of liver bacterial load as a function of diet. Graph representative of the number of copies of the gene encoding 16S rRNA obtained after amplification by qPCR for 3 liver samples from SD-fed mice and 3 CDAHFD-fed mice (top). Image of genomic gel of corresponding samples after amplification of V4 region of the 16S rRNA gene by standard PCR (bottom).

## Supplemental Figures – Figure S3

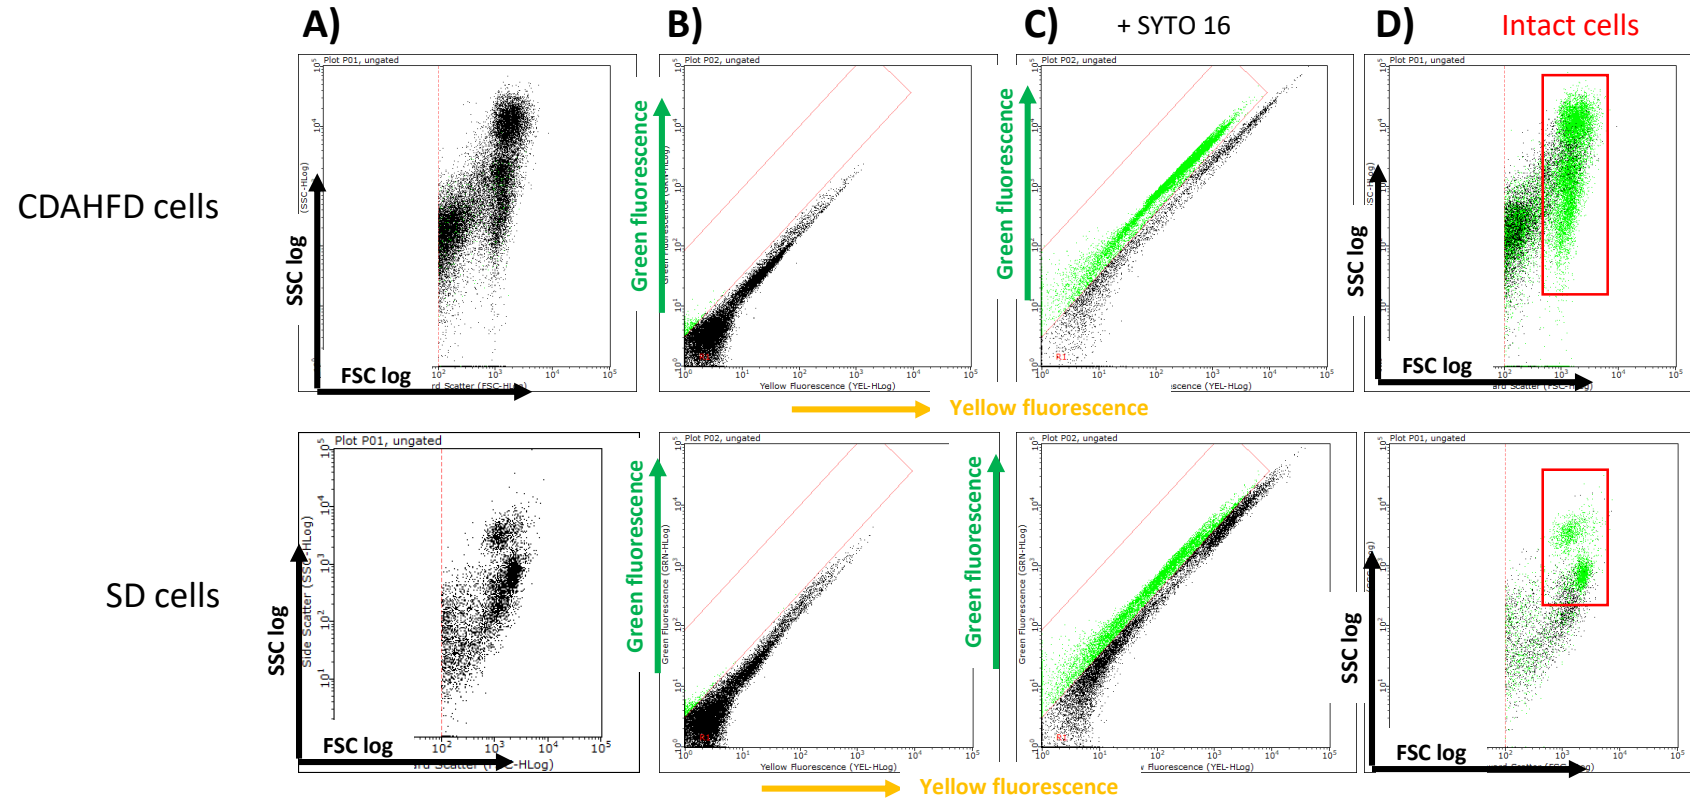

**Figure S3 : Localization of cells obtained from CDAHFD- and SD-mouse liver after density gradient on FSC/SSC dot plot.** A) Dot plot of cell preparations analyzed as a function of FSC and SSC. B) Dot plot of the same cell preparations without labeling, analyzed according to green fluorescence ( $\lambda_{exc} = 488$  nm and  $\lambda_{em} = 525$  nm) and yellow fluorescence ( $\lambda_{exc} = 488$  nm and  $\lambda_{em} = 583$  nm). C) Dot plot of the cell preparations labeled with SYTO16. The points corresponding to the positive SYTO16 labelling are represented in green. D) The points corresponding to the syto16-labelled events, therefore to intact cells are represented in green on the FSC-SSC dot plot.

## Supplemental Figures – Figure S4

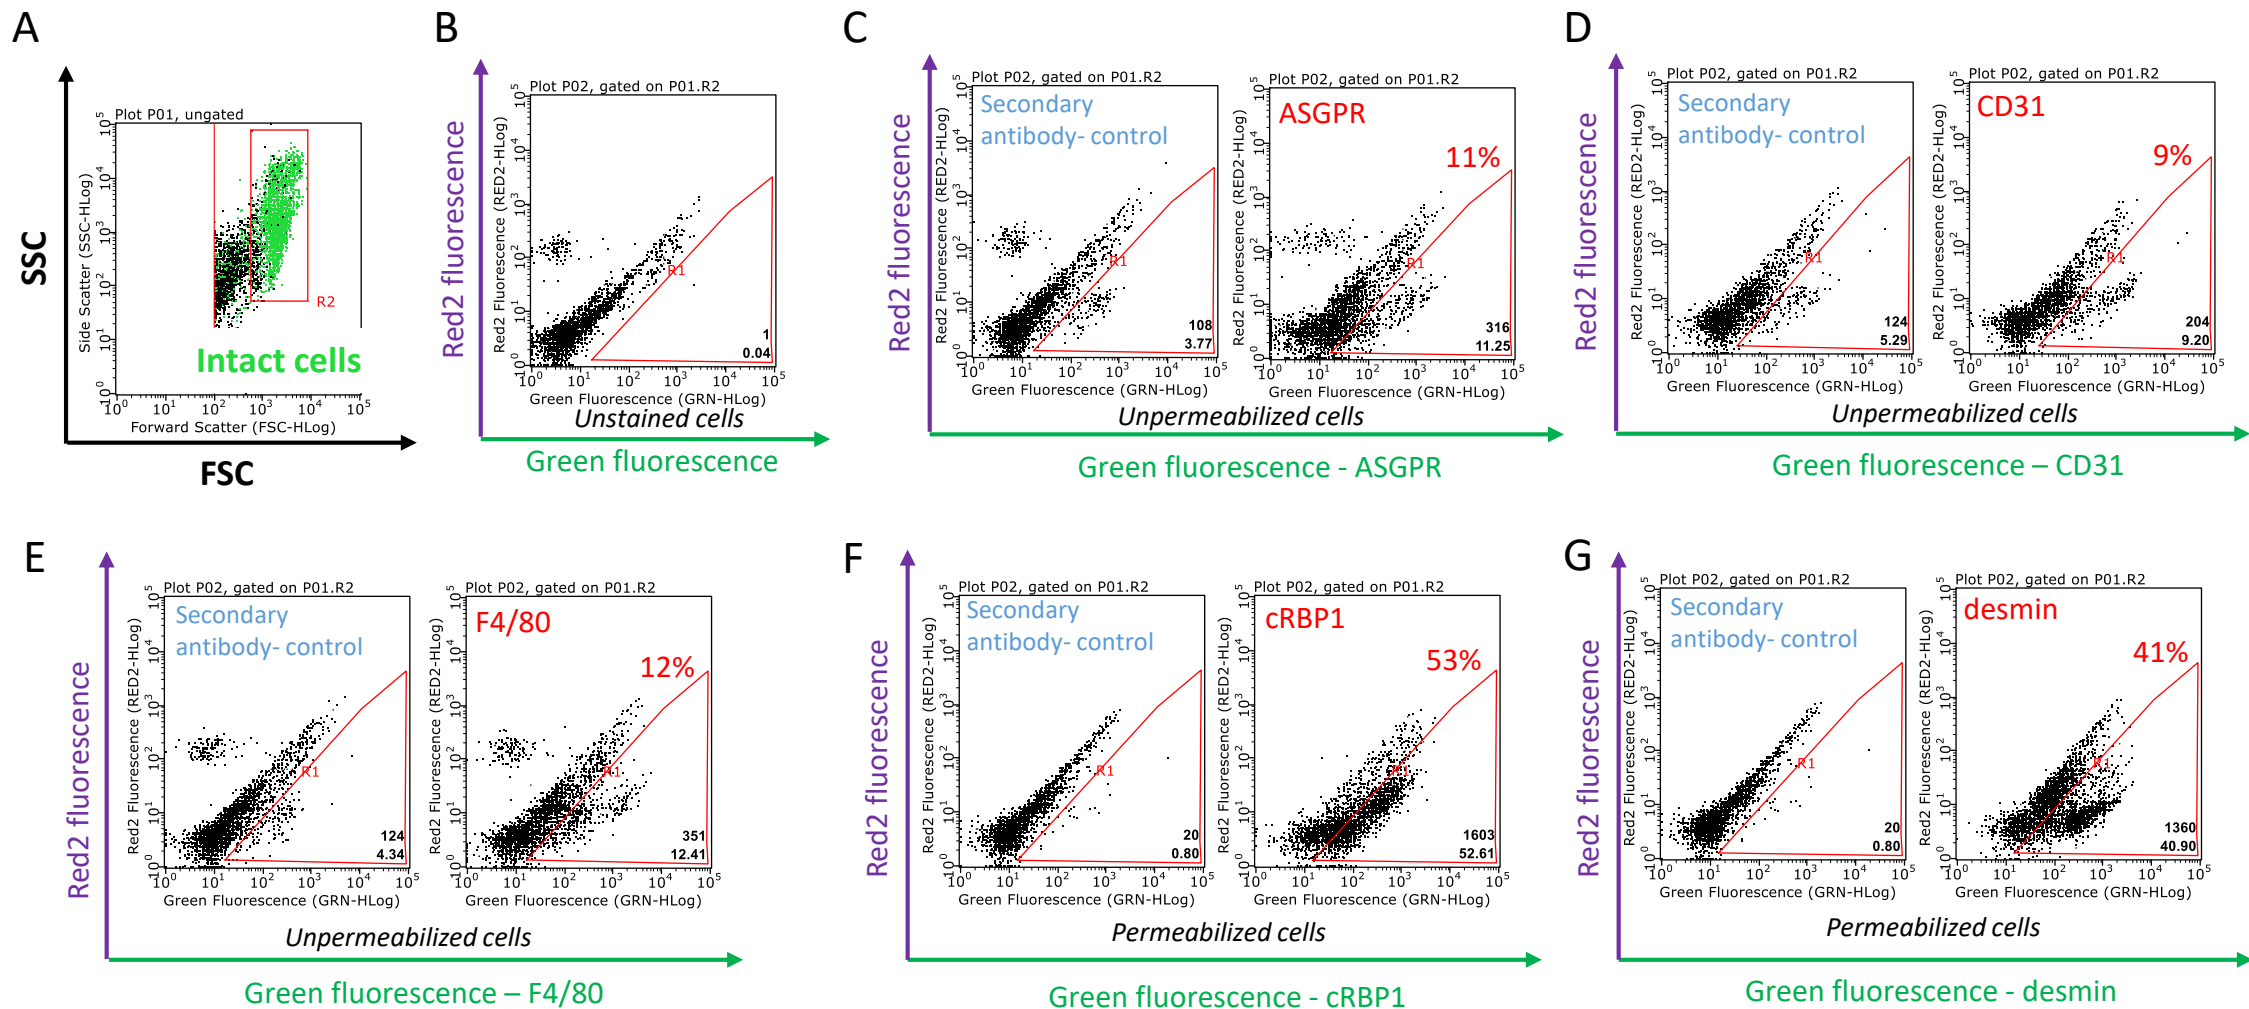

**Figure S4 – Flow cytometry analysis of liver cell markers on a cell preparation obtained after density gradient from CDAHFD mouse liver.** Representative dot plots used for figure 2.C. (A) Intact cells (green) are identified by Syto 16 labeling as shown in Figure S3. (B-G) Representative dot plots of Red2 fluorescence (autofluorescence,  $\lambda_{exc} = 640$  nm and  $\lambda_{em} = 661$  nm) as a function of Green fluorescence (marker labeling,  $\lambda_{exc} = 488$  nm and  $\lambda_{em} = 525$  nm), for different markers. B) The autofluorescence signal in Red2 laser emitted by the cells, mainly by the hypHSCs, interferes with the evaluation of the labeling when the data are represented in the form of a histogram (see figure S7), which explains the choice of a dot plot representation. (C-E) Representative dot-plots of ASGPR (hepatocytes), F4/80 (macrophages) and CD31 (endothelial cells) labeling on unpermeabilized cells as these are extracellular surface markers; (F-G) Representative dot-plots of desmin and cRBP1 labeling on permeabilized cells as these are typical intracellular markers of HSCs. The percentage of positive cells for each marker is indicated in red on the dot plot. The percentage of cells nonspecifically labeled with the secondary antibody conjugated to Alexa 647 alone (leftmost dot plot for each marker) is approximately 4–5% for non-permeabilized cells (C-E, ASGPR, CD31, and F4/80 markers) and negligible (<1%) for permeabilized cells (F-G, desmin and cRBP1 markers).

## Supplementary figure S5

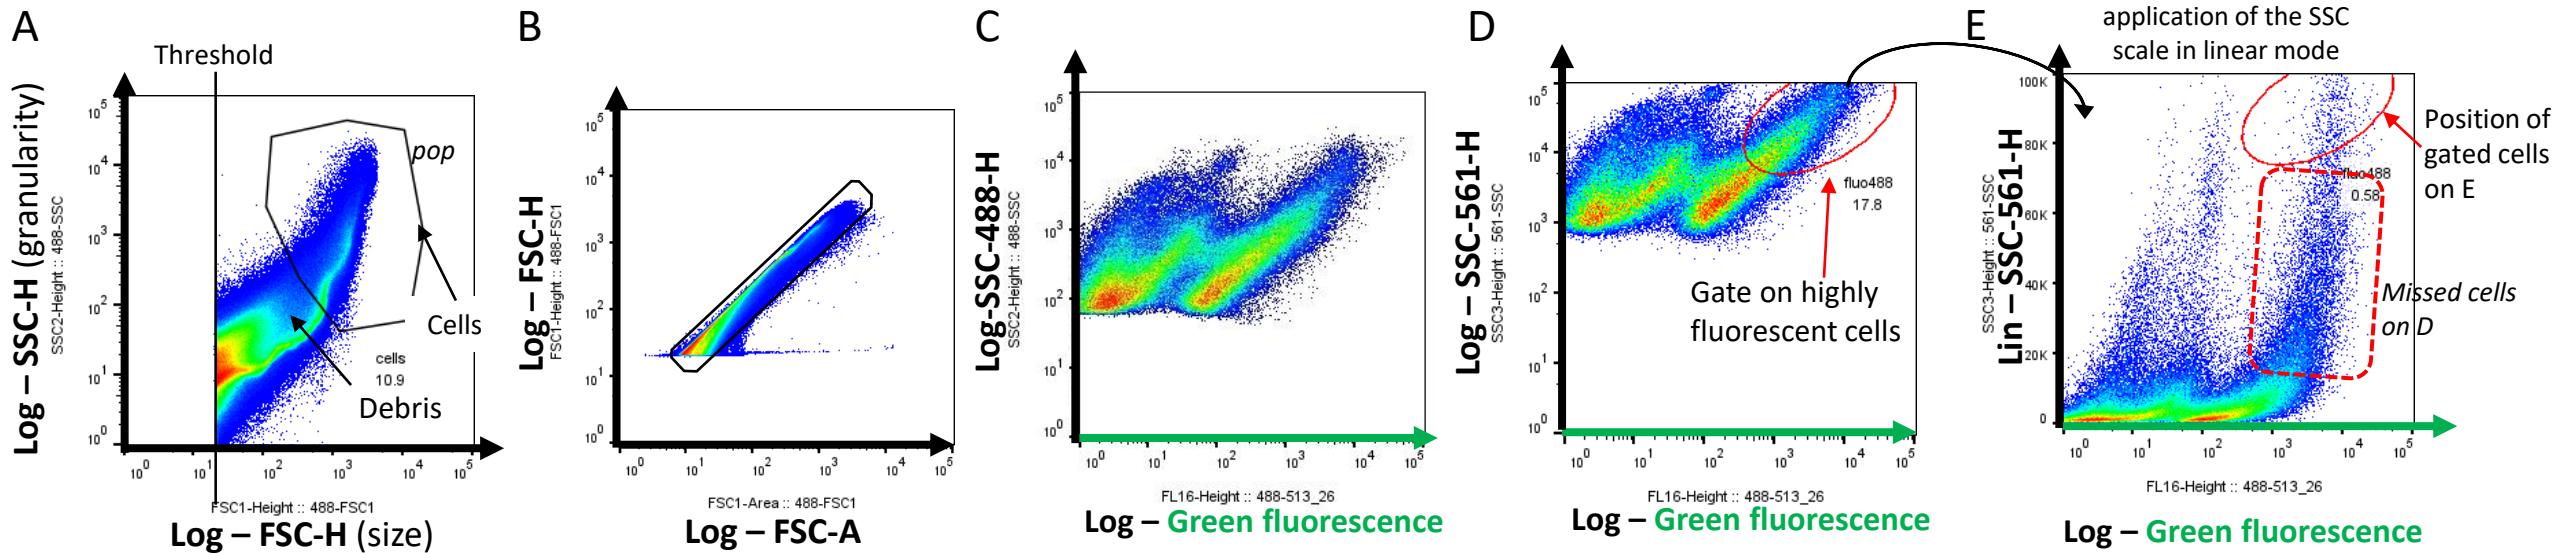

**Supplementary figure S5. SSC scale adjustment strategy for precise selection of hypHSC on SSC/green fluorescence dot plot.**

A) log-SSC/log-FSC dot plot allowing to determine the gate for cells, B) doublet cell elimination, C) dot plot for log-SSC on 488 laser /log-green fluorescence (488 laser), D) dot plot for log-SSC on 561 laser / log-green fluorescence (488 laser) and example of gating (red circle) to highly green fluorescent cells . E) application of the SSC-561 scale in linear mode on dot plot for SSC-561/log-green fluorescence showing position of selected cells on E on highly fluorescent and highly granular cells, and highlighting that using log-SSC mode led to miss low SSC-high fluorescent cells (red dotted area).

## Supplemental Figures – Figure S6

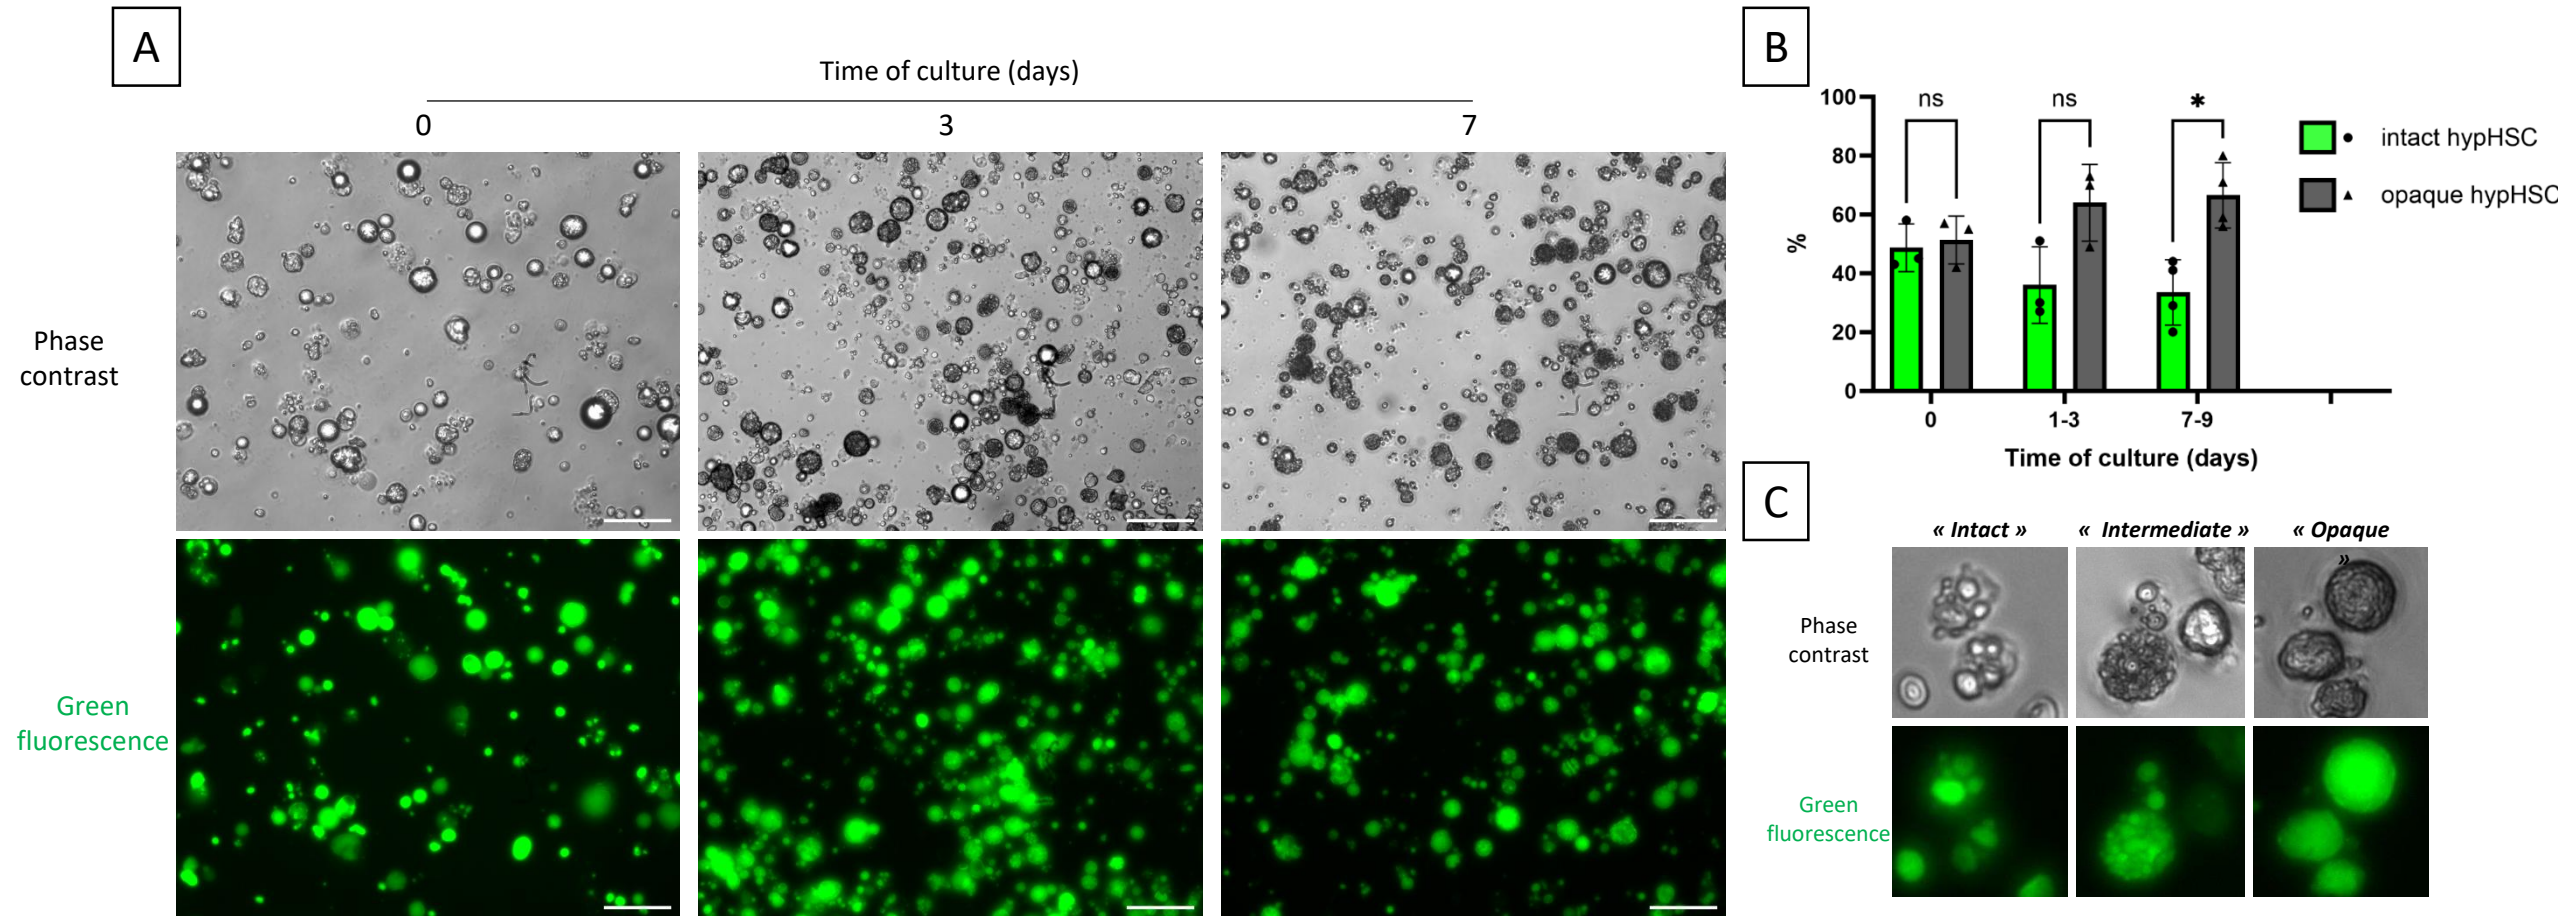

**Figure S6 . Evolution of hypHSC phenotype as a function of culture time** A) Phase contrast and green fluorescence ( $\lambda_{exc}=488\text{nm}$ ,  $\lambda_{em}=500-550\text{nm}$ ) microscopy images at  $t=0$ , 3 and 7 days after sorting. Bars= $50\mu\text{m}$  B) Quantification of opaque and intact hypHSCs by microscopy at a function of time (Mann Whitney test,  $n=3-4$  independent experiments) C) Phase contrast and green fluorescence ( $\lambda_{exc}=488\text{nm}$ ,  $\lambda_{em}=500-550\text{nm}$ ) microscopy images of different phenotypes of hypHSCs according to the state of fluorescent droplets.

## Supplemental Figures – Figure S7

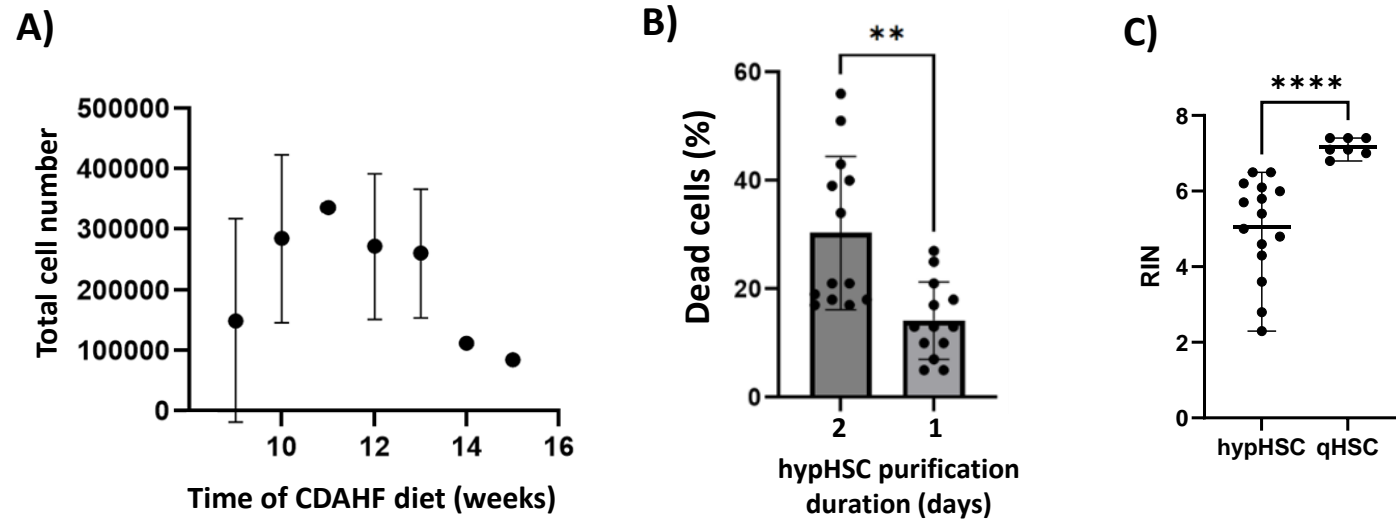

**Figure S7 : A) Number of recovered cells after FACS as a function of CDAHFD time.** Statistics: for 11 weeks n=1; for 9, 14 and 15 weeks : n=2, for 10 and 13 weeks and for 12 weeks: n=8, mean  $\pm$  standard deviation, Kruskal-Wallis test not significant. **B) Mortality of hypHSCs collected after sorting according to the duration of purification (1 or 2 days).** Statistics: n = 13 CDAHFD mice for both conditions, mean  $\pm$  SD, \*\*p<0.005, Mann-Whitney test. **C) RIN values of RNAs extracted from sorted hypHSC and qHSC for RNAseq.** hypHSC n=15; qHSC n=7. \*\*\*\*p<0.0001 Mann-Whitney test

## Supplemental Figures – Figure S8

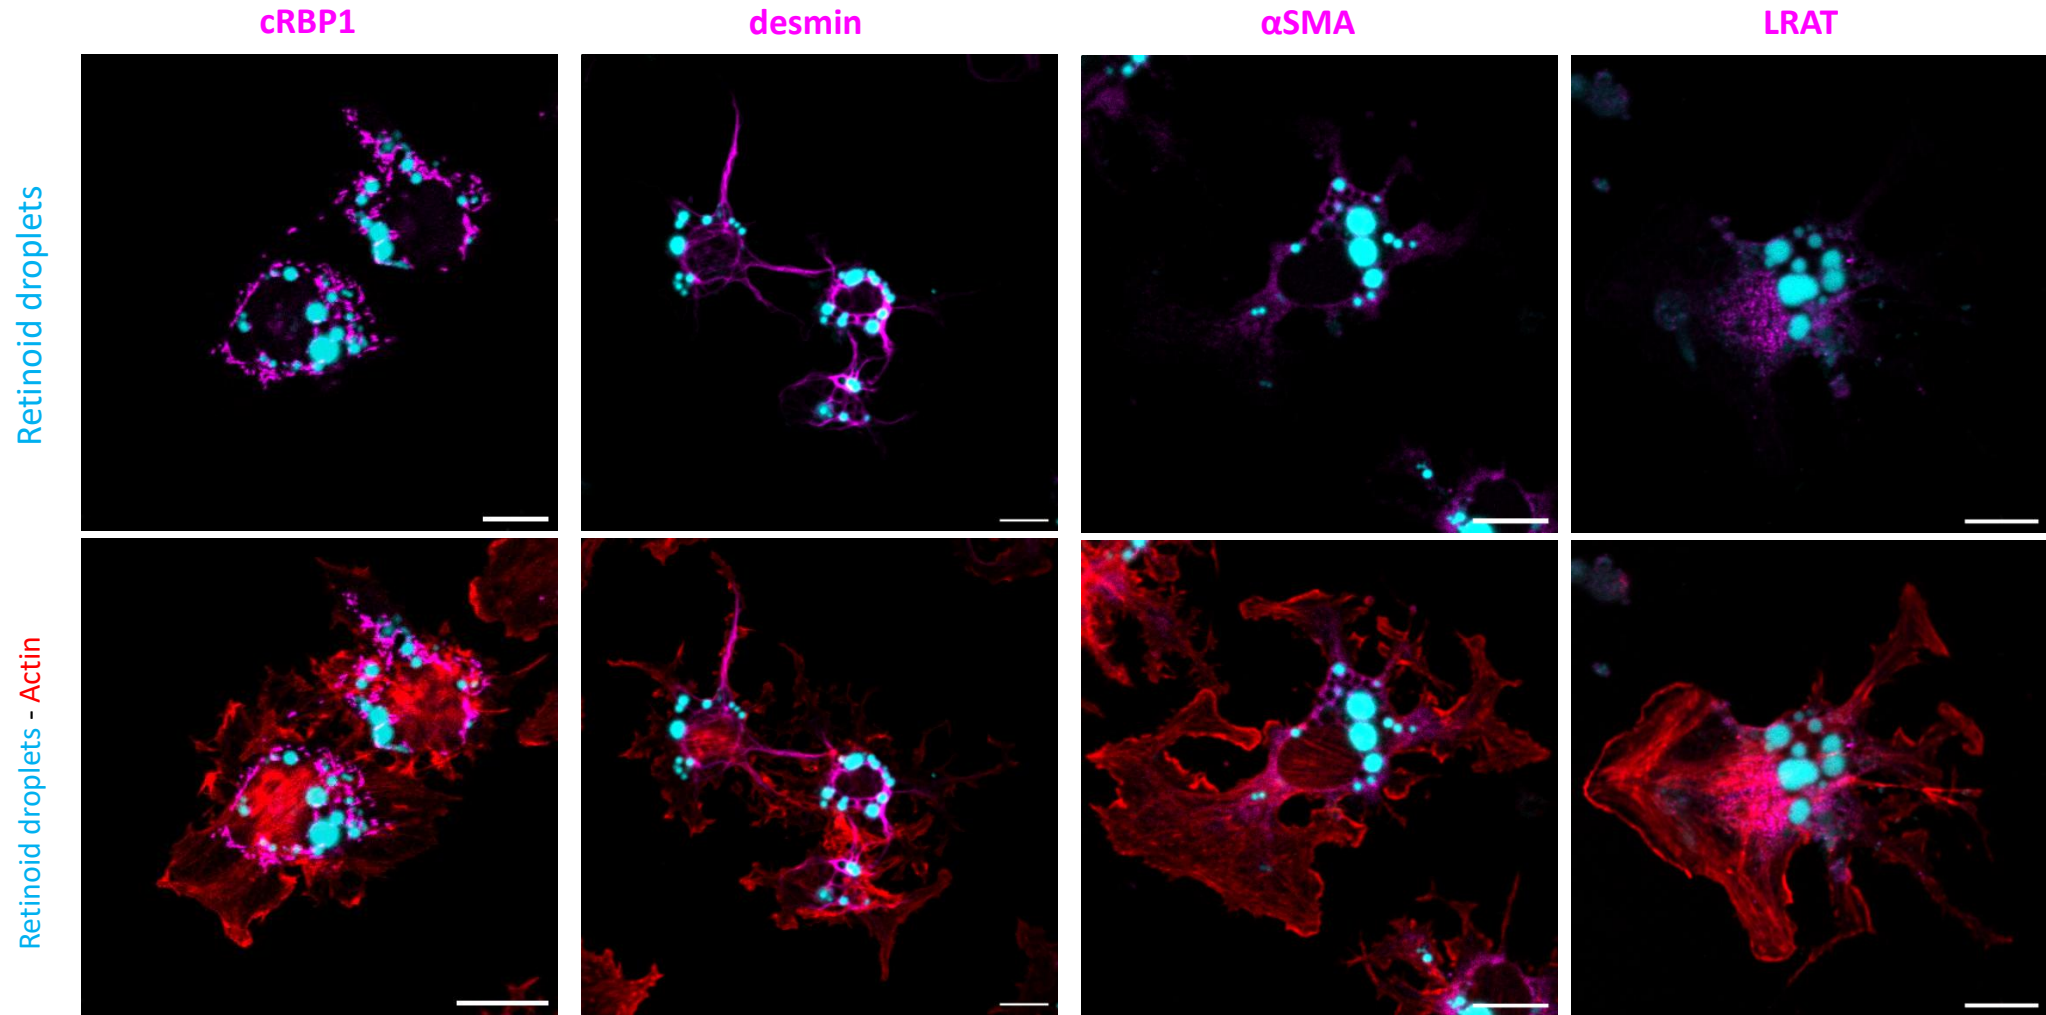

**Figure S8. Immunolabeling of stellate cell markers on primary murine HSC purified from SD mouse liver.** Purified qHSCs from SD mouse liver were seeded in microwells mounted on a polymer coverslip (Ibidi) at a density ranging from 6000 to 10000 cells/cm<sup>2</sup> and left to adhere for 16 hours at 37°C / 5% CO<sub>2</sub> and fixed with PFA 4% for immunolabeling as described in material and methods. Representative images of cRBP1, desmin, αSMA and LRAT immunostaining ( $\lambda_{exc}$ = 638nm,  $\lambda_{em}$ = 650-700 nm, magenta) merged with retinoid autofluorescence in the blue range ( $\lambda_{exc}$ = 405 nm,  $\lambda_{em}$ = 415-490 nm, cyan) (top panels) and actin stained with fluorescent phalloidin, , to visualize cells ( $\lambda_{exc}$ = 552 nm,  $\lambda_{em}$ = 560-630 nm, red) (bottom panels) acquired by confocal microscopy. Scale bar 10  $\mu$ m.

## Supplemental Figures – Figure S9

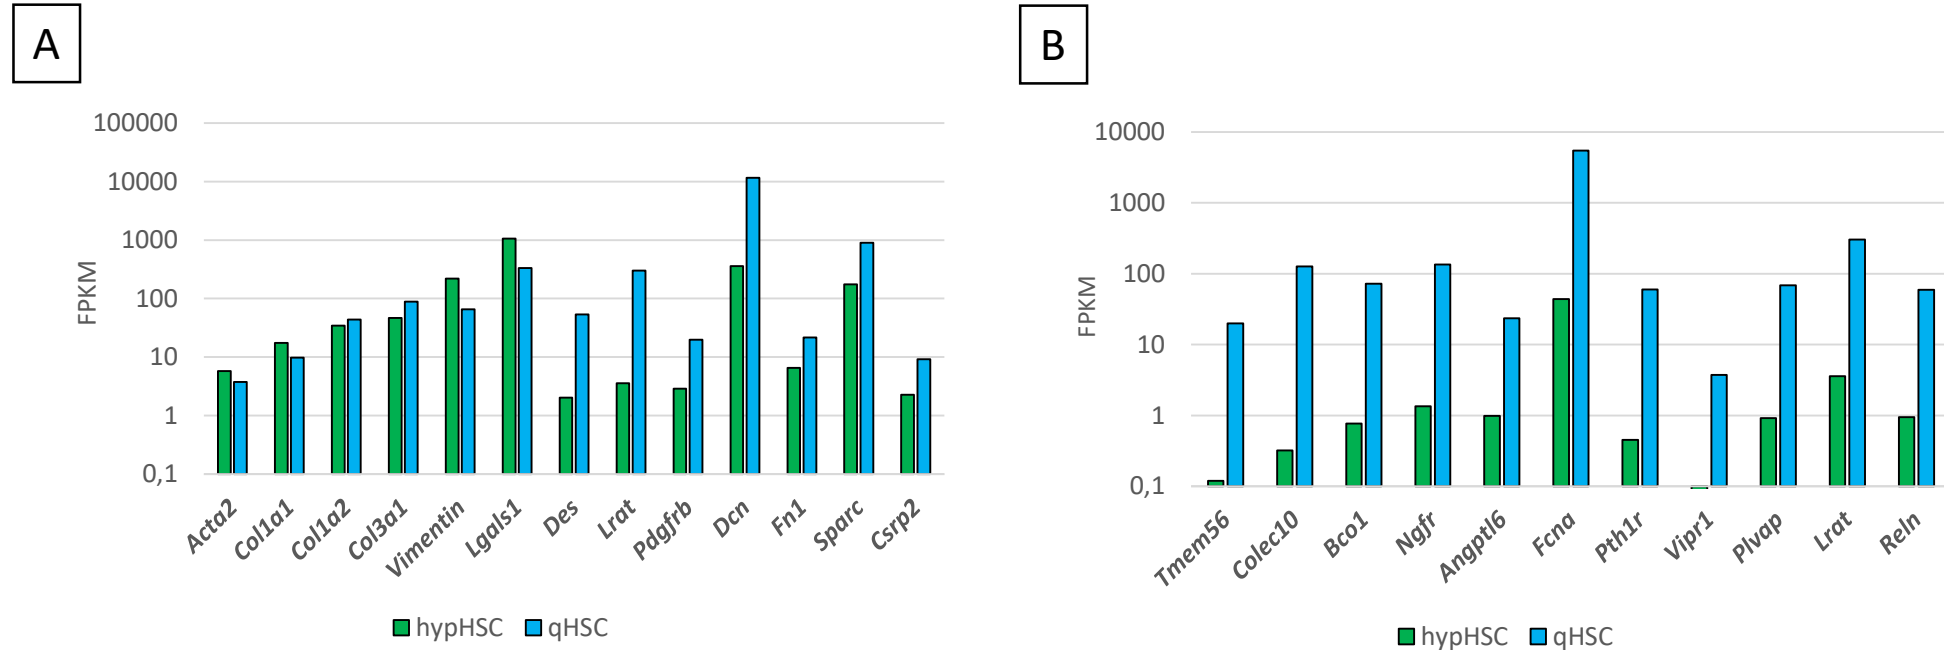

**Figure S9. Analysis of the expression of some HSC canonical (A) and specific marker (B) genes by quiescent and hypertrophied HSCs.** FPKM (Fragments Per Kilobase of transcription per Million mapped reads) mean of 5 samples for each condition. (A) Acta2=  $\alpha$ -SMA; Col1a1, Col1a2 and Col3a1 = collagens 1a1, 1a2 and 3a1; Vim=vimentin; Lgals1 = galectin-1; Des = desmin; Lrat = lecithin retinol acyltransferase; Pdgfrb = PDGFR- $\beta$ ; Dcn = decorin; Fn1 = Fibronectin; Sparc = osteonectin; Csrp2 = cysteine- and glycine-rich protein. (B) Tmem56/Tlcd4 (TLC domain containing 4), Colec10 = Collectin subfamily member, Bco1 = betacarotene oxygenase 1, Plvap = plasmalemma vesicle associated protein, Fcna = ficolin a, Pth1r = parathyroid hormone 1 receptor, Angptl6 = angiopoietin like 6, Lrat = lecithin retinol acyltransferase, Reln = Reelin, Vipr1 = Vasoactive intestinal peptide receptor 1, Ngfr = Nerve Growth Factor receptor.

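FPKM divides the reads of a gene by its length and by the total of the library, so that genes can be ranked within a condition, while the fold changes come from counts normalized between libraries. For *Lgals1* (chromosome 15, 78810925 to 78814666), a canonical gene of the figure that the text does not discuss, the normalized counts (mean ± SD, n = 5 libraries) were 71201 ± 27022 in hypHSCs and 17032 ± 7660.3 in qHSCs, a log2 fold change of 2.08 (standard error 0.31, adjusted p = 2.60e-04 from limma with Benjamini-Hochberg adjustment). Here qHSC 3 stood above the other qHSC libraries, and another gene covers 30.6% of the exon bases of *Lgals1*.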

## Supplemental Figures – Figure S10

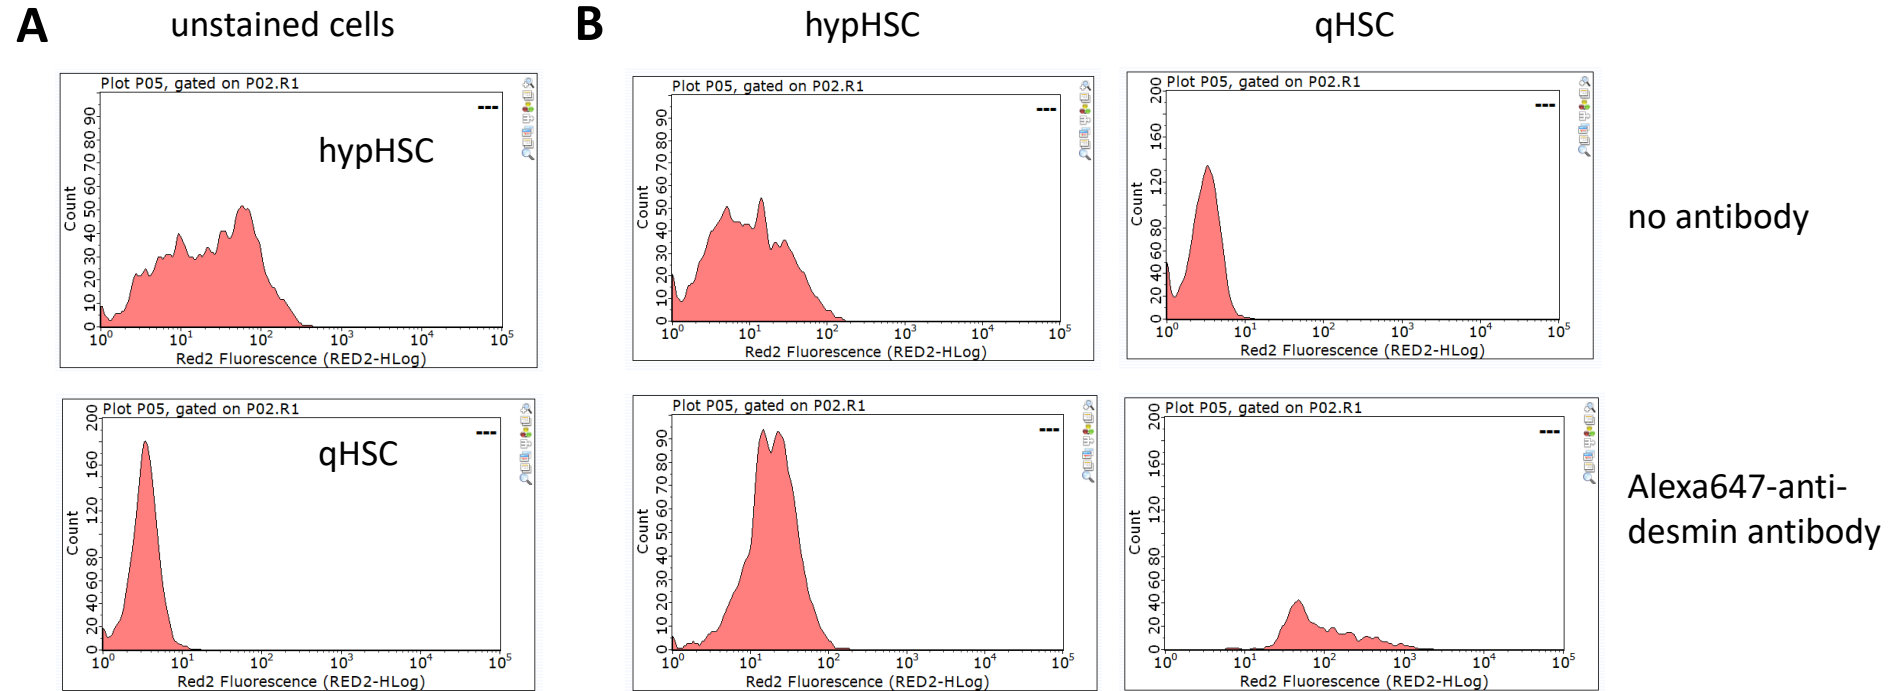

**Figure S10. Representative histograms from flow cytometry analysis of sorted hypertrophied and quiescent HSC.** Hypertrophied (hypHSC) and quiescent (qHSC) hepatic stellate cells were analyzed by flow cytometry and Red2 fluorescence signals were recorded and displayed as histograms. A) unstained cells. B) unstained cells (up) and cells stained with Alexa647-labeled anti-desmin antibody (down). HypHSC show a very broad fluorescence signal, much more wide-ranging than that of qHSCs. When these two cell types are analyzed by flow cytometry, e.g. with excitation at 647 nm, qHSCs show a classic peak in the low range of fluorescence intensity, whereas hypHSCs show a much wider distribution of cells as a function of fluorescence intensity, with a heterogeneous profile. When both cell types are incubated with an anti-desmin antibody coupled to the Alexa 647 fluorophore, the qHSC peak shifts towards higher intensities, univocally demonstrating labeling of all cells. For hypHSCs, the shape of the distribution profile changes, but the range of intensities remains unchanged, making it impossible to demonstrate specific labeling.

## Supplemental Tables - Table S1

| gene name | regulation<br>(up/down/NR) | Fold change | P-value  | hypHSC     |       | qHSC       |       |
|-----------|----------------------------|-------------|----------|------------|-------|------------|-------|
|           |                            |             |          | expression | Rank  | expression | Rank  |
| adipor1   | up                         | 2.57        | 6.97E-13 | 10.57      | 4033  | 5.18       | 7025  |
| sparc     | down                       | 3.94        | 1.53E-04 | 175.7      | 440   | 900.2      | 58    |
| dcn       | down                       | 25.27       | 4.65E-65 | 357.15     | 209   | 11620.53   | 2     |
| csrp2     | down                       | 3.14        | 1.16E-05 | 2.27       | 9045  | 9.25       | 5127  |
| bambi     | down                       | 2.67        | 8.75E-04 | 0.78       | 13334 | 2.74       | 9305  |
| plin2     | up                         | 3.43        | 4.77E-10 | 733.77     | 93    | 270.2      | 252   |
| vim       | up                         | 4.33        | 4.52E-15 | 218.77     | 338   | 65.76      | 1175  |
| pparg     | up                         | 90.29       | 1.30E-13 | 11.66      | 3793  | 0.17       | 23446 |
| lrat      | down                       | 66.45       | 6.44E-53 | 3.59       | 7345  | 301.73     | 217   |
| gfap      | down                       | 43.48       | 1.73E-09 | 0.27       | 19337 | 14.17      | 4013  |
| des       | down                       | 20.82       | 5.58E-14 | 2.03       | 9500  | 53.68      | 1421  |
| acta2     | NR                         |             |          | 5.81       | 8071  | 3.78       | 5725  |
| col1a1    | NR                         |             |          | 17.54      | 2882  | 9.86       | 4963  |
| col1a2    | NR                         |             |          | 34.41      | 1795  | 43.67      | 1690  |
| col3a1    | NR                         |             |          | 46.92      | 1410  | 88.44      | 866   |
| notch3    | NR                         |             |          | 0.07       | 25761 | 0.13       | 24490 |
| timp1     | NR                         |             |          | 50.73      | 1327  | 30.77      | 2267  |

**Table S1. Regulation of HSC specific genes.** Table of HSC specific genes with regulation in hypHSC compared to qHSC, value of fold-change, p-value and corresponding expression value (FPKM) and rank for hypHSC and qHSC. Data normalized using RPKM/FPKM method are used to compare expression between genes within a sample, while fold change between samples (Differential expression analysis) used DEseq2 method of normalization. NR = unregulated, up = up-regulated (pink), down = down-regulated (green).

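The rank of a gene is its place when all genes of a condition are ordered by mean FPKM, so a low number marks an abundant transcript. FPKM recomputed here, from the recovered reads, the exon lengths of the GENCODE annotation of GRCm39 and the reads on genes with a symbol, gave *Dcn* rank 717 in hypHSCs and 21 in qHSCs, *Plin2* rank 214 and 579, *Sparc* rank 539 and 99, and *Pparg* rank 4635 and 15056. These ranks count only genes with a symbol.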

## Supplemental Tables - Table S2

| Gene                                                   | Name                                                        | Regulation | Fold-Change | p-value  | qHSC (FPKM) | hypHSC (FPKM) |
|--------------------------------------------------------|-------------------------------------------------------------|------------|-------------|----------|-------------|---------------|
| <b><i>Lipid uptake and intracellular transport</i></b> |                                                             |            |             |          |             |               |
| <i>Cd36</i>                                            | CD36 molecule                                               | up         | 489.81      | 5.80E-28 | 2.45        | 938.32        |
| <i>Slc27a1/ Fatp // Fatp1</i>                          | solute carrier family 27 (fatty acid transporter), member 1 | up         | 10.45       | 2.22E-10 | 1.71        | 14.65         |
| <i>Fabp1</i>                                           | fatty acid binding protein 1, liver                         | NR         | 1.35        | 7.03E-01 | 681.17      | 684.77        |
| <i>Fabp5</i>                                           | fatty acid binding protein 5, epidermal                     | up         | 379.04      | 8.33E-57 | 1.95        | 574.89        |
| <i>Fabp4</i>                                           | fatty acid binding protein 4, adipocyte                     | up         | 301.24      | 3.36E-50 | 1.66        | 387.59        |
| <i>Lpl</i>                                             | lipoprotein lipase                                          | up         | 13.72       | 2.99E-45 | 49.41       | 542.74        |
| <b><i>Lipolysis / Lipogenesis</i></b>                  |                                                             |            |             |          |             |               |
| <i>Gpat2</i>                                           | glycerol-3-phosphate acyltransferase 2, mitochondrial       | down       | 228.81      | 1.40E-85 | 127.46      | 0.44          |
| <i>Nceh1</i>                                           | neutral cholesterol ester hydrolase 1                       | up         | 67.75       | 6.76E-39 | 0.71        | 38.05         |
| <i>Pnpla2 (Atgl)</i>                                   | patatin-like phospholipase domain containing 2              | up         | 2.82        | 2.28E-02 | 7.52        | 17.11         |
| <i>Plin2</i>                                           | Perilipin-2                                                 | up         | 3.43        | 4.77E-10 | 270.20      | 733.77        |
| <b><i>Retinoid metabolism</i></b>                      |                                                             |            |             |          |             |               |
| <i>Lrat</i>                                            | lecithin-retinol acyltransferase                            | down       | 66.45       | 6.44E-53 | 301.73      | 3.59          |
| <i>Dhrs3</i>                                           | dehydrogenase/reductase (SDR family) member 3               | up         | 2.06        | 3.10E-02 | 331.14      | 544.94        |
| <i>Rdh13</i>                                           | retinol dehydrogenase 13 (all-trans and 9-cis)              | up         | 3.14        | 5.89E-03 | 10.98       | 26.63         |
| <i>Rbp1</i>                                            | retinol binding protein 1, cellular                         | down       | 11.05       | 1.80E-20 | 208.93      | 14.59         |

**Table S2. Regulation of lipid metabolism pathways in hypHSC vs qHSC.** Table genes with regulation in hypHSC compared to qHSC, value of fold-change, p-value and corresponding expression value (FPKM) for hypHSC and qHSC. Data normalized using RPKM/FPKM method are used to compare expression between genes within a sample, while fold change between samples (Differential expression analysis) used DEseq2 method of normalization. NR = unregulated, up = up-regulated (pink), down = down-regulated (green).

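The table gives the regulation of genes of lipid uptake, lipolysis, lipogenesis and retinoid metabolism with the authors' fold changes and FPKM. Of its genes that the text does not discuss, *Nceh1* (chromosome 3, 27237143 to 27338757), which encodes a cholesteryl ester hydrolase, rose from 219.9 ± 159 normalized counts (mean ± SD, n = 5 libraries) in qHSCs to 14889 ± 1825 in hypHSCs, a log2 fold change of 6.38 (standard error 0.42, adjusted p = 6.91e-07 from limma with Benjamini-Hochberg adjustment). *Fabp1* (chromosome 6, 71176861 to 71182018) had 22348 ± 6962 in qHSCs and 30120 ± 38034 in hypHSCs, where single libraries ranged from 2849 to 94816, and was not a DEG (-0.49, standard error 0.77, adjusted p = 0.624 from limma). The direction of *Fabp1* was not determined, since its mean count was higher in hypHSCs while its mean log2 value was lower, and DESeq2 on the recovered reads gave 0.43.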

## Supplemental Tables - Table S3

| Gene           | Sense strand               | Antisense stand               |
|----------------|----------------------------|-------------------------------|
| <b>Fn1</b>     | GAGAGGAGTGGGAGCGGTTG       | TCCCTTTCCATTCCCGAGGC          |
| <b>Laminin</b> | GCCGGGTGAGGAGAACAAAGTA     | TGGAGAGGTAGCGGGGAGAAA         |
| <b>Pdgfra</b>  | AAACAAACGGAGGAGCTGCG       | CCCCATAGCTCCTGAGACCTTC        |
| <b>Pdgfrb</b>  | ACGTGGACCCTGTGCAGTTG       | GAGTGCGTCCCAGAACAAGC          |
| <b>Itgav</b>   | CTTTGGGCTGTGGAATCGCC       | AGGATTGCGCTCTTGCCTCT          |
| <b>IL1b</b>    | TCACAAGCAGAGCACAAGCC       | GCATTAGAAACAGTCCAGCCC         |
| <b>18S</b>     | TTGACGGAAGGGCACCACCAG      | GCACCACCACCCACGGAATCG         |
| <b>PGK1</b>    | GCTGAACTCAAATCTCTGCTG      | TCTTTTCCCTTCCCTTCTTCC         |
| <b>HPRT1</b>   | GCTTACCTCACTGCTTTCC        | TTCATCATCGTAATCACGAC          |
| <b>MMP12</b>   | GATGAGGCAGAAACGTGGAC       | TGGGGTACATTATTGACTTTGGA       |
| <b>LRAT</b>    | GTCCACAGGCTGAGAAGTTCTAT    | AATCCCAAGACAGCCGAAGCA         |
| <b>Col1a1</b>  | GTC GCT TCA CCT ACA GCA C  | CAA TGT CCA AGG GAG CCA C     |
| <b>Col5a1</b>  | CAA AGG TGA AAA GGG CCA TC | CTC CTT TAG GAC CAG ATG AAC C |
| <b>Timp 1</b>  | TCCTAGAGACACACCAGAGCAGA    | GGGGAACCCATGAATTTAGCCC        |
| <b>Timp 2</b>  | GGCTGTGAGTGCAAGATCACT      | CACGCGCAAGAACCATCACTT         |
| <b>aSMA</b>    | GGCTCTGGGCTCTGTAAGG        | CTCTTGCTCTGGGCTTCATC          |
| <b>TNF</b>     | AGAAAAGCAAGCAGCCAACC       | CATAGGCACCGCCTGGAGT           |
| <b>Thsb2</b>   | CATCGGTGCCAAGCAGTTCC       | ACTTGCGGTCCTGCTTCAGT          |
| <b>Actine</b>  | GCTTCTTTGCAGTCCTTCG        | ACCCATTCCCACCATCACAC          |

**Table S3: Primer sequences used for qPCR analysis of gene expression**

How the deposited data were processed for this re-analysis (not part of the article)

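Gene expression was measured by RNA sequencing in 10 libraries, 5 of hypHSCs from mice on the CDAHFD and 5 of qHSCs from mice on the standard diet, and the comparison was hypHSCs against qHSCs. The deposited values are a signal per gene that the authors made by mapping the reads to the mm39 (GRCm39) mouse genome with STAR, counting them per gene with featureCounts without regard to strand, and dividing the counts of each library by its DESeq2 size factor. The unit is the normalized count. Each deposited column was multiplied by a factor under which its values became whole reads, which held for 100% of the values of each library, and size factors computed from these reads equalled the deposited ones, 0.661 to 1.20 in hypHSCs and 1.10 to 1.33 in qHSCs. The recovered reads were used for depth, FPKM, DESeq2 and edgeR, and the deposited values for everything else.

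Of the 62322 entries of the deposited table, the 25233 with a gene symbol were used. This choice was made after the table had been seen but before any gene was tested, and the 37089 entries without a symbol, 13 of them mitochondrial, were included in an alternative. Mitochondrial entries held 2.21% to 12.8% of the reads of hypHSCs and 1.25% to 1.61% of those of qHSCs. Genes with at least 10 normalized counts in at least 5 of the 10 libraries were tested. Values were taken as log2(normalized count + 1) and compared with limma (version 3.58.1, lmFit and eBayes with an intensity trend) in R 4.3.3, with Benjamini-Hochberg adjustment over the genes tested. A DEG had an absolute log2 fold change of at least 1 and an adjusted p of at most 0.05. Standard errors are those of limma, and exact two-sided permutation tests over the 252 arrangements of 5 libraries against 5 were run on the log2 values of single genes. The tests, the gene lists, the naming rule and the alternatives, except those named as added, were fixed before the data were examined.

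At this depth a gene with 3 reads or fewer was treated as being at the floor of detection, and where all libraries of a group were at the floor, the fold was computed against the floor as a lower bound. These limits cover counting error only. The replicates of a group are preparations, and their spread is given as SD.

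Lists of genes of liver cell types, cell states and processes were drawn up from general knowledge, without the genes that the paper names: core macrophage, resident Kupffer cell, lipid-associated macrophage, neutrophil, T and NK cell, B cell, sinusoidal endothelial cell, hepatocyte, cholangiocyte, mesothelial cell, quiescent HSC, activated HSC and myofibroblast, portal fibroblast, proliferation, immediate early response, interferon response, retinoid handling, triglyceride synthesis, erythroid, Y chromosome and female-specific genes. Gene families (cathepsins, vacuolar proton pump subunits, MHC class II, Fcγ receptors, chemokines, toll-like receptors, metalloproteinases, TIMPs, integrins, laminins, collagens, cadherins and claudins) were taken by symbol and include genes that the paper names. Each list was summarised by the median log2 fold change of its tested genes and tested with limma's camera (preset correlation 0.01), with fry, and with camera at the estimated correlation, adjusted over the lists. Genes named in the text are those that the paper names in its text, Figure 6B, Figure S9 and Tables S1 and S2, members of the lists, and, of the DEGs with a mean of at least 100 normalized counts whose groups do not overlap, the 5 largest rises and the 5 largest falls. *Adgre1*, *Hprt*, *Pgk1*, *Actb*, *Gtpbp3*, *Fahd2a* and *Grtp1* were added for context after the values had been seen.

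The GENCODE annotation and the GRCm39 sequence gave the GC content and the summed exon length of each gene, the share of its exon bases covered by another gene, and stretches of 59 bases, the read length, shared with other genes. FPKM was recomputed from recovered reads, exon length and reads on genes with a symbol, since FPKM values were not used here otherwise. Alternatives changed 1 choice at a time: the pseudocount, the filter, the scaling of the libraries (same total, same upper quartile, TMM factors, or *Hprt*, *Pgk1* and *Actb*, which are 3 of the 4 reference genes of the paper's qPCR, without 18S), DESeq2 (1.42.0) or edgeR (4.0.16, quasi-likelihood) on the recovered reads, a test against the fold change threshold (limma treat), a robust fit, the replicate number as a block, the hypHSCs at 12 weeks only, and each library left out in turn. After the data had been seen, 3 alternatives were added: entries without a symbol included, DESeq2 on every entry, and log2 values corrected for GC content in each library (lowess, span 0.3). To ask how often other groupings give as large a result, 100 of the 126 splits of the libraries into groups of 5, the real one included, were drawn with a fixed seed.

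The steps were tested on simulated data, in which 200 genes were changed by known fold changes. Of the 192 changed genes among 14292 tested, limma called 125 (65.1%), DESeq2 163 (84.9%) and edgeR 123 (64.1%), with 4, 48 and 3 unchanged genes called. The simulated log2 fold changes were -3, -2, 2 or 3, and a far smaller share of genes changed than in the real libraries. The size factors used to simulate the reads were also used in the tests, so scaling was not tested. These rates therefore do not carry over to the real comparison. Other steps used Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. The paper's filter on intergenic background could not be applied because the table holds no intergenic regions, and gene ontology, qPCR, flow cytometry and imaging were not analysed here. Some genes that the paper names are not reported here.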

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

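Among the tests of explanations in this part, those on a small share of macrophages and on a lower share of stellate RNA behind the macrophage genes were written before their results were seen. All other tests of explanations were chosen only after. The criterion for the 5 lists below, a median log2 fold change above 0 and an adjusted p of at most 0.05 from limma's camera in genes that the paper does not discuss, was also set after the values had been seen.

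In 13 of 190 groups of 5 libraries (a gene, a list or the reads of a library, in hypHSCs or qHSCs), 1 library lay so far from the others that its gap to the nearest one, divided by the whole range, exceeded 0.71 (Dixon's criterion), where chance gives about 9.5. For genes, gap and range were taken on log2(normalized count + 1), while the values in brackets are normalized counts. The gap was 0.820 of the range for *Vim* in qHSC 3 (12993 against 7975 to 8706 in the other libraries, in normalized counts), 0.756 for *Lgals1* in qHSC 3 (30478 against 12166 to 15222 in the other libraries), 0.831 for *Timp1* in qHSC 3 and 0.759 for *Tlcd4* in qHSC 3, the lowest (579 against 990.2 to 1174 in the other libraries). In hypHSCs it was 0.773 for *Colec10* in hypHSC 3, the lowest (34.9 against 123 to 177 in the other libraries), 0.737 for *Fcna* in hypHSC 4, the highest (4079.9 against 1792 to 2225 in the other libraries), and 0.768 for *Pdgfra* in hypHSC 5, the lowest. Among mean log2 values of lists, it was 0.715 for the neutrophil list in qHSC 4 (4.52 against 1.11 to 2.09), 0.799 for the cholangiocyte list in hypHSC 1 (9.96 against 7.03 to 7.62), 0.760 for the mesothelial list in qHSC 4 (4.00 against 4.46 to 4.60), 0.773 for the immediate early list in qHSC 3 (11.62 against 12.84 to 13.20) and 0.744 for the interferon list in qHSC 3 (12.03 against 11.30 to 11.49). The reads on genes of qHSC 5 were the highest of the qHSCs, with a gap of 0.710, a difference in depth that the size factors remove. No explanation was tested for *Colec10*, *Fcna*, *Pdgfra* or the mesothelial list, and since the number of such groups is near that given by chance, single cases carry little weight. Without hypHSC 5 the mean of *Pdgfra* in hypHSCs rests on 4 libraries, and it remained a DEG.

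The library qHSC 3 accounts for 6 of these 13 cases. A candidate explanation is partly activated stellate cells in that preparation. Of the 14 tested genes of the activated HSC list, 7 were highest in qHSC 3 among the qHSC libraries, where chance gives 2.80. The quiescent HSC genes summed to 982175 normalized counts in qHSC 3 and 1485950 to 1811060 in the others, and the immediate early genes were lowest there. Because the pattern is in a single preparation, partly activated cells and a difference in its handling cannot be told apart. The depth of qHSC 3 (39022170 reads on genes) lay among the others, and its deviation from the mean of the qHSCs followed GC content with a Spearman's rho across genes of only 0.07, which argues against depth and GC content. Without qHSC 3, *Acta2* became a DEG and the log2 fold change of *Timp1* rose to 2.41. The age of qHSC 3 was that of qHSC 4, which did not show the pattern, and no biological explanation other than partly activated cells was tested.

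Genes of macrophages, which the paper does not list as such, were higher in hypHSCs. All 20 tested genes of the core macrophage list were DEGs higher in hypHSCs (median log2 fold change 4.96, from 1.73 to 8.07, adjusted p = 5.45e-10 from limma's camera), over all genes and adjusted over the list alone, as were all 10 genes of the lipid-associated macrophage list (4.77, from 1.73 to 10.06, adjusted p = 2.65e-07 from limma's camera). With the correlation between genes estimated from the data, camera gave an adjusted p of 0.439 and 0.0390 (limma). In qHSCs, 18 of the core and 9 of the lipid-associated genes also had a mean of at least 100 normalized counts. No gene of either list is in Figure 6B, in another cell type list or among the genes that the paper names. The core genes summed to 1175130 to 1802380 normalized counts in hypHSC libraries and 8346 to 150842 in qHSC libraries, and the lipid-associated genes to 235342 to 415214 and 19838 to 26906. Among abundant genes, *Lyz2* had 845672 ± 76695 normalized counts in hypHSCs and 10586 ± 12434 in qHSCs (mean ± SD, n = 5 libraries), *Ptprc*, the pan-leukocyte gene, 22574 ± 4920.3 and 973 ± 885, *Trem2* 23323 ± 3631 and 38.3 ± 39.9, and *Adgre1*, which encodes F4/80 and was chosen after its values were seen, 5507 ± 2689 and 532 ± 684. Only 1 of 100 splits of the libraries, the real one, gave a median of the core list as large, and the next had an absolute median of 4.35. The tables argue against the scaling of the libraries, since the median of the core list was at least 4.02 under the 4 scalings, and against GC content, since it was 5.00 after the correction. They argue against a lower share of stellate RNA that raises the genes of every other cell type alike, since the median of the core list exceeded that of the hepatocyte list (-0.44) by 5.39. They also argue against a small share of macrophages among otherwise unchanged stellate cells, since the median gene of the quiescent HSC list kept only 1.73% of its qHSC level in hypHSCs, and the gene that kept most 12.1%. What stays open is a source of most hypHSC RNA in macrophages in place of stellate cells, for which 15 of the 20 core genes were among the 500 most abundant genes of hypHSCs, a change of stellate cells towards this expression, or a mixture. In bulk libraries these cannot be told apart, because diet, age, digestion and sorting gate differed between the groups together and no library holds sorted macrophages. The paper reports protein evidence on this question. It states that F4/80 labelled few cells of the gradient preparations (Figure 2C) and was not seen on those with fluorescent droplets. Sorted hypHSCs were stained by antibodies to desmin, cRBP1 and αSMA, and were labelled for CD68 more than qHSCs. These measurements were not analysed here.

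Genes of cholangiocytes were higher in hypHSCs (median log2 fold change 4.70, all 6 tested genes DEGs, adjusted p = 0.00174 from limma's camera), and 1 of them had a mean of at least 100 normalized counts in qHSCs. Their normalized counts summed to 11258 in hypHSC 1 and 2289 to 3071 in the other hypHSC libraries, against 164 to 336 in qHSC libraries, and without hypHSC 1 the median was 4.22. The median exceeded that of the hepatocyte list by 5.14, which argues against a lower share of stellate RNA as the whole cause. RNA of biliary cells in the hypHSC preparations is a candidate explanation, with 6 of the 6 genes higher as it requires. It cannot be told apart from expression of these genes by the sorted cells, since all were low and no library of biliary cells is at hand, and the diet stays open as an untested biological explanation.

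Genes of neutrophils were higher in hypHSCs, with a median log2 fold change of 6.52 over the 5 tested of 11 listed genes, or 5.50 with 1 gene at the floor in qHSCs taken at its bound (adjusted p = 0.00423 from limma's camera), and 0 of them had a mean of at least 100 normalized counts in qHSCs. The median was 1.83 without the filter, 4.28 with a pseudocount of 5 and 9.82 with a pseudocount of 0.1, so its size is poorly determined. The most abundant, *S100a8*, had 2226 ± 1425 normalized counts in hypHSCs and 20.4 ± 42.7 in qHSCs. RNA of neutrophils in the hypHSC preparations is a candidate explanation, with 4 of the 5 tested genes DEGs higher in hypHSCs, but the genes are few and macrophages also express some of them, so it cannot be told apart from the macrophage pattern, and the diet stays open as an untested biological explanation.

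Genes of proliferation were higher in hypHSCs: 13 of 14 were DEGs, with a median log2 fold change of 2.82 (adjusted p = 8.30e-07 from limma's camera), and 9 had a mean of at least 100 normalized counts in qHSCs. *Mki67* had 776 ± 114 normalized counts in hypHSCs and 67.7 ± 19.9 in qHSCs, and *Top2a* 977 ± 492 and 119 ± 46.1. Scaling between libraries does not account for it, since the median was at least 1.89 under the 4 scalings. Whether the dividing cells were stellate cells or other cells of the preparations was not tested, and age, with hypHSCs from younger mice, and diet stay open as untested biological explanations.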

How the results depend on the processing

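The counts of DEGs, 5779 (2602 higher and 3177 lower in hypHSCs), stayed within 1.5 times of these values with a pseudocount of 0.1 (5531 DEGs) or 5 (5915), no filter (6257), a mean of at least 100 normalized counts (4382), the same total (6247), the same upper quartile (5749), TMM factors (5762), DESeq2 (5822) and edgeR (5280) on the recovered reads, a robust fit (5750), the hypHSCs at 12 weeks only (5937) and the correction for GC content (5754). Each library left out in turn gave 2432 to 2716 higher and 2809 to 3286 lower DEGs. Scaling on *Hprt*, *Pgk1* and *Actb* gave 8462 DEGs, of which 1472 were higher and 6990 lower, so 17.4% were higher, against 45.0%, and 4649 of the original DEGs were kept. This scaling lowers the log2 fold changes, those of genes near the floor by less than the others (the median of all genes was -1.12, against -0.20), because *Hprt*, *Pgk1* and, in 3 of the hypHSC libraries, *Actb* were themselves higher in hypHSCs. With the same total, 32.4% of the DEGs were higher and 4225 lower, with a median of all genes of -0.54, while the upper quartile and TMM factors gave -0.09 and -0.13. The test for a change beyond the threshold itself (limma treat) gave 3091 DEGs, 1465 higher and 1626 lower, a stricter criterion by construction. Of the alternatives chosen after seeing the data, including entries without a symbol gave 9291 DEGs (3911 higher, 5380 lower) among 24320 tested, and DESeq2 on every entry 10912 DEGs (5293 higher, 5619 lower) among 37272, both with more entries tested. In no alternative listed did a gene become a DEG in the opposite direction.

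The numbers 1 to 5 do not pair the libraries: the deviations of same-numbered hypHSC and qHSC libraries from their group means correlated across genes at 0.0658, 0.0734, 0.00815, 0.0616 and 0.129. With the number as a block there were 5786 DEGs (2557 higher, 3229 lower), 5588 of them among the original DEGs, *Col1a1* (1.23) was called, *Timp1* (1.76) was not, camera called MHC class II (2.49), Fcγ receptors (4.34) and toll-like receptors (3.09), and no other call of a gene that the paper names or of a list changed.

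All 57 genes that the paper names kept their direction and their side of the threshold with either pseudocount, without a filter, with TMM factors and with entries without a symbol included. With the same total, *Timp1* (1.41), *Dhrs3* (0.79), *Rdh13* (0.93) and *Adipor1* (just under the fold change threshold) were no longer DEGs, and with the upper quartile *Acta2* (1.83) became one and *Timp2* (0.018, from -0.09) changed sign. With 3 qPCR reference genes, *Col1a2* (-1.06), *Col3a1* (-1.54), *Notch3* (-1.62) and *Timp2* (-1.03) became DEGs lower in hypHSCs, and *Adipor1* (0.42), *Plin2* (0.78), *Timp1* (0.82), *Dhrs3* (0.21), *Rdh13* (0.35) and *Lamp1* (0.59) were no longer DEGs, as the shift of all genes implies. DESeq2 and edgeR on the recovered reads both changed the sign of *Col1a2* (0.034 and 0.034) and *Fabp1* (0.43 and 0.43), did not call *Timp1* (1.17 and 1.17) and called *Pnpla2* (1.50 and 1.50), and edgeR alone did not call *Slpi* (2.66). DESeq2 on every entry, chosen after seeing the data, gave the same changes as DESeq2 on the tested genes, with 0.034 for *Col1a2* and 0.43 for *Fabp1*. With the hypHSCs at 12 weeks only, *Col3a1* (-1.09) became a DEG and *Timp1* (1.39) and *Slpi* (3.03) were not called, with fewer libraries. The correction for GC content called *Col1a1* (1.53) and *Pnpla2* (1.31), did not call *Rdh13* (1.28) and turned *Col1a2* to 0.022. With each library left out in turn, *Fabp1* ranged from -1.15 to 0.12, above 0 only without hypHSC 3, and *Col1a2* from -0.44 to 0.14, above 0 without hypHSC 4, hypHSC 5 or qHSC 3. Calls changed in these fits also for *Timp1*, *Rdh13*, *Dhrs3* (0.97 without hypHSC 4), *Acta2*, *Col1a1* and *Pnpla2*. Apart from the shift of all genes and the smaller number of libraries, the cause was not tested.

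Of the 33 lists tested, 9 passed camera with its preset correlation: core macrophage, lipid-associated macrophage, neutrophil, cholangiocyte, quiescent HSC, activated HSC, proliferation, cathepsins and vacuolar proton pump subunits. All 9 kept their direction in all alternatives and their side of the threshold in all but one. In that one, with the correlation estimated from the data, only the lipid-associated macrophage and proton pump lists passed, and the core macrophage (4.96), neutrophil (6.52), cholangiocyte (4.70), quiescent HSC (-5.86), activated HSC (-1.57), proliferation (2.82) and cathepsin (2.35) lists did not, with unchanged medians. Under fry 9 more passed, again with unchanged medians: mesothelial (1.49), portal fibroblast (2.40), interferon (-1.22), retinoid handling (-0.62), Fcγ receptors (4.34), toll-like receptors (3.09), metalloproteinases (2.45), laminins (-2.02) and cadherins (-0.63). Lists that camera called under another setting only were MHC class II (2.48), Fcγ receptors (4.22) and toll-like receptors (2.82) with a pseudocount of 5; mesothelial (1.94), portal fibroblast (2.47), interferon (-1.22), MHC class II (2.37), Fcγ receptors (4.34), toll-like receptors (1.64) and metalloproteinases (0.99) without a filter; MHC class II (2.73), toll-like receptors (5.24), metalloproteinases (4.77), laminins (-3.34), collagens (-2.09) and cadherins (-6.42) with a mean of at least 100, where fewer genes were tested; MHC class II (2.13), Fcγ receptors (3.99), toll-like receptors (2.75) and metalloproteinases (2.09) with the same total; and portal fibroblast (1.46), MHC class II (1.55), Fcγ receptors (3.41), toll-like receptors (2.20) and metalloproteinases (1.52) with 3 qPCR reference genes. The same holds for metalloproteinases (1.99) and laminins (-1.28) with the fold changes of DESeq2, interferon (-1.61) with the hypHSCs at 12 weeks only, and, chosen after seeing the data, MHC class II (2.49), Fcγ receptors (4.34) and toll-like receptors (3.09) with entries without a symbol and MHC class II (2.51) after the correction for GC content. Medians near 0 changed sign: sinusoidal endothelial (0.23 with a pseudocount of 5), TIMPs (0.018 with the upper quartile), integrins (-0.29 with 3 qPCR reference genes), hepatocyte (0.034 with DESeq2 and 0.034 with edgeR) and chemokines (0.033 with the hypHSCs at 12 weeks only). With each library left out in turn, medians ranged from -0.83 to 0.34 for sinusoidal endothelial genes (above 0 without hypHSC 4, hypHSC 5 or qHSC 4), from -0.88 to 0.063 for hepatocyte genes (above 0 without hypHSC 3), from -0.34 to 0.12 for chemokines (above 0 without hypHSC 2, hypHSC 3 or qHSC 3) and from -0.96 to 0.023 for cadherins (above 0 without hypHSC 5). Camera called in some of these fits MHC class II (1.90 to 2.86), Fcγ receptors (3.90 to 5.01), toll-like receptors (2.53 to 3.41) and the interferon list (-1.41 to -1.14). The cause of these changes was not tested, apart from the number of genes or libraries where named.

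Depth limits the genes near the floor: in 38 of the 50 genes of Figure 6B a whole group held at most 3 reads per library, so their size is known only as a lower bound, and the pseudocount sets their fitted change. The count of genes of Figure 6B among the DEGs was 36 to 50 over the alternatives. DESeq2 gave no adjusted p for 37 of the tested genes and for 6538 entries when every entry was used.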

Differences from the paper's values

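For *Fabp1*, the fold change of hypHSCs over qHSCs was 0.713, against the paper's 1.35 in Table S2. Of the alternatives set before the data were examined, DESeq2 and edgeR on the recovered reads (log2 fold changes of 0.43 and 0.43) and the fit without hypHSC 3 (0.12) closed the gap, and the others did not. DESeq2 on every entry, chosen after seeing the values, closed it as well.

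Of the 28 fold changes that the paper states for single genes, 23 were within 1.5 times of the paper's value, and the largest ratio was 2.23 (*Gfap*). With DESeq2 on the recovered reads, an alternative set before the data were examined, all 28 were within 1.5 times and the largest ratio was 1.00 (*Dhrs3*), and the paper's methods name DESeq2.

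The paper states that *Timp1* was not deregulated, and here it was a DEG higher in hypHSCs (1.76, adjusted p = 0.0422 from limma with Benjamini-Hochberg adjustment). It was not a DEG with DESeq2 or edgeR on the recovered reads, the same total, 3 qPCR reference genes, the hypHSCs at 12 weeks only, or without hypHSC 1, 2, 3 or 4 or qHSC 1, 2, 4 or 5, nor with DESeq2 on every entry, which was chosen after seeing the values, and over all alternatives its adjusted p from limma, DESeq2 or edgeR ranged from 7.56e-04 to 0.255. The paper states that *Pnpla2* was overexpressed, and here it was not a DEG (1.10, adjusted p = 0.165 from limma). It was one with DESeq2 (1.50) and edgeR (1.50) on the recovered reads and without hypHSC 5 (1.72), and with DESeq2 on every entry and after the correction for GC content (1.31), both chosen after seeing the values. The counts of DEGs differed by less than 1.5 times from the paper's 6926, 3369 and 3557, and DESeq2 on the recovered reads gave 5822 DEGs (2862 higher, 2960 lower). The paper reports lower *Timp2* by qPCR, and in the RNA sequencing data it was not a DEG (-0.09, adjusted p = 0.729 from limma), except when the libraries were scaled on 3 qPCR reference genes (-1.03). Under that scaling the median of all tested genes was -1.12. The ranks of FPKM recomputed here differed from those of Table S1 in both directions. Table S1 places *Dcn*, *Plin2* and *Sparc* higher by FPKM in both groups than the FPKM recomputed here, with ranks of 717 in hypHSCs and 21 in qHSCs, 214 and 579, and 539 and 99, and *Pparg* higher in hypHSCs (4635) and lower in qHSCs (15056). It places *Vim* (194 and 631), *Acta2* (3089 and 4759), *Adipor1*, *Bambi*, *Lrat*, *Col1a1*, *Col3a1*, *Notch3* and *Timp1* lower in both groups, and *Csrp2*, *Gfap*, *Des* and *Col1a2* lower in hypHSCs and higher in qHSCs, and by rank its order of the groups is the reverse for *Acta2* and *Col1a2*. For *Acta2* only the ranks of Table S1 are reversed, since its FPKM there is higher in hypHSCs, the order found here. The number of genes identified is not compared, because the paper's filter on intergenic background could not be applied.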

Other observations

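Among the tests of explanations in this part, those on other splits of the libraries for the DEGs, on one dilution and on the dissociation response were written before their results were seen. The other tests of explanations were chosen only after.

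Of 100 splits of the 10 libraries into groups of 5, drawn from 126, 1, the real one, gave as many DEGs, and the next largest number was 1. For the quiescent HSC list, 1 split, the real one, gave as large an absolute median, and the next was 3.93. GC content followed the deviations of the hypHSC libraries from their mean, with Spearman's rho across genes of 0.27, 0.30, 0.24, -0.15 and -0.35 in hypHSC 1 to 5 and -0.09 to 0.07 in the qHSCs. After each library was corrected for this trend there were 5754 DEGs, 5397 of them among the original ones, so the trend is not the whole cause of the difference between the groups. Across genes, log2 fold change and GC content had a Spearman's rho of -0.06.

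The genes of the quiescent HSC list did not fall by one factor. The SD of their log2 fold changes was 1.33, against a median standard error of 0.34, where a single dilution of stellate RNA by RNA of cells that express none of these genes would give a spread no larger than the error. Whether other cells in the hypHSC preparations express some of these genes was not tested, so a dilution by such cells and a change within the stellate cells cannot be told apart. Diet, age, digestion and gate, which differ between the groups together, were not tested apart.

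Digestion conditions differed between the groups, and cytokine genes such as *Tnf* and *Cxcl2* were higher in hypHSCs. The cell dissociation response, as an explanation, would raise the immediate early genes in hypHSCs, but their median log2 fold change was -0.73, with 1 DEG higher and 3 lower of 14 tested, 3 above 0, and a mean of -0.63 (standard error 0.36, upper bound at 2 standard errors 0.08). This argues against a stronger immediate early response in hypHSCs. Both groups were digested and sorted, so the list cannot exclude other effects of handling on the cytokine genes. The paper saw bacterial contamination in preparations from CDAHFD livers only and added antibiotics to their buffers, and neither was tested here. The diet stays open as an untested biological explanation.

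Macrophage genes differed between the qHSC libraries. The core macrophage genes summed to 68846, 8346, 17310.3, 150842 and 14238 normalized counts in qHSC 1 to 5, and the resident Kupffer cell genes to 19953, 1351, 1601, 46853 and 1993. The Kupffer gene *Clec4f* had 9029, 632, 466, 18766 and 869.9 normalized counts in qHSC 1 to 5. For 7 of the 7 Kupffer genes, the highest libraries were qHSC 1 and qHSC 4, those of the core macrophage list, where chance gives 0.700. This is consistent with RNA of resident Kupffer cells in some qHSC preparations, as a hypothesis found and tested on the same libraries, and it lowers the fitted change of macrophage genes. Without qHSC 4 the median of the core list was 5.45, and without qHSC 1 5.15. In hypHSCs the Kupffer genes summed to 18385 to 34593, and the median log2 fold change of the list was 1.37 (3 higher and 0 lower of 7 tested), with *Timd4* (-3.14) and *Cd163* (-2.71) below 0 and not DEGs. The design gives no biological difference between these qHSC libraries other than ages that do not follow the pattern.

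The other lists gave these median log2 fold changes of hypHSCs over qHSCs, with their DEGs: T and NK cells 1.05, 0 higher and 0 lower of 3 tested; B cells 1.39, 1 higher and 0 lower of 2 tested; sinusoidal endothelial cells -0.14, 2 higher and 5 lower of 11 tested; hepatocytes -0.44, 0 higher and 0 lower of 13 tested; mesothelial cells 1.49, 2 higher and 0 lower of 3 tested; portal fibroblasts 2.40, 4 higher and 0 lower of 6 tested; the interferon response -1.22, 2 higher and 7 lower of 12 tested; erythroid cells -2.52, 0 higher and 0 lower of 5 tested; TIMPs -0.09, 1 higher and 1 lower of 3 tested. The medians of the T and NK cell, B cell, mesothelial and portal fibroblast lists were above 0, and those of the sinusoidal endothelial, hepatocyte, interferon and erythroid lists below 0, under all 4 scalings, and that of the TIMPs changed sign with the upper quartile. Some sizes depended on single libraries. With 1 library left out in turn, the median ranged from 0.43 to 1.72 for T and NK cells, from 0.71 to 1.82 for B cells and from -3.32 to -1.66 for erythroid cells. The 4 Y chromosome genes were expressed in all libraries and did not differ (-0.20, 0 higher and 0 lower of 4 tested), and the female-specific list, *Xist*, was not high enough to be tested. Hepatocyte genes summed to 103040, 105088, 74788, 164998 and 272260 normalized counts in hypHSC 1 to 5 and 179183, 79788, 90261, 168388 and 151069 in qHSC 1 to 5.

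Of the 4 reference genes of the paper's qPCR, 3 were chosen for a look after their values were seen, and they were not level between the groups. *Hprt* was higher in hypHSCs by a log2 fold change of 1.25 (standard error 0.20) and *Pgk1* by 1.44 (0.19), and *Actb* had 201672, 296496, 249100, 61939 and 18213 normalized counts in hypHSC 1 to 5 and 103230 ± 17060.2 in qHSCs (0.12, standard error 0.67). On the second principal component, which spread the hypHSCs, hypHSC 3 at 12 weeks lay with hypHSC 1 and 2 at 13 weeks, and hypHSC 4 and 5 apart, so this spread does not follow the weeks on the diet. The spread ran with the GC trend, whose rho was 0.24 to 0.30 in hypHSC 1 to 3, -0.15 in hypHSC 4 and -0.35 in hypHSC 5. The outermost library, hypHSC 5, also had the fewest genes with any read (14028). The paper's text gives no RNA quality for single libraries, so a technical cause was not tested. Entries without a symbol held 29.1, 20.1, 13.2, 10.8 and 12.4% of the reads of hypHSC 1 to 5, of which mitochondrial entries 12.8, 7.27, 3.10, 2.21 and 3.42%.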
